# Promyelocytic leukemia protein (PML) controls breast cancer cell proliferation by modulating Forkhead transcription factors

**DOI:** 10.1002/1878-0261.12486

**Published:** 2019-05-16

**Authors:** Nikoleta Sachini, Panagiota Arampatzi, Antonios Klonizakis, Christoforos Nikolaou, Takis Makatounakis, Eric W.‐F. Lam, Androniki Kretsovali, Joseph Papamatheakis

**Keywords:** breast cancer, FOXO3‐FOXM1 network, growth arrest, PML, transcriptomics

## Abstract

The multitasking promyelocytic leukemia (PML) protein was originally recognized as a tumor‐suppressive factor, but more recent evidence has implicated PML in tumor cell prosurvival actions and poor patient prognosis in specific cancer settings. Here, we report that inducible PMLIV expression inhibits cell proliferation as well as self‐renewal and impairs cell cycle progression of breast cancer cell lines in a reversible manner. Transcriptomic profiling identified a large number of PML‐deregulated genes associated with various cell processes. Among them, cell cycle‐ and division‐related genes and their cognitive regulators are highly ranked. In this study, we focused on previously unknown PML targets, namely the Forkhead transcription factors. PML suppresses the Forkhead box subclass M1 (FOXM1) transcription factor at both the RNA and protein levels, along with many of its gene targets. We show that FOXM1 interacts with PMLIV primarily via its DNA‐binding domain and dynamically colocalizes in PML nuclear bodies. In parallel, PML modulates the activity of Forkhead box O3 (FOXO3), a factor opposing certain FOXM1 activities, to promote cell survival and stress resistance. Thus, PMLIV affects the balance of FOXO3 and FOXM1 transcriptional programs by acting on discrete gene subsets to favor both growth inhibition and survival. Interestingly, PMLIV‐specific knockdown mimicked ectopic expression *vis‐à‐vis* loss of proliferative ability and self‐renewal, but also led to loss of survival ability as shown by increased apoptosis. We propose that divergent or similar effects on cell physiology may be elicited by high or low PMLIV levels dictated by other concurrent genetic or epigenetic cancer cell states that may additionally account for its disparate effects in various cancer types.

**Abbreviations**
AKT: protein kinase B
DBD: DNA‐binding domain
FOX: Forkhead box
FOXM1: Forkhead box subclass M1
FOXO3: Forkhead box O3
PML‐NBs: PML nuclear bodies
PML: promyelocytic leukemia protein

## 1 Introduction

Breast cancer is one of the most prevalent causes of cancer‐related death in women worldwide. Breast tumors exhibit striking phenotypic and functional heterogeneity during the multistep course of tumorigenesis (Bertos and Park, 2011). In fact, this variability is mirrored in each of the ‘hallmarks of cancer’ defined by Weinberg and Hanahan namely sustaining proliferation signaling, mutational frequencies of oncogenes and tumor suppressors, invasiveness, metastatic potential, energy metabolism, immune destruction, and response to cytotoxic therapies (Hanahan and Weinberg, 2011). Extensive heterogeneity can be observed not only among different patients (intertumoral) but also within individual tumors (intratumoral) (Skibinski and Kuperwasser, 2015). Therefore, understanding the molecular networks governing breast cancer heterogeneity, including deregulated genes and their signaling pathways, is vital for improving the efficacy of existing agents and for developing novel strategies for personalized treatment.

The promyelocytic leukemia (*PML*) gene was first described at the chromosomal translocation breakpoint *t* (15;17) found in patients with acute promyelocytic leukemia (APL). This translocation generates a chimeric PML‐retinoic acid receptor‐a oncoprotein that blocks myeloid cell differentiation leading to leukemogenesis (de The *et al*., 1991). The human *PML* gene undergoes alternative splicing giving rise to seven main isoforms designated PMLI‐VII. PMLI to PMLVI contain a nuclear localization signal (NLS) and are predominantly localized in the nucleus, while PMLVII lacks the NLS and is cytoplasmic (Fagioli *et al*., 1992; Jensen *et al*., 2001; Nisole *et al*., 2013). All the PML isoforms share a common N‐terminal region containing the RBCC (RING‐finger, two B‐boxes (B1 and B2), and a α‐helical coiled‐coil domain) motif, while they differ in the central or in the C‐terminal region. The variable C termini of PML isoforms might provide different binding interfaces determining the different interacting partners and, thus, the functional specificity of each isoform (Nisole *et al*., 2013). PML protein is the core component of discrete subnuclear structures interspersed in the interchromatin space, termed PML nuclear bodies (PML‐NBs). PML‐NBs are dynamic, heterogeneous, proteinaceous particles found in most mammalian cell nuclei. They provide a microenvironment for protein sequestration, post‐translational modifications, and transcriptional regulation (Bernardi and Pandolfi, 2007). An ever‐growing number of proteins, including transcription factors/cofactors, ubiquitinases/deubiquitinases, kinases/phosphatases, sumo ligase/sumo1‐specific peptidases, and deacetylases, shuttle in and out PML‐NBs. Due to its different modes of function and its numerous interacting partners, PML and PML‐NBs are implicated in diverse cellular and physiological processes such as cellular senescence and apoptosis, genome maintenance and transcription, antiviral response, and stem cell maintenance, through distinct signaling pathways (Zhou and Bao, 2014; Hadjimichael *et al*., 2017; Hsu and Kao, 2018). For instance, PML is required for normal mammary gland development and lineage commitment of bi‐potent luminal progenitor cells, as *Pml* deletion in mice shifts the balance of luminal progenitors and impairs their terminal differentiation and gland size (Li *et al*., 2009).

The etiological involvement of PML in APL pathogenesis, its negative regulatory role on survival, and proliferation pathways (Salomoni *et al*., 2008) along with its downregulated expression in human cancers of multiple histological origins, including breast cancer (Gurrieri *et al*., 2004), provide strong evidence that PML acts as a tumor suppressor factor. Nevertheless, recent studies demonstrate that PML is upregulated in chronic myeloid leukemia (Ito *et al*., 2008) as well as in a subset of triple‐negative breast cancer (Carracedo *et al*., 2012). In the above cases, PML bears oncogenic properties via regulating cancer stem cell self‐renewal hence providing a selective prosurvival benefit to tumor cells.

Forkhead box (FOX) proteins constitute a superfamily of transcriptional regulators that all share an evolutionarily conserved Forkhead (FKH) or Winged helix DNA‐binding domain (DBD). These proteins fine‐tune a wide range of transcriptional programs crucial for embryonic development as well as homeostasis and repair of adult tissues (Lam *et al*., 2013). The family member, FOX subclass M1 (FOXM1), is highly expressed in various types of human malignancies, including breast cancer. FOXM1 is a master regulator of cell cycle progression and proliferation by orchestrating a network of G1/S and G2/M transitions, and M phase‐associated genes such as *CDC25B*, cyclin B (*CCNB1*), Aurora B kinase (*AURKA*), polo‐like kinase 1 (*PLK1*), survivin (*BIRC5*), and centromere protein A (*CENPA*), *CENPB*, and *CENPF*. Accordingly, loss of FOXM1 results in reduced DNA replication, mitotic spindle defects, and chromosome missegregation, and is homozygous lethal in mouse models (Laoukili *et al*., 2005; Wang *et al*., 2005; Wonsey and Follettie, 2005). Besides cell cycle progression, FOXM1 also controls genes implicated in angiogenesis, metastasis, epithelial–mesenchymal transition (EMT), stem cell expansion and renewal, senescence, and DNA repair. Thus, aberrant FOXM1 expression leads to tumor initiation, progression, metastasis, angiogenesis, and drug resistance (Bella *et al*., 2014). The oncogenic function of FOXM1 is partly counteracted by another member of the FOX family, Forkhead box O3 (FOXO3), which is a critical downstream effector of the phosphoinositide 3‐kinase‐protein kinase B (AKT) signaling pathway. FOXO3 transcriptional activity is tightly controlled by a complex combination of post‐translational modifications as well as protein–protein interactions that dictate its subcellular localization, protein expression levels, and DNA‐binding properties (Calnan and Brunet, 2008). FOXO3 directly binds to *FOXM1* promoter to repress its expression but also antagonizes FOXM1′s transcriptional output by competitively binding to the same target gene promoters (Lam *et al*., 2013). Although FOXO3 is generally reported to suppress cell proliferation and tumorigenesis, recent studies support that FOXO3 may also sustain tumor cell growth and induce drug resistance. Therefore, deregulation of the FOXO3‐FOXM1 axis can alter cell survival or proliferative state (Hornsveld *et al*., 2018; Yao *et al*., 2018).

In the present study, we show that PMLIV inhibits the growth of breast cancer cells by modulating FOXO3‐FOXM1 signaling. PMLIV overexpression represses the proliferation and self‐renewal of breast cancer cells and downregulates FOXM1 expression and protein activity. At the same time, PMLIV induction modulates FOXO3 activity and enhances its transcriptional program. Our results suggest that PMLIV orchestrates opposing actions on the FOXO3 and FOXM1 activity balance. We propose a model in which PMLIV represses breast cancer proliferation, but it may also promote long‐term survival and/or stress resistance by regulating FOXM1 and FOXO3 transcriptional programs.

## 2 Material and methods

### 2.1 Plasmids, DNA, and siRNA transfections

PMLIV and PMLIII expression vectors have been previously described (Gialitakis *et al*., 2010). For the co‐immunoprecipitation (IP) and colocalization studies, PMLIV and PMLIII were subcloned into dsRED monomer (Clontech, Mountain View, CA, USA). For the generation of stable cell line, the myc‐tagged PMLIV insert (described above) was first cloned into the bidirectional doxycycline (dox)‐inducible pBIG plasmid. Next, the region that carries the GFP‐tet‐PML was excised and reinserted into ClaI‐SalI backbone of the pLenti GFP PURO (Addgene #17448, Watertown, MA, USA) (Campeau *et al*., 2009) to generate the double GFP‐PML doxycycline‐inducible vector (toPMLxGFP). GFP‐NLS was constructed by cloning the SV40‐NLS sequence on pEGFP‐C (Clontech). GFP‐FOXM1 was generated by inserting the FOXM1 coding region from pCW57.1‐FOXM1c (Addgene #68810) (Barger *et al*., 2015) into pEGFP‐C (Clontech). The GST‐FOXM1 fragments used for the GST pull‐down assays have been previously described (Chen *et al*., 2013) and were generous gifts from A.D. Sharrocks (University of Manchester, Manchester, UK). The FOXO3 expression plasmid was gift from E. Lam and was fused into dsRED monomer plasmid (Clontech). Transient transfections were performed using the calcium phosphate DNA precipitation method or Lipofectamine 2000 (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer's instructions. The lentivirus production and infection protocol have been previously described in detail (Arampatzi *et al*., 2013).

For siRNA transfection, cells were seeded in six‐well plates and transfected with 50 pmol siRNA using the Lipofectamine 2000, according to the manufacturer's recommendations. The siPMLIV sequence that we used is as follows: 5′ UGAAAGUGGGUUCUCCUGG 3′ (Chen *et al*., 2018).

### 2.2 Cell culture and generation of stable cell lines

Human breast cancer cell lines: MDA‐MB‐231, T47D as well as HEK293T and Cos‐7 (obtained from ATTC, Manassas, VG, USA), were cultured in Dulbecco's modified Eagle's medium (DMEM), supplemented with 10% FBS and gentamycin in 5% CO_2_ and at 37 °C. Tumorspheres were grown in DMEM‐F12 1 : 1 (Gibco, Thermo Fisher Scientific) medium containing B27 (1 : 50), bFGF (20 ng·mL^−1^), epidermal growth factor (20 ng·mL^−1^), and 0.2% methylcellulose, in ultralow attachment plates. For the generation of doxycycline‐inducible cell lines, first an expressing pLenti CMV rtTA3 Blast (w756‐1) plasmid (Addgene #26429) was introduced into recipient cells that were selected by blasticidin. Next, the dox‐inducible toPMLxGFP was introduced.

For the generation of stable, knocked down cell lines, cells were infected by puromycin or G418 expressing lentiviral vectors carrying the relevant sh sequences, followed by drug selection. The shPML plasmid that we used was kindly provided by Everett *et al*. (2006). The sequence for shPMLIV is as follows: 5′ TGAAAGTGGGTTCTCCTGG 3′ (Chen *et al*., 2018). Subcloning of the specific shPMLIV into PLO.1 vector was done via AgeI and EcoRI sites flanking the 5′‐end of top and bottom shRNA oligo, respectively. Knockdown (KD) was evaluated by western and/or mRNA analysis using suitable primers.

### 2.3 Clonogenic assay

Two thousand cells were seeded into six‐well plates and incubated overnight. The next day, doxycycline was added in the medium to induce PMLIV expression. Cells were cultured for 10 days, and doxycycline was renewed in every change medium. Colonies were fixed with 4% PFA for 10 min at RT and then washed with PBS. Subsequently, colonies were stained with 0.5% crystal violet for 1 h, and then, plates were washed with tap water.

### 2.4 Cell cycle analysis

For cell cycle analysis, 100 000 cells from each sample were trypsinized, washed with PBS, treated with RNAse A for 30 min at 37 °C, and stained with propidium iodide (PI‐Sigma, Sigma‐Aldrich, St. Louis, MO, USA) according to the manufacturer's protocol. The analysis was conducted using a FACS Calibur analyzer (BD Biosciences, San Jose, CA, USA). The cell cycle profile was further analyzed using the modfit lt software (Verity Software House, Topsham, ME, USA).

### 2.5 RNA extraction and quantitative reverse transcription PCR (qRT‐PCR)

Total RNA was extracted using TRIzol reagent (Invitrogen, Carlsbad, CA, USA)/NucleoZOL (Macherey‐Nagel, Düren, Germany). Subsequently, 2 μg RNA was reversely transcribed to cDNA by M‐MuLV Reverse Transcriptase (NEB, Ipswich, MA, USA) supplemented with RNase inhibitor (NEB) according to the manufacturer's protocol. Relative abundance of each transcript was measured by quantitative real‐time PCR using SYBR Green I (Invitrogen). Relative mRNA expression was calculated after normalization against β‐actin levels. Primer sets used for real‐time qPCR analysis are listed in Table S1.

### 2.6 cDNA microarrays analysis

Total RNA was isolated from control and PMLIV OE cells using TRIzol (Invitrogen). The gene expression profile of cells was determined by GeneChip® Human Transcriptome Arrays 1.0, (Thermo Fisher Scientific) according to the manufacturer's instructions. The raw data were processed to extract the representative intensities from each probe set using affymetrix transcriptome analysis console software (Thermo Fisher Scientific). A threshold of fold change > 1.5 and *P* ≤ 0.05 was used to identify differentially expressed genes (DEGs) between the two conditions. Functional analysis was performed using the online tool g:profiler (Reimand *et al*., 2016) as well as rnea (Chouvardas *et al*., 2016).

### 2.7 Overlap analysis of gene lists

In order to determine whether PMLIV OE affects the same subset of genes that are differentially expressed upon FOXM1 KD in MDA‐MB‐231 cells, siFOXM1 datasets were retrieved from GEO (GSE25741, Platform ID: GPL6947). Using the GEO2R tool, a list of relative expression values was extracted for siFOXM1 versus siLuc (control). Subsequently, the same cut‐offs used for PMLIV OE analysis (fold change > 1.5 and *P*‐value ≤ 0.05) were applied to generate a list of DEGs for the FOXM1 KD dataset. The lists of PMLIV OE and FOXM1 KD DEGs were categorized into overexpressed and under‐expressed genes. The degree of overlap between PMLIV OE and FOXM1 KD DEGs was assessed by two Jaccard similarity indexes, one for each of the over‐ and under‐expressed gene lists. The Jaccard similarity index is defined as the intersection over the union of the two sets. The significance of the calculated Jaccard indexes was resolved by permutation analysis. For that reason, 10 000 randomized gene lists with the same size as the PMLIV OE DEG were generated using a custom Perl script. Successively, the 10 000 corresponding Jaccard indexes were calculated for overexpressed and under‐expressed genes. After computing the mean and standard deviation of the Jaccard indices of the permutated lists, the initial, calculated Jaccard index was compared to the mean of this distribution based on *z*‐score.

The same approach was used for the overlap analysis of PMLIV OE and constructively activated FOXO3 DEGs. The FOXO3 datasets were retrieved from GEO (GSE113479, Platform ID: GPL24915). The statistical significance of the triple overlap sets (PMLIV OE, FOXM1 KD, FOXO3 activation) was assessed using the R package ‘SuperExactTest’ (Wang *et al*., 2015) which calculates the statistical distributions of multiset intersections based on combinatorial theory.

### 2.8 Western blot analysis

Whole cell lysates were prepared using RIPA cell lysis buffer (25 mm Tris pH 7.6, 150 mm NaCl, 1% NP‐40, 1% deoxycholate, 0.1% SDS, 1 mm PMSF) containing protease inhibitor cocktail (Complete; Sigma), and protein concentration was determined by Bradford assay. Equal amounts of cell lysates were subjected to SDS/PAGE, followed by immunoblotting. The antibodies used in this study are listed below: β‐actin (sc‐47778; Santa Cruz, Santa Cruz, CA, USA), PML (sc‐5621; Santa Cruz), PML (sc‐377340; Santa Cruz), ppRB (9309; Cell Signaling, Danvers, MA, USA), p‐pRB (9308; Cell Signaling), p53 (sc‐6243; Santa Cruz), p21 (sc‐397; Santa Cruz), FOXM1 (sc‐502; Santa Cruz), FOXM1 (sc‐376471; Santa Cruz), TBP (ab28175), GFP (9996; Cell Signaling), RCFP (anti‐KillerRed; AB961; Evrogen, Moscow, Russia), CCNB1 (sc‐752; Santa Cruz), PLK1 (4513; Cell Signaling), CCND1 (sc‐8396; Santa Cruz), AURKA (3092; Cell Signaling), RAD51 (sc‐8349; Santa Cruz), β‐tubulin (2146; Cell Signaling), FOXO3 (2497; Cell Signaling), and FOXO3 (ab12162; Abcam, Cambridge, UK).

### 2.9 Measure of FOXM1 protein turnover

The turnover rate of endogenous FOXM1 in MDA‐MB‐231 was determined using cycloheximide (CHX; Sigma) for protein synthesis inhibition. PMLIV was induced for 12 h, and then, CHX was added to the culture media to a final concentration of 100 μg·mL^−1^. Cells were harvested at the indicated time points, and equal amounts of cell lysates were subjected to SDS/PAGE and analyzed by immunoblotting.

### 2.10 Protein immunoprecipitation

Immunoprecipitation of *in vivo* interacting protein complexes was performed using the MDA‐MB‐231 PMLIV OE cell line or HEK293T cell extracts prepared by RIPA cell lysis buffer as described above. Two hundred microgram of protein extracts was incubated with primary antibody overnight at 4 °C. The following day, 20 μL of protein G beads was added to each sample after washing with IP buffer (25 mm Tris/HCl pH 7.6, 150 mm NaCl), and reactions were incubated at 4 °C for three additional hours. Nonspecific proteins were washed away three times with NETN buffer (10 mm Tris/HCl pH 8.0, 250 mm NaCl, 5 mm EDTA, 0.5% NP‐40, 1 mm PMSF). SDS sample buffer was added, and the samples were boiled prior to SDS/PAGE analysis. Input lanes represent 10% of the lysate used for the IP.

### 2.11 GST pull‐down assay

GST‐FOXM1 fusion constructs were expressed in BL21‐Star™ (DE3) pLysS cells (Thermo Fisher Scientific), and crude bacterial lysates were prepared by sonication in cold lysis buffer (50 mm Tris/HCl pH 8.0, 100 mm NaCl, 1 mm EDTA, pH 8.0, 2% NP‐40, 1 mm DTT, 1 mm PMSF). To test the interaction between FOXM1 and PMLIV, GST‐fusion proteins were freshly purified by glutathione‐Sepharose beads (GE Healthcare, Chicago, IL, USA), washed two times with lysis buffer and one time with GST‐Wash buffer (300 mm KCl, 20 mm HEPES pH 7.9, 0.1% NP40, 5 mm MgCl_2_), and resuspended in 200 μL GST‐interaction buffer (150 mm KCl, 20 mm HEPES pH 7.9, 0.1% NP40, 5 mm MgCl_2_) and mixed with 200 μg of HEK‐293T cell lysate overexpressing (OE) mRED‐PMLIV. The binding reaction was incubated for 3 h at 4 °C. Beads were washed three times with GST‐Wash buffer (600 mm KCl, 20 mm HEPES pH 7.9, 0.1% NP40, 5 mm MgCl_2_) and resuspended in SDS sample buffer. Samples were subjected to SDS/PAGE and analyzed by immunoblotting.

### 2.12 ChIP assay

A total of 3 × 10^7^ MDA‐MB‐231 cells were fixed in 1% formaldehyde for 10 min at room temperature. Formaldehyde was subsequently quenched with 0.125 m glycine for 5 min, and the cells were washed twice with ice‐cold PBS. Cells were lysed in lysis buffer [50 mm HEPES (pH 7.5), 140 mm NaCl, 1 mm EDTA, 10% glycerol, 0.5% NP‐40, 0.25% Triton X‐100, and 1 mm PMSF] on ice for 20 min. Cells were pelleted, resuspended in lysis buffer, pass through 0.5‐mL syringe, and centrifuged for three successive times. After the last centrifugation, pellet was resuspended in 2 mL shearing buffer [0.05 m Tris (pH 8.0), 0.3% SDS, 0.01 m EDTA, and 1 mm PMSF] for 30 × 10^6^ initial cell number and sonicated to an average length of 500 bp, as verified by agarose gel electrophoresis. IP was performed with the equivalent of 30 × 106 cells per sample diluted five times with ChIP dilution buffer (10 mm Tris/HCl pH 8.0, 0.01 m EDTA, 100 mm NaCl, 0.01% SDS, 1% Triton X‐100, 1 mm PMSF) to which 2–10 μg of each antibody was added and rotation followed at 4 °C overnight. The antibody–chromatin reactions were precipitated with BSA preblocked protein G agarose beads for 3 h by rotation. Unbound chromatin was removed by three washes in RIPA buffer (50 mm HEPES‐KOH pH 7.5, 500 mm LiCL, 1 mm EDTA pH 8, 1% NP‐40, 0.7% Na‐deoxycholate) once with TE, pH 8.0. Immunoprecipitated chromatin was reverse cross‐linked in 1% SDS, 50 mm Tris/HCl pH 8.0, 10 mm EDTA pH 8.0 by overnight incubation at 65 °C. Following the reverse cross‐linking, samples were treated with 100 mg·mL^−1^ RNAse A and subsequently with 20 mg·mL^−1^ proteinase K at 55 °C for 3 h. DNA was purified with phenol/chloroform extraction and precipitated with ethanol and glycogen precipitated. Enrichment of specific sequences in the immunoprecipitated DNA was measured by real‐time PCR with SYBR green I and expressed as a percentage of input DNA. The primer sets that were used are provided in Table S1.

### 2.13 Immunofluorescence and live microscopy

Cells for immunostaining were cultured on glass coverslips and fixed in 4% PFA/1× PBS for 12 min at room temperature, permeabilized with 0.5% Triton X‐100/1× PBS for 15 min, and rinsed repeatedly with 1× PBS. Subsequently, samples were blocked with 1% BSA/1× PBS for 1 h and then were incubated with primary antibodies overnight/1 h. Following washes with PBS, secondary antibody was added to the samples for an hour. Secondary antibody was washed again three times with PBS, and cells were then counterstained with DAPI (Sigma) and mounted on microscope slides. Samples were analyzed with a Zeiss (Oberkochen, Germany) Axioscope 2 Plus microscope equipped with a Bio‐Rad (Hercules, CA, USA) Radiance 2100 laser scanning system and Lasersharp 2000 imaging software.

Cells for live microscopy were grown in Lab‐Tech chambers (Thermo Fisher Scientific), were transfected as mentioned above, and 48 h post‐transfection were examined within 1 h at room temperature with a Zeiss Axioscope 2 Plus microscope. Fluorescence recovery after photobleaching (FRAP) analysis was done using a standard region of interest (ROI) and monitoring close to saturation of recovery. After subtracting the background, fluorescent intensities were normalized against a companion unbleached ROI in the same cell.

### 2.14 Statistical analysis

Statistics were determined using the xlstat software (Addinsoft Inc, Long Island City, NY, USA). Values were presented as the mean + SD.

## 3 Results

### 3.1 PMLIV suppresses the proliferation and self‐renewal of triple‐negative breast cancer cells

To study the role of PML in breast cancer, we first examined the expression levels of PML in breast cancer cell lines of different molecular subtypes (Fig. S1A). In agreement with previous reports, PML expression varies among breast cancer cell lines, as well as among breast cancer patients’ samples even of the same molecular subtype (Carracedo *et al*., 2012; Martin‐Martin *et al*., 2016; Ponente *et al*., 2017). TCGA‐METABRIC breast patient datasets show a wide variation of PML mRNA (Curtis *et al*., 2012; Pereira *et al*., 2016) (http://www.cbioportal.org). To investigate the molecular mechanisms underlying the involvement of PML in cell proliferation and self‐renewal pathways in breast cancer, we used the PMLIV isoform since it is associated with apoptosis, senescence, and DNA damage (Nisole *et al*., 2013). Thus, a transgene expressing PMLIV upon doxycycline treatment was stably integrated into MDA‐MB‐231 cells, a claudin‐low, triple‐negative, aggressive breast cancer cell line, tο generate an inducible PMLIV OE system. To assess the efficiency of PML induction in the stable cell line, we measured its endogenous, expression levels before (control) and after doxycycline treatment (PMLIV OE). PMLIV mRNA and protein levels were markedly increased when doxycycline was added to the cells. Moreover, immunostaining for PML revealed an intense PML‐NBs morphology and size difference between PMLIV OE and control cells (Fig. S1B). The cell proliferation rate of PMLIV OE cells decreased compared to the control cells, indicating that PMLIV practically arrests breast cancer growth *in vitro* (Fig. 1A). The antiproliferative function of PMLIV was also confirmed by clonogenicity assay, since PMLIV induction resulted in dramatically fewer and smaller colonies, suggesting that PMLIV represses colony formation of MDA‐MB‐231 cells (Fig. 1B). We also examined whether PMLIV affects the self‐renewal capacity of MDA‐MB‐231 cells growing as 3D tumorspheres. PMLIV overexpression significantly decreased sphere formation efficiency of MDA‐MB‐231 cells, implying that PML inhibits the self‐renewal of breast cancer stem cells (Fig. 1C). Based on the inhibitory effects of PML overexpression on cell growth rate, clonogenicity, and self‐renewal capacity, we next assessed the impact of PMLIV on cell cycle progression after 1 and 5 days of PMLIV induction. At day 1 of PMLIV OE, there was an increase in cell fractions in the G1 phase with a concomitant decrease of cells in S phase. The effect was even more pronounced after 5 days of PMLIV OE, with a dramatic reduction of S phase cells accompanied by a slight decrease in cells in G2/M (Figs 1D and S1C). Furthermore, PMLIV OE cells were characterized by reduced levels of ppRB as expected, while total pRB and p53 levels did not show significant change (Fig. 1E).

**Figure 1:**
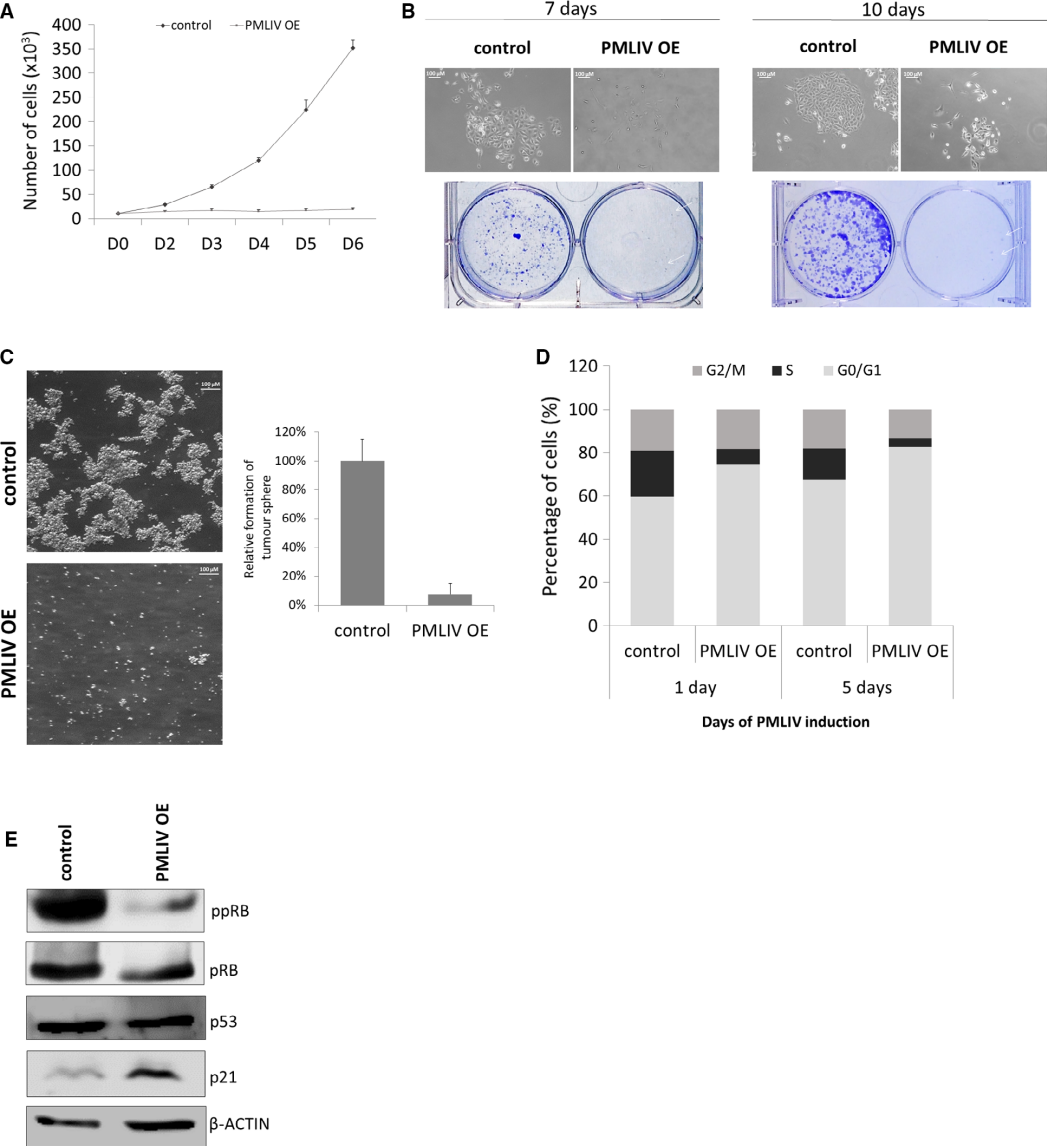
PMLIV induction results in growth and cell cycle arrest of breast cancer cells. (A) Cell growth of control and PMLIV OE MDA‐MB‐231 cells. Data represent the mean + SD of three independent experiments (*n* = 3). (B) Clonogenic assays of MDA‐MB‐231 cells evaluated at day 10 post‐PMLIV induction. White arrows indicate colonies of PMLIV OE cells (scale bar, 100 μμ). (C) Tumorsphere formation of control and PMLIV OE MDA‐MB‐231 cells. For the tumorsphere‐forming assay, 1000 cells·mL^−1^ were seeded in triplicate. After 8 days in culture, tumorspheres were counted using a light microscope. Results are presented as mean + SD of three independent experiments (*n* = 3; scale bar, 100 μμ). (D) Cell cycle analysis of control and PMLIV OE cells stained with PI and analyzed using flow cytometry assayed at days 1 and 5 post‐PML induction. (E) Western blot analysis of control and PMLIV OE cells for cell cycle regulators. β‐actin was used as a loading control.

We also examined the effect of PMLIV overexpression in another breast cancer cell line with luminal characteristics, T47D. The efficiency of PMLIV induction was assessed at mRNA and protein level by qPCR and western blot, while the formation of PML‐NBs, with immunofluorescence (Fig. S1D). Similarly, to PMLIV OE in MDA‐MB‐231 cells, PMLIV OE in T47D cells drastically inhibited proliferation in conventional media but partly inhibited sphere‐forming ability. In addition, PMLIV induction also resulted in increased G1 phase population followed by a decrease in cells in S and G2/M phases (Fig. S1E).

Taken together, our findings suggest that PMLIV induction represses breast cancer cell cycle progression and proliferation in both cases but affects sphere formation in the luminal type T47D much less effectively than in MDA‐MB‐231 cells.

### 3.2 PMLIV‐elicited gene expression profile of MDA‐MB‐231 cells

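MDA-MB-231 is a human triple‐negative breast cancer line, and the clone used carries a doxycycline‐inducible PMLIV. Its control cells (0 h of doxycycline) and PMLIV OE cells (48 h) were profiled both in monolayer and as passage 1 spheres. Each of these 4 groups had 2 Affymetrix gene arrays, 8 in all. The authors' array software gave 1 log2 signal for each of 33297 transcript clusters and array, already normalized between arrays, with array medians from 8.0 to 8.1. The methods do not name the background correction, the summary method or the test behind the P‐values. For the values reported here, 1 probe was taken for each of 18417 genes with a symbol, and the groups were compared with limma in a single fit of all 8 arrays. Its p‐values were adjusted over all genes by the Benjamini‐Hochberg method, and a change was called at an adjusted p under 0.05. Gene lists were tested against all other genes with camera. The number of arrays limits the precision of each value.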

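PML, the induced gene, had a log2 signal of 9.86 and 10.06 in the arrays labelled control monolayer replicates 1 and 2, and of 10.48 and 10.72 in the arrays labelled PMLIV OE monolayer. In the spheres it had 9.86 and 9.34 in the arrays labelled control, and 10.72 and 10.35 in the arrays labelled PMLIV OE. Each PMLIV OE array therefore lay above each control array. The culture of 2 control arrays is in doubt. The array labelled control monolayer replicate 1 was nearest to the array labelled control spheres replicate 2, with a root mean square log2 difference of 0.298, the smallest of 28 pairs of arrays. The difference between both arrays labelled control monolayer was 0.420, and that between both arrays labelled control spheres was 0.459. SLPI, a secreted protease inhibitor high in the PMLIV OE spheres, had 13.19 in the array labelled control monolayer replicate 2 and 7.67 in the array labelled control spheres replicate 2. It was 1 of 100 genes outside the cell cycle lists that best separate the PMLIV OE spheres from the PMLIV OE monolayers, and 92 of them placed the former array nearer to the spheres than the latter. Results are given by the deposited labels and, beside them, with these 2 control arrays exchanged, a setting chosen after seeing the data.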

To further dissect PML's role in breast cancer growth, we performed genome‐wide expression analysis on PMLIV OE and control cells (GSE119583). Using a *P*‐value ≤ 0.05 and fold change cut‐off of 1.5, transcriptomic profiling revealed that 2714 genes were differentially expressed when PMLIV is induced, with 1687 being overexpressed and 1027 under‐expressed (Fig. 2A). 

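By the deposited labels, 37 genes rose and 3 fell in monolayer at an adjusted p under 0.05. The largest rises were in STX11, a syntaxin of immune cell membrane fusion, and HCP5, a noncoding RNA of the MHC region. STX11 had a log2 fold change of 2.50 (standard error 0.20, adjusted p = 0.0177 from limma, n = 2 arrays per group) and HCP5 one of 2.43 (standard error 0.34, adjusted p = 0.0499). NR1D1, a nuclear receptor of the circadian clock, rose by 2.31 (adjusted p = 0.0473), and CHAC1, which degrades glutathione, by 2.00 (adjusted p = 0.0381). SERPIND1, an inhibitor of thrombin, rose by 2.08, and NFKB1, a subunit of NF‐κB, by 1.49. The 3 genes that fell were the integrin subunit ITGB8 (log2 fold change −1.42), the kinetochore protein DSN1 (−1.33) and the receptor tyrosine kinase EPHB4 (−1.16). In a fit with replicate number as a block, 21 genes rose and 1 fell. With the control arrays exchanged, 587 genes rose and 459 fell, and 39 of the 40 genes called by the labels changed in the same direction. The exception was ITGB8 (log2 fold change −0.80, adjusted p = 0.438). At the threshold of the study, 1407 genes were over‐ and 557 under‐expressed by the labels, and 1405 and 823 after the exchange. Leaving out any 1 of the 4 monolayer arrays leaves a compared group with 1 array, which then adds nothing to the variance. Such fits therefore cannot tell whether the calls are stable.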

Selected genes from both groups implicated in different biological processes (cell cycle, DNA replication and repair, chromatin modification, and immune response) were validated by qPCR (Fig. S2A). 

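PML had a log2 fold change of 0.64 in monolayer (standard error 0.23), or 1.56‐fold. It did not pass the test over all genes by the deposited labels (adjusted p = 0.199 from limma, n = 2 arrays per group). It rose by 1.01 on the log2 scale (standard error 0.22, adjusted p = 0.0316), or 2.01‐fold, with the control arrays exchanged. In spheres the log2 fold change of PML was 0.94 (adjusted p = 0.174) by the labels and 0.58 (adjusted p = 0.266) after the exchange. Of 15 measured genes of PML nuclear bodies, among them the induced PML itself, 12 were higher and 3 lower in PMLIV OE monolayers, with a median log2 fold change of 0.35. None of the 15 was called by limma by the labels, 4 were over‐expressed at the threshold of the study, and 1 was called when adjusted over the list alone. As a list they lay above the other genes (adjusted p = 0.00218 from camera; adjusted p = 0.545 with an estimated correlation). Without PML, 11 of 14 were higher with a median of 0.29, 0 were called by limma over all genes, 2 rose when adjusted over the list alone and 3 were over‐expressed at the threshold of the study (adjusted p = 0.00522 from camera; adjusted p = 0.555 with an estimated correlation).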

As expected, PML expression was upregulated in our dataset, validating our experimental design. 

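IL23R, a receptor subunit for interleukin 23, and TNFRSF9, a costimulatory receptor, had the largest differences in monolayer by the labels among the genes that the paper names. IL23R had log2 signals of 5.25 and 5.85 in the arrays labelled control monolayer, whose first quartiles were 6.61 and 6.70. Whether that level lies above background could not be judged, so the size of its fold change is uncertain. In monolayer IL23R had a log2 fold change of 5.00 (standard error 0.96) and TNFRSF9 one of 3.68 (standard error 0.56), and neither passed the test by the deposited labels (adjusted p = 0.0695 and 0.0540 from limma, n = 2 arrays per group). Both rose with the control arrays exchanged, IL23R by 5.20 (adjusted p = 0.0136) and TNFRSF9 by 3.09 (adjusted p = 0.00202). The antigen‐presenting molecule MR1 rose by 1.54 after the exchange (adjusted p = 0.00634) and did not pass by the labels (adjusted p = 0.0540). The array holds 42 transcript clusters that name an HLA gene. By the labels 9 of them were above 0 and 0 were over‐expressed at the threshold of the study or had an unadjusted p under 0.05 from limma. After the exchange 40 were above 0 and 8 were over‐expressed at that threshold. HLA‐DQA1, a class II chain, had a log2 fold change of −0.27 by the labels and −0.02 after the exchange. The array labelled control monolayer replicate 2 stood apart here, since its median over 10 genes of MHC class II presentation was 0.99 above the mean of the 8 arrays on the log2 scale, against −0.48 to 0.30 in the other arrays. Of 34 NF‐κB and inflammatory genes, 24 were higher by the labels, 1 (NFKB1) rose, and 9 rose when adjusted over the list alone. Camera placed this list above the other genes (adjusted p = 0.000242; adjusted p = 0.607 with an estimated correlation). After the exchange 12 rose and 0 fell, IL1A among them (log2 fold change 2.73, adjusted p = 0.0196).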

Immune‐ and inflammation‐related genes, such as *IL23R*,* HLA*,* TNFRSF9*, were also significantly upregulated upon PMLIV induction in agreement with the well‐established PML's role in inflammatory responses and antiviral function (Hsu and Kao, 2018). The complete list of PML‐deregulated genes is provided in the Table S2.

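The copy of Table S2 at hand holds the first 1999 rows, and 27097 more rows were not available. The control average in these rows was matched best by the mean of the arrays labelled control monolayer replicate 1 and control spheres replicate 2, of all 28 pairs of arrays, with a standard deviation of the log2 differences of 0.131. For the arrays labelled control monolayer replicates 1 and 2 it was 0.436. The PMLIV OE average was matched best by both arrays labelled PMLIV OE monolayer, with a standard deviation of 0.128. Log2 fold changes by the deposited labels had the sign of the paper's in 1978 rows and passed the threshold of the study in 1238. With the control arrays exchanged, the sign was the same in 1999 rows, and 1871 passed that threshold. Members of 3 gene lists were seen in these rows before the lists were written, so their directions in monolayer are not independent evidence. The first holds 36 genes of ATF4 and the amino acid response, of which 2 rose by the labels, CHAC1 and the tryptophan tRNA ligase WARS1 (log2 fold change 1.56, adjusted p = 0.0177), and 21 rose and 1 fell when adjusted over the list alone (median 0.76). Of 57 replication‐dependent histone genes 45 were lower (median −0.43), and all 8 metallothioneins, which bind zinc and copper, were lower (median −1.14). None of these histones or metallothioneins was called by limma over all genes, 6 and 8 fell when adjusted over the list alone, and 17 and 8 were under‐expressed at the threshold of the study. After the exchange 13 of the amino acid response genes rose over all genes, and 25 histones and 4 metallothioneins fell. Camera placed the amino acid response list above the other genes (adjusted p = 4.74e-10) and the histones (adjusted p = 0.000242) and metallothioneins (adjusted p = 7.56e-06) below them. With an estimated correlation these were adjusted p = 0.353, 0.646 and 0.555, in that order.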

**Figure 2:**
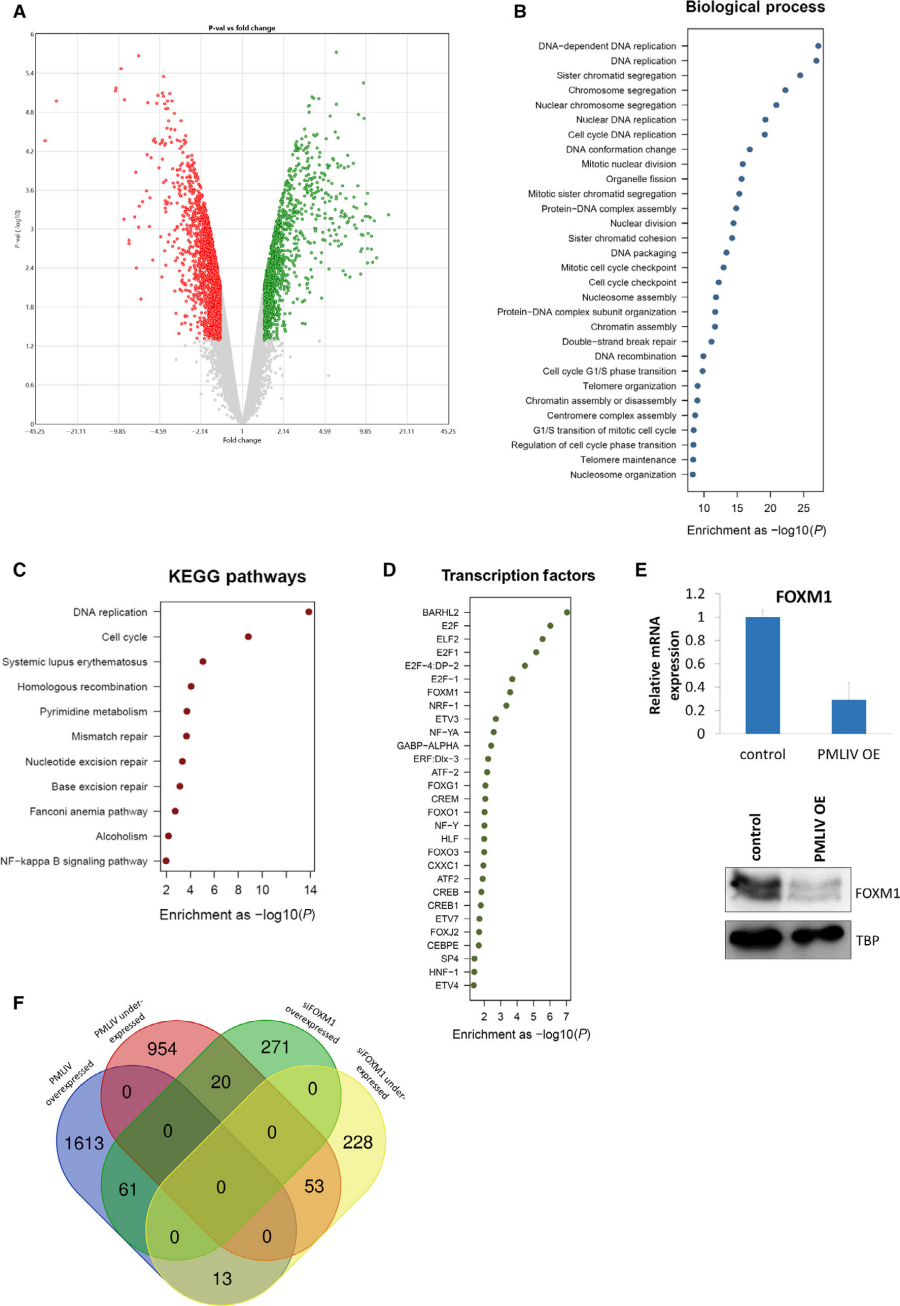
Changes of global gene expression upon PMLIV induction in MDA‐MB‐231 cells. (A) Volcano plot depicting the distribution of DEGs after PMLIV OE (fold change > 1.5, *P* ≤ 0.05). (B, C) Functional enrichment analysis of the DEGs upon PMLIV induction performed using g:profiler. Scatter plots showing significantly enriched GOs and KEGG pathways, respectively. (D) Scatter plot illustrating the significantly enriched transcription factors when PMLIV is overexpressed. (E) FOXM1 relative mRNA expression levels and protein levels upon PMLIV induction. Error bars indicate SD from three independent experiments (*n* = 3). (F) Venn diagram depicting the overlap between PMLIV and FOXM1 targets in MDA‐MB‐231 cells. FOXM1 KD datasets were retrieved from GEO (GSE25741).

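Genes of DNA replication, of origin licensing and of mitosis were mostly lower in PMLIV OE monolayers. Of 34 genes of DNA replication 29 were lower (median log2 fold change −0.64), as were 23 of 24 genes of origin licensing and firing (median −0.90). All 23 genes of the spindle and of mitotic kinesins were lower (median −1.44), with 22 of 26 mitotic kinases and cyclins (median −1.23) and 33 of 38 genes of the centromere and kinetochore (median −1.09). By the deposited labels, 1 of the genes of these lists fell at an adjusted p under 0.05 from limma over all genes, DSN1. Adjusted over the list alone, 17 genes of DNA replication fell and 2 rose, and 14 of origin licensing fell and 1 rose, but 0 of the spindle list and 0 of the kinases and cyclins, of which 7 and 6 were under‐expressed at the threshold of the study. After the exchange 24 genes of DNA replication fell and 1 rose, and 22 of the spindle list, 19 of the kinases and cyclins and 29 of the centromere list fell. In the array labelled control monolayer replicate 2 the spindle list had a median of 0.02 relative to the mean of the 8 arrays, against 1.67 in replicate 1, and −1.28 and −0.04 in the PMLIV OE arrays. Camera placed these 5 lists below the other genes by the labels (adjusted p = 3.63e-06 to 0.000671; adjusted p = 0.555 to 0.646 with an estimated correlation). Condensin and cohesin genes did not pass by the labels (14 of 20 lower, adjusted p = 0.180 from camera), and 10 of the 20 fell after the exchange. The lists include mitotic genes that the study itself chose on these arrays, so their direction is not independent evidence.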

Gene ontology (GO) and KEGG pathway functional enrichment analysis using the g:profiler software (Reimand *et al*., 2016) demonstrated that cell cycle‐ and especially mitotic‐related biological processes and pathways were over‐represented when PMLIV is overexpressed corroborating with the cell cycle arrest phenotype that we observed upon PMLIV induction and the known antiproliferative function of PML reported in the literature (Fig. 2B,C). 

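The kinase CDK1, which drives entry into mitosis, had a log2 fold change of −1.68 in monolayer (standard error 0.84, adjusted p = 0.300 from limma, n = 2 arrays per group), and its partners CCNB1 and CCNB2 had −1.48 and −1.63. The mitotic kinases PLK1, AURKA and AURKB had −1.74, −1.28 and −1.26. SPAG5 and ASPM, which organize the spindle poles, had −1.57 and −2.05. TOP2A, which untangles sister chromatids, had −2.50, and the repair protein BRCA1 had −1.46. CENPE and CENPF, which bind kinetochores to microtubules, had −1.04 and −1.41, and the kinesins KIF4A and KIF2C had −2.19 and −2.15. None of these genes passed the test by the deposited labels, with adjusted p from 0.193 for BRCA1 to 0.544 for CENPE. In each of CDK1, CCNB1, AURKB, ASPM, TOP2A and CENPE, the array labelled control monolayer replicate 2 lay below replicate 1, and for CDK1, CCNB1, ASPM and CENPE also below 1 of the PMLIV OE arrays. With the control arrays exchanged all of them fell, CDK1 by 2.77 (adjusted p = 0.00875), CCNB1 by 2.78 (adjusted p = 0.00314), AURKB by 1.84 (adjusted p = 0.00214), ASPM by 3.33 (adjusted p = 0.00721) and CENPE by 2.30 (adjusted p = 0.00489).

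**Figure D1:**
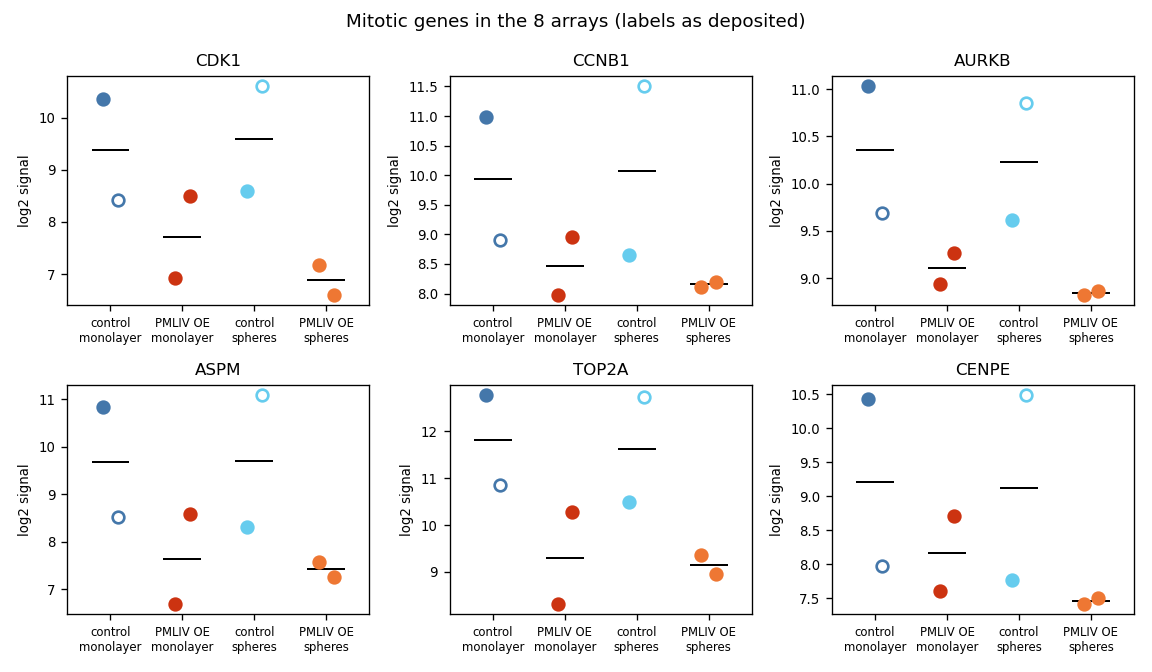
Log2 signal (vertical axis) of 6 mitotic genes in each of the 8 arrays, by culture and group (horizontal axis). Points are arrays, hollow where the culture of a control array is in doubt, and bars are group means by the deposited labels. For TOP2A the arrays labelled control monolayer lie at 12.77 and 10.85.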

In fact, genes involved in the cell cycle phase progression and transitions (e.g., *CDKs, CCNBs, PLKs, AURKA/B*), spindle organization (*SPAG5, ASPM*), cytokinesis (*KIF protein members*), and chromosome segregation (*TOP2A, BRCA1, CENPE, CENPF*) were under‐expressed after PMLIV forced expression. We also performed functional analysis using the Regulatory Network Enrichment Analysis (rnea) software (Chouvardas *et al*., 2016). The data obtained from rnea were in agreement with the previous analysis, but they provided us further insight into the GO categories and KEGG pathways that were significantly enriched either in overexpressed genes or in under‐expressed genes. Importantly, overexpressed genes upon PMLIV induction are over‐represented in immune‐ and inflammation‐related GO terms and KEGG pathways, whereas DNA and RNA processes associated GO categories and pathways are enriched in under‐expressed genes (Fig. S2B).

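By the deposited labels most genes of cytosolic ribosomal proteins, of ribosome biogenesis and of homologous recombination were lower in PMLIV OE monolayers. Most genes of interferon responses and autophagy were higher, and none of their lists passed camera with an estimated correlation. Of 57 cytosolic ribosomal proteins 53 were lower (median log2 fold change −0.33), among them RPL35 (−0.88, standard error 0.17, adjusted p = 0.0687 from limma, n = 2 arrays per group). Of 32 genes of ribosome biogenesis 28 were lower (median −0.30), among them FBL, which methylates ribosomal RNA (−1.12, adjusted p = 0.102). Of 26 genes of homologous recombination 24 were lower (median −0.66), and of 37 splicing factors 23 were lower (median −0.13). None of these genes was called by limma over all genes by the deposited labels, while 4, 4, 12 and 5 were under‐expressed at the threshold of the study. Adjusted over the list alone 2, 2, 9 and 6 fell. Over all genes 3, 2, 13 and 5 fell with the control arrays exchanged. Camera placed ribosomal proteins (adjusted p = 2.72e-06), ribosome biogenesis (adjusted p = 0.00180) and homologous recombination (adjusted p = 5.70e-06) below the other genes, but not splicing factors (adjusted p = 0.193). It placed type I interferon‐stimulated genes (34 of 46 higher, adjusted p = 0.000520), MHC class I presentation (10 of 13 higher, adjusted p = 0.0179) and autophagy (30 of 37 higher, adjusted p = 6.32e-08) above them, with 0 members of each called by limma by the labels and 11, 2 and 12 over‐expressed at the threshold of the study. After the exchange 11 autophagy genes and 1 of MHC class I presentation rose, while 1 interferon‐stimulated gene rose and 1 fell. With an estimated correlation the lists that passed had adjusted p = 0.167 for autophagy and 0.555 to 0.646 for the others, and splicing factors had 0.872. From the enriched categories the paper reasons that the expression changes match the cell cycle arrest it observed on PMLIV induction.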

In addition, we evaluated the effect of PMLIV induction on MDA‐MB‐231 cultured passage 1 spheres by microarrays. 

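Passage 1 spheres were grown in ultralow attachment plates, and both groups of spheres were part of the 8 arrays of the same fit. In PMLIV OE spheres IL23R was higher by the deposited labels (log2 fold change 3.71, standard error 0.96) and the histone H2BC3 was lower (−3.13, standard error 0.65). By the labels 0 genes were called by limma in spheres, with 3038 at an unadjusted p under 0.05, and 0 were called by any of the other fits tried with these labels. At the threshold of the study 983 genes were over‐ and 756 under‐expressed. SERPIND1 had a log2 fold change of 1.85 (adjusted p = 0.111). With the control arrays exchanged 2 genes rose, TNFRSF9 by 2.90 (standard error 0.22, adjusted p = 0.00783) and SERPIND1 by 1.87 (adjusted p = 0.0155), and 753 were over‐ and 505 under‐expressed at the threshold of the study. The doubt about the array labelled control spheres replicate 2 applies to each value in spheres.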

Results showed that the PMLIV OE deregulated genes in sphere conditions highly resemble those of the cells growing in monolayer. 

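All 40 genes called in monolayer by the deposited labels had the same sign in spheres, STX11 (log2 fold change 1.33) and HCP5 (2.58) among them. At the threshold of the study, 314 genes were over‐expressed in both cultures, where independent lists would share 75.1, and 234 were under‐expressed in both, where they would share 22.9. Another 34 genes went in opposite directions, against 87.5 for independent lists. Across the 18417 genes, which are not independent replicates, Pearson's r between the log2 fold changes in both cultures was 0.427 and Spearman's rho was 0.358. Between the arrays of 1 culture, r between the fold changes of replicates 1 and 2 was 0.403 in monolayer and 0.549 in spheres. The differences between replicates of control cells, which hold no PMLIV effect, had r = −0.576 between cultures, and those of PMLIV OE cells r = 0.15. After the exchange r between cultures was 0.657, rho was 0.602, and 1020 of 1046 genes called in monolayer had the same sign in spheres. Within 1 culture, r between the fold changes of replicates was then 0.725 in monolayer and 0.530 in spheres. Leaving out 1 array at a time moved r between 0.157 and 0.640.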

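In PMLIV OE spheres all 23 genes of the spindle and mitotic kinesins were lower (median log2 fold change −2.02), with 24 of 24 G1/S genes of E2F (median −1.21) and 29 of 34 genes of DNA replication (median −0.85). CCNB2 had a log2 fold change of −3.08 (standard error 1.02, adjusted p = 0.220 from limma, n = 2 arrays per group) and CDK1 one of −2.71. RRM2, a subunit of the enzyme that makes deoxyribonucleotides, had −3.08 (adjusted p = 0.169), and PRIM1, a subunit of the primase, had −1.80 (adjusted p = 0.161). None of the genes of these lists was called by limma over all genes by the deposited labels, while 14, 20 and 20 were under‐expressed at the threshold of the study and 0, 21 and 19 fell when adjusted over the list alone. After the exchange of the control arrays 0 were called as well, and 13, 16 and 16 were under‐expressed at that threshold. CCNB1 had −1.92 by the labels and −0.63 after the exchange, and the spindle list had medians of −2.02 and −1.04. Mitotic kinases and cyclins (median −1.44), the centromere list (−1.42), origin licensing (−0.93), homologous recombination (−0.73) and condensin and cohesin (−0.48) were lower too. Camera placed all 8 lists below the other genes by the labels (adjusted p = 2.61e-15 to 0.000595; adjusted p = 0.422 to 0.511 with an estimated correlation), and all but condensin and cohesin after the exchange (adjusted p = 0.0663 for that list; adjusted p = 0.361 to 0.406 with an estimated correlation for the others).

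**Figure D2:**
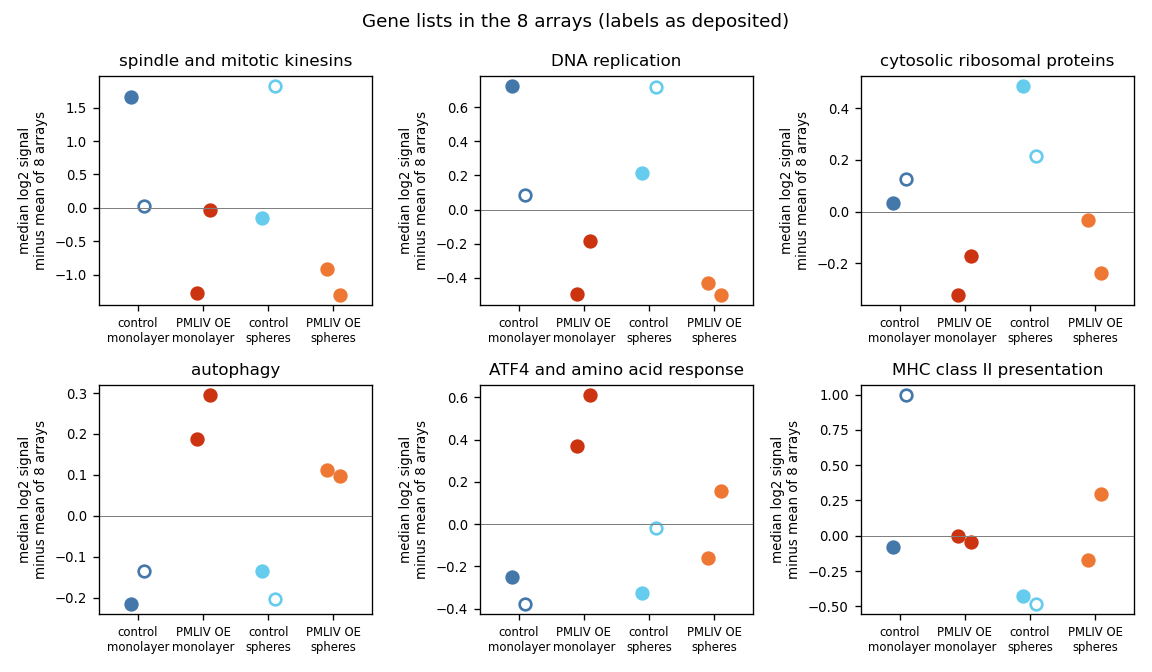
Median log2 signal of 6 gene lists in each of the 8 arrays, relative to the mean of the 8 arrays (vertical axis), by culture and group (horizontal axis). Each point is 1 array, hollow where the culture of a control array is in doubt. The arrays labelled control monolayer replicate 1 and control spheres replicate 2 have the highest medians of the cell cycle lists.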

Again, mitosis‐, cell cycle‐, and DNA process‐related GOs and pathways were significantly enriched in under‐expressed genes. 

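The difference between the PMLIV OE effect in spheres and that in monolayer was tested itself. By the deposited labels 0 genes were called by limma for this difference, with 1635 at an unadjusted p under 0.05, and with the control arrays exchanged 0 were called, with 1055. Genes of the unfolded protein response were higher in spheres, 22 of 23 with a median log2 fold change of 0.41, and in monolayer 14 of 23 with a median of 0.14. Camera placed them above the other genes in both cultures (adjusted p = 5.76e-07 in spheres and 0.0113 in monolayer; adjusted p = 0.371 and 0.555 with an estimated correlation), and 0 members were called by limma in either, with 8 and 4 over‐expressed at the threshold of the study. The difference between cultures did not pass for this list, by the labels (adjusted p = 0.0714 from camera) or after the exchange (adjusted p = 0.408). SEL1L, which helps to clear misfolded proteins, had a log2 fold change of 0.93 in spheres (adjusted p = 0.158). For the difference itself the ATF4 and amino acid response list lay lower in spheres than in monolayer by the labels, with 29 of 36 members lower (adjusted p = 2.18e-09 from camera; adjusted p = 0.830 with an estimated correlation), and after the exchange with 28 of 36 lower (adjusted p = 8.67e-07; 0.254). The direction of the cell cycle lists depended on the labels. For the G1/S genes of E2F the median difference was −0.43 by the labels (adjusted p = 0.0280; adjusted p = 0.900 with an estimated correlation) and 0.45 after the exchange (adjusted p = 1.14e-07; adjusted p = 0.293 with an estimated correlation).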

As expected, each condition presented unique GO categories and pathways over‐represented mainly by overexpressed genes (Fig. 2SC).

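The cell cycle factors E2F1, E2F8 and MYBL2 had log2 fold changes of −0.60 (adjusted p = 0.180 from limma, n = 2 arrays per group), −1.23 (adjusted p = 0.188) and −0.84 (adjusted p = 0.197). All 3 fell with the control arrays exchanged, by 0.89, 1.72 and 1.15. LIN9, a subunit of the MuvB complex that acts with B‐MYB and FOXM1, had −0.39 by the labels and −1.04 (adjusted p = 0.0573) after the exchange. NFYA, a subunit of NF‐Y, had −0.18 by the labels and 0.14 after the exchange. Of 24 measured E2F, NFY, CREB and Forkhead factors 13 were lower and 11 higher, with 0 called by limma by the labels, over all genes or over the list alone, and 4 under‐expressed at the threshold of the study. As a list they did not differ from the other genes (adjusted p = 0.679 from camera). After the exchange 4 fell and the list lay below the other genes (adjusted p = 0.0302; adjusted p = 0.304 with an estimated correlation). Of 24 G1/S genes controlled by E2F, 23 were lower by the labels with a median of −0.94, 0 were called by limma over all genes, 12 fell when adjusted over the list alone, and 17 fell over all genes after the exchange. Camera placed these E2F genes below the other genes by the labels (adjusted p = 4.39e-07; adjusted p = 0.555 with an estimated correlation). The replication genes PCNA and MCM6 had −0.50 and −1.10 by the labels, and fell by 1.04 and 1.65 after the exchange.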

The functional analysis further revealed the enrichment of transcription factors that regulate cell proliferation such as E2F, NFY, CREB, and members of the FKH transcription factor family (Fig. 2D). Among them, FOXM1 was itself suppressed in both mRNA and protein levels after PMLIV forced expression (Fig. 2E). Likewise, FOXM1 mRNA and protein levels as well as FOXM1′s downstream targets were decreased in PMLIV OE T47D cells (Fig. S2D).

Of note, comparison of our data with published genome‐wide expression data of FOXM1 KD in MDA‐MB‐231 cells (Park *et al*., 2012) showed PMLIV OE DEGs to significantly overlap with FOXM1 targets (Fig. 2F), implying a functional regulatory relation between them. Sixty‐one overexpressed and 53 under‐expressed genes were common in the PMLIV OE and siFOXM1 datasets. Interestingly, the common under‐expressed genes of PMLIV OE and FOXM1 KD were cell cycle‐related, whereas the common overexpressed genes were immune system process‐related (Fig. 2SE). This analysis shows that PMLIV has a bias in opposing both FOXM1 positively and negatively regulated genes, since enrichment for common genes between PMLIV OE under‐expressed and siFOXM1 overexpressed datasets and *vice versa* was not statistically significant.

Collectively, the transcriptomic profiling of MDA‐MB‐231 cells revealed that multiple transcriptional and epigenetic networks are altered upon PMLIV induction. 

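Among regulators of chromatin, KDM7A, a histone demethylase, was higher in PMLIV OE monolayers, with a log2 fold change of 1.82 (standard error 0.34, adjusted p = 0.0687 from limma, n = 2 arrays per group). UHRF1, which maintains DNA methylation, and SUV39H1, a histone H3K9 methyltransferase, were lower, with −1.51 (adjusted p = 0.122) and −1.21 (adjusted p = 0.110). KDM7A rose by 2.06 (adjusted p = 0.00314) with the control arrays exchanged, while UHRF1 fell by 1.85 (adjusted p = 0.00430) and SUV39H1 by 1.46 (adjusted p = 0.00721). The deacetylase HDAC9 had 0.94 by the labels and 0.83 after the exchange, and the methyltransferase EZH2 had −0.09 and −0.58, none of which passed the test. Of 36 epigenetic regulators, 0 were called by limma by the labels, 3 were over‐ and 4 under‐expressed at the threshold of the study, and 3 rose and 3 fell when adjusted over the list alone. The list did not differ from the other genes (median −0.10, adjusted p = 0.892 from camera). After the exchange it lay below them (median −0.26, adjusted p = 0.0367; adjusted p = 0.382 with an estimated correlation). Of the genes that the paper names, 35 had a probe with a single gene symbol, and by the labels 1 of them rose, the mTOR complex 2 subunit RICTOR (log2 fold change 1.13, standard error 0.15, adjusted p = 0.0473).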

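FOXM1 encodes a Forkhead factor that drives the genes of G2 and mitosis. Its log2 signal was 10.75 and 9.07 in the arrays labelled control monolayer replicates 1 and 2, and 7.70 and 9.33 in the arrays labelled PMLIV OE monolayer. The log2 fold change was −1.40 (standard error 0.80), which did not pass the test by the deposited labels (adjusted p = 0.350 from limma, n = 2 arrays per group). FOXM1 fell, with the control arrays exchanged, by 2.35 (standard error 0.43, adjusted p = 0.0163). The RT‐qPCR and protein measurements of Fig. 2E run lower as well, which does not settle the culture of an array. In spheres FOXM1 had −2.15 (adjusted p = 0.259) by the labels and −1.20 (adjusted p = 0.251) after the exchange. Of 9 measured FOXM1 targets that the paper names, all had a log2 fold change below 0 in monolayer (median −1.28), although that of CENPB lay within its standard error, and 0 were called by limma, over all genes or over the list alone, while 2 were under‐expressed at the threshold of the study. After the exchange 7 fell, BIRC5, an inhibitor of apoptosis, among them (log2 fold change −1.82, adjusted p = 0.00314). Camera placed the list below the other genes (adjusted p = 0.0103; adjusted p = 0.646 with an estimated correlation).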

FOXM1 transcription factor is a prominent PML target since it is downregulated when PMLIV is overexpressed and is enriched in the gene set functional analysis.

### 3.3 FOXM1 interacts with PMLIV and colocalizes in PML‐NBs

To explore the mechanism by which PMLIV represses FOXM1 expression, we examined PML‐FOXM1 association *in vivo* by co‐IP experiments. Cell lysates from HEK293T cells transiently cotransfected with GFP‐FOXM1 and mRED‐PMLIV were used for IPs to test whether FOXM1 interacts with PMLIV. The results showed that FOXM1 co‐immunoprecipitated with PMLIV and *vice versa*, suggesting that PMLIV and FOXM1 physically interact when both proteins are ectopically expressed (Fig. 3A). To further confirm this, we performed co‐IP assays on the endogenous FOXM1 protein in MDA‐MB‐231 PMLIV OE cells. Consistently, FOXM1 co‐immunoprecipitated with PML affirming that FOXM1 interacts with PML (Fig. 3B).

**Figure 3:**
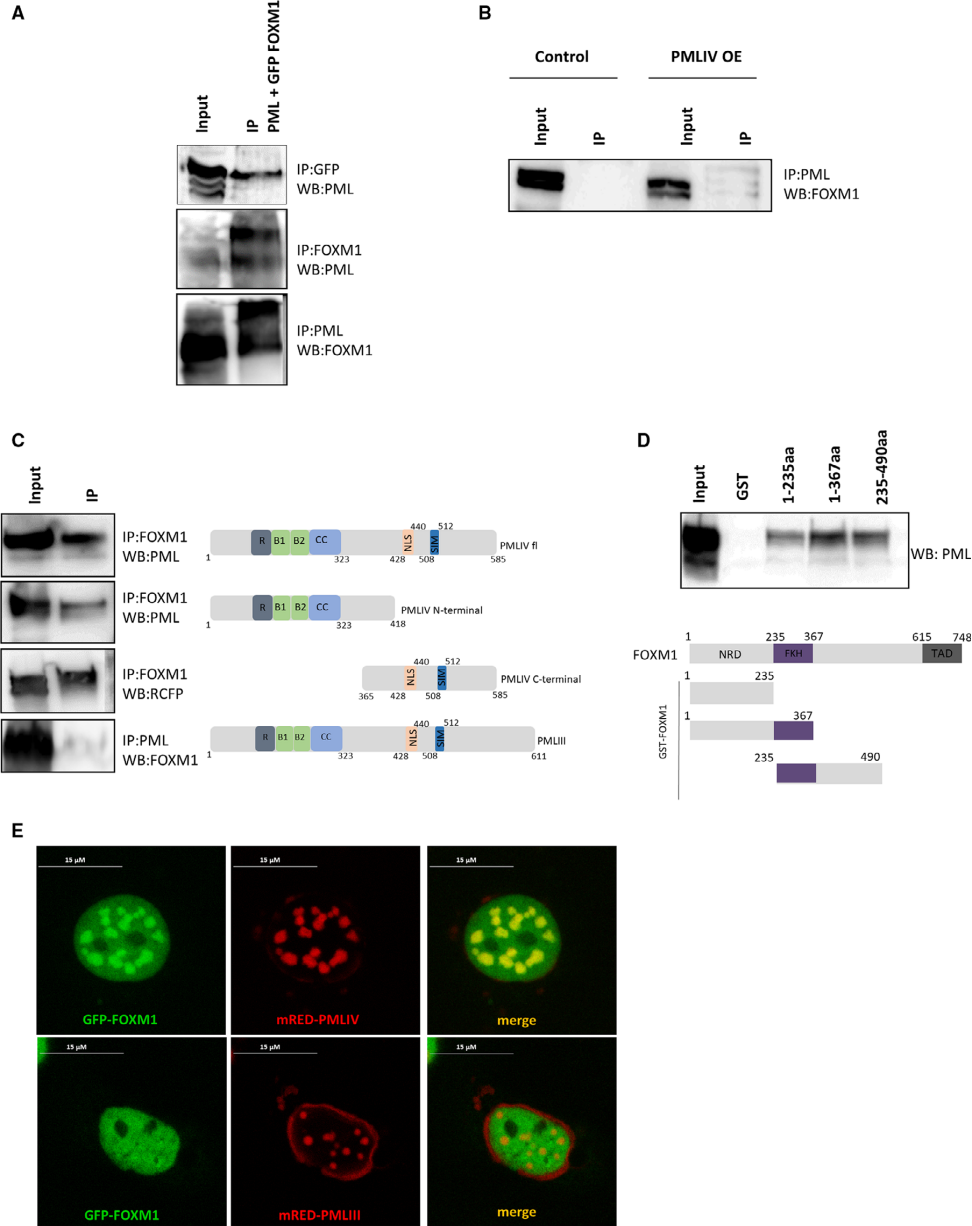
FOXM1 interacts with PMLIV. (A) Co‐IP was performed with a GFP, FOXM1, or PML antibody on lysates from transfected HEK293T cells. Inputs (1/10 of IP) and immunoprecipitates were blotted and probed for PML or FOXM1. (B) Co‐IP of PML and FOXM1 on lysates of MDA‐MB‐231 PMLIV OE cells. (C) Co‐IP of PML and FOXM1 on lysates from transfected HEK293T cells with the indicated constructs. (D) GST pull‐down assay using the indicated GST‐FOXM1 fusion proteins and total cell extracts from PMLIV‐transfected HEK293T cells. Interacting PMLIV revealed by western blotting. (E) Subnuclear localization of GFP‐FOXM1 and mRED‐PMLIV in Cos‐7 cells (scale bar, 15 μM).

All known human PML isoforms share an identical N‐terminal region, which contains a RBCC/TRIM motif responsible for homo‐multimerization and the formation of macromolecular complexes. The variations in C termini provide different docking sites for PML's interacting partners and mediate its functional specificity (Nisole *et al*., 2013). To examine whether the FOXM1‐PML interplay is isoform‐specific and which PML domain is responsible for this association, we transiently cotransfected HEK293T cells with GFP‐FOXM1 and either PMLIV full‐length or PMLIV N‐terminal or PMLIV C‐terminal deletions of PMLIV or the PMLIII that carries a different carboxyl‐terminal region. For comparison, we used the PMLIII isoform that is not linked to cell proliferation but rather to centrosome duplication (Xu *et al*., 2005), genome stability (Wu *et al*., 2009), and resistance to viruses (Chelbi‐Alix *et al*., 1998; Regad *et al*., 2001; Pampin *et al*., 2006). The results demonstrated that FOXM1 interacted strongly with PMLIV full‐length and with PMLIV C‐end, weaker with PMLIV N‐end, and hardly with PMLIII (Fig. 3C). These data suggest that FOXM1 specifically interacts with PMLIV and that FOXM1 could be one of the main PML's interacting partners accounting for the PMLIV isoform specificity of antiproliferative function. Having confirmed that PMLIV physically associates with FOXM1, we next examined whether they interact directly *in vitro* using GST pull‐down assays. The quality and quantity of GST‐FOXM1 fusion proteins were both checked with Coomassie brilliant blue staining (Fig. S3A). PMLIV bound to FOXM1 1–367aa which contains the DBD of FOXM1 with stronger affinity compared to the FOXM1 1–235aa and the 235–490aa, which correspond to the negative regulatory domain and part of DBD, respectively (Fig. 3D).

Promyelocytic leukemia‐NBs act as storage or catalytic platforms for numerous proteins providing a microenvironment for potential mutual regulation between PML and its interacting components. In consequence, FOXM1 could be regulated by PML in PML‐NBs. To test whether FOXM1 colocalizes in PML‐NBs, we cotransfected Cos‐7 cells with GFP‐FOXM1 and mRED‐PMLIV and we examined their distribution using confocal microscopy. GFP‐FOXM1 displayed diffused nuclear pattern but was also localized in distinct foci, while PMLIV‐mRED formed discrete nuclear speckles typical of PML‐NBs. The overlay of the images demonstrated that FOXM1 colocalizes in PML‐NBs (Fig. 3E). GFP‐NLS and GFP‐FOXM1 were used as controls (Fig. S3B). Our previous co‐IP assays suggest that PML‐FOXM1 interaction is isoform‐specific, as FOXM1 strongly associates with PMLIV and scarcely with PMLIII. These results were further supported by the colocalization experiments as we noticed that GFP‐FOXM1 did not colocalized with PML‐NBs formed by PMLIII mRED overexpression (Fig. 3E). To examine the dynamics of the observed PML‐FOXM1 association, we carried out FRAP experiments. FOXM1 showed much faster recovery compared to the structural nuclear body components PMLIV and PMLIII, indicating that their interaction is dynamic and that FOXM1 is one of PML‐NBs cargo proteins and not a constitutive component of PML‐NBs (Fig. S3C).

Taken together, the above findings show that FOXM1 interacts with specific PML isoforms and that the interaction is primarily mediated via PML's C‐terminal and FOXM1′s DBD domains, respectively. Moreover, FOXM1 colocalizes in PML‐NBs. Therefore, PML‐NBs could directly recruit and modulate FOXM1 activity and/or affect its expression. Since FOXM1 is an auto‐regulatory protein, it is most likely that PML interferes with both its expression and its function.

### 3.4 PMLIV induction downregulates FOXM1 expression and its recruitment to target genes

To further investigate the hypothesis that FOXM1 is a downstream signaling target of PML in breast cancer, we studied the effect of PMIV induction on FOXM1 protein and mRNA expression levels over a 48‐h time course. There was a significant decline in FOXM1 protein levels as early as 8 h after PMLIV ectopic expression, supporting that FOXM1 could be one of the primary cellular targets of PML. In agreement, FOXM1 mRNA was also reduced after 4 h of PMLIV overexpression (Fig. 4A). In addition, ChIP assays showed decreased AcH3 and FOXM1 recruitment on the *FOXM1* promoter upon PMLIV induction, corroborating with FOXM1 suppression at mRNA level. Consistent with the above, the reduction of FOXM1 expression was mirrored by the downregulation of FOXM1 targets, including cyclin B1, polo‐like kinase, Rad‐51, and AURKA (Fig. 4B). Using ChIP, we demonstrated that FOXM1 protein abundance directly correlated with its low recruitment to target promoters, such as *CCNB1* and *TOP2A*. Interestingly, PML was enriched on these promoters (Fig. 4C).

**Figure 4:**
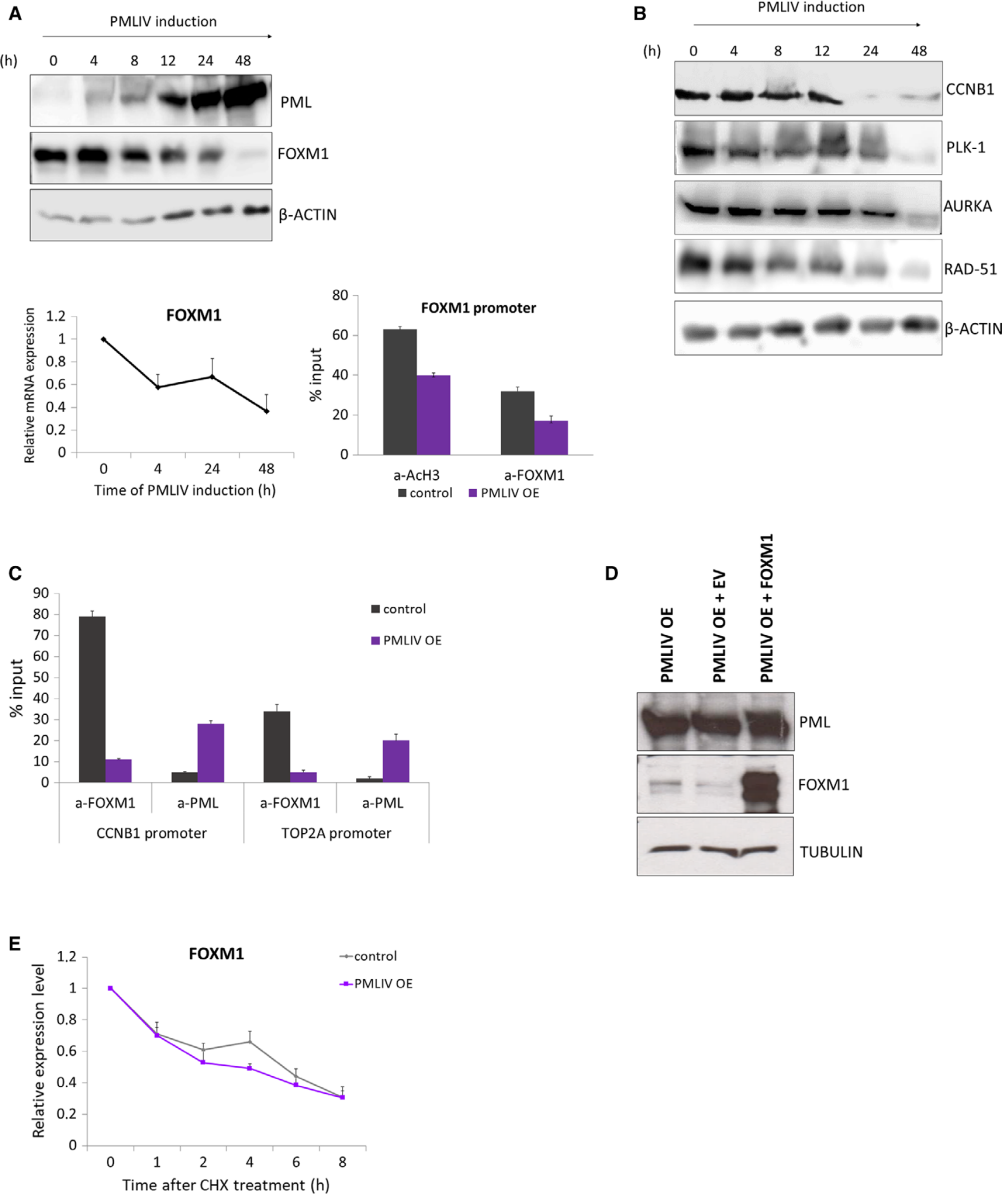
PMLIV OE downregulates FOXM1 expression. (A) Western blot analysis of MDA‐MB‐231 PMLIV OE cells for PML and FOXM1 during a time course of 48‐h PMLIV induction (upper panel). β‐actin was used as a loading control. FOXM1 relative mRNA levels upon PMLIV forced expression (lower panel). Error bars indicate mean + SD of *n* = 3 independent experiments. ChIP‐qPCR analysis for *FOXM1* promoter with antibodies against AcH3 and FOXM1 in control and PMLIV OE cells. Factor occupancy is expressed as % of input chromatin. Error bars represent mean + SD of *n* = 3 independent experiments. (B) Western blot analysis of MDA‐MB‐231 PMLIV OE cells for FOXM1 downstream targets during a time course of 48‐h PMLIV induction. (C) ChIP‐qPCR analysis for the *CCNB1* and *TOP2A* promoters with antibodies against FOXM1 and PML before and after PMLIV OE in MDA‐MB‐231 cells. Factor occupancy is expressed as % of input chromatin. Error bars indicate mean + SD of *n* = 3 independent experiments. (D) Western blot analysis for FOXM1 expression on lysates of MDA‐MB‐231 PMLIV OE cells transfected with FOXM1 under the control of the CMV promoter or empty vector. (E) MDA‐MB‐231 control and PMLIV OE cells were treated with 100 μmol·L^−1^ CHX, and FOXM1 protein levels were detected by western blotting. Densitometry was used to quantify the FOXM1 and β‐actin levels from which independent background readings were subtracted. Diagram depicting the relative expression levels of the ratios of FOXM1 to β‐actin relative to those at 0 h. Triplicate means and standard deviations are shown.

To investigate whether PML interferes with the FOXM1 auto‐regulatory loop, we transiently expressed a cytomegalovirus (CMV) promoter‐driven FOXM1 in MDA‐MB‐231 cells and we examined the effect of PMLIV on the endogenous and ectopic FOXM1 protein levels. Western blot analysis showed that endogenous FOXM1 was significantly downregulated upon PMLIV induction, whereas the protein level of ectopic FOXM1 did not change, supporting the notion that FOXM1 is primarily suppressed by PMLIV through a gene‐specific promoter transcriptional mechanism and not through protein or mRNA stability modulation (Fig. 4D). In addition, inhibition of protein synthesis by CHX treatment did not substantially shortened the half‐life of endogenous FOXM1 in PMLIV OE compared to the control cells, suggesting that the PMLIV‐mediated FOXM1 repression is predominantly independent of protein stability (Fig. 4E). We also studied whether FOXM1 is downregulated through protein degradation by the ubiquitin–proteasome pathway and tested the effect of the proteasome inhibitor MG132 treatment on the expression of endogenous FOXM1 before and after PMIV induction in MDA‐MB‐231 cells. Treatment with MG132 did not prevent the downregulation of FOXM1 protein levels by PMLIV OE, indicating that the downregulation of FOXM1 expression upon PMLIV induction is unlikely to be depended on proteasomal degradation (Fig. S3D).

### 3.5 PMLIV overexpression modulates FOXO3 transcriptional program

The above results identify FOXM1 as a novel PMLIV target. We next investigated whether PMLIV also affects FOXO3, another FKH transcription factor and an important negative regulator of FOXM1 (McGovern *et al*., 2009). Interestingly, FOXO3 was enriched in our transcriptomic data of PMLIV OE cells (Fig. 2D). Moreover, when we compared our list of DEGs by PMLIV induction with published microarray data of DEGs by constitutively active FOXO3 in MDA‐MB‐231 cells (GSE113479), we observed significant overlap between PMLIV and FOXO3 targets (Fig. 5A). 

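FOXO3 itself, a Forkhead factor of stress and starvation responses, had a log2 fold change of −0.45 in monolayer (standard error 0.25, adjusted p = 0.335 from limma, n = 2 arrays per group) by the deposited labels, and −0.33 (adjusted p = 0.478) with the control arrays exchanged. Of 30 target genes of FOXO factors, 14 were higher and 16 lower (median −0.05), RICTOR rose, and 6 were over‐expressed at the threshold of the study. Adjusted over the list alone 1 rose. The list did not differ from the other genes by the labels (adjusted p = 0.174 from camera, whose direction was upward where the median is below 0). After the exchange 18 were higher, 3 rose, and the list lay above the other genes (median 0.17, adjusted p = 0.0347; adjusted p = 0.406 with an estimated correlation). The cell cycle inhibitor CDKN1A had −0.10 by the labels and 0.14 after the exchange, and the proapoptotic BCL2L11 had 0.59 and 0.77. The mitochondrial superoxide dismutase SOD2 had −0.40 and 0.84, and the cyclin CCND1 had −0.19 and −0.41. None of these 4 genes passed the test under either setting.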

Three hundred sixty‐seven common overexpressed genes were found between PMLIV OE and FOXO3 datasets, whereas 388 common were under‐expressed (among them FOXM1). The common under‐expressed genes of PMLIV OE and constitutively active FOXO3 were significantly enriched in cell cycle and response to DNA damage‐related GO terms, whereas the overexpressed in autophagy and stress response terms (Fig. S4A).

**Figure 5:**
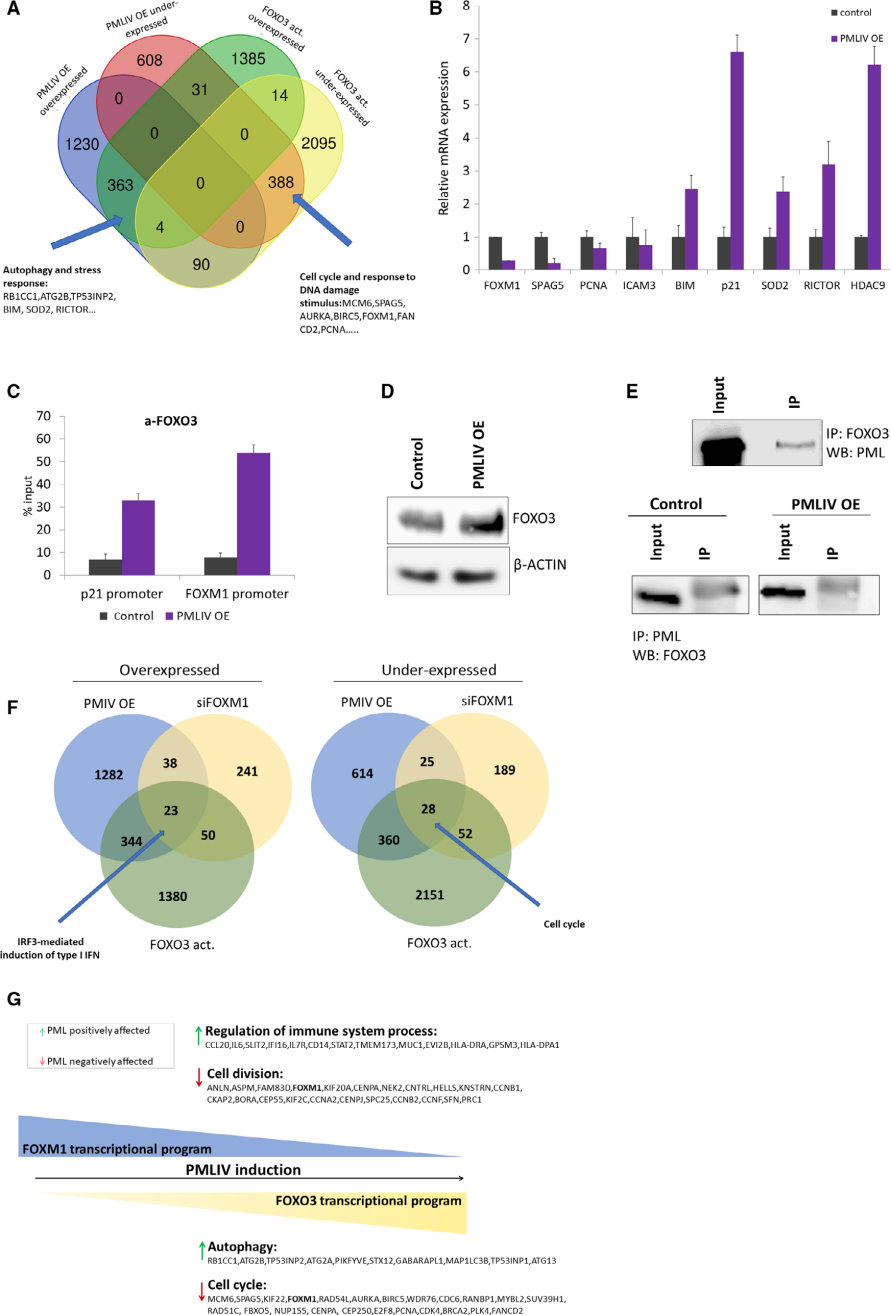
PMLIV OE modulates FOXO3 transcriptional program. (A) Venn diagram illustrating the overlap of PMLIV and FOXO3 targets in MDA‐MB‐231 cells and representative common genes. Datasets for constitutively active FOXO3 were retrieved from GEO (GSE113479). We noticed that 18 genes were common between FOXO3 overexpressed and under‐expressed genes. This is due to the different gene isoform probe sets on the microarray platform exhibiting different expression patterns between the same conditions. (B) Relative mRNA expression levels of known and PML common‐FOXO3 targets before and upon PMLIV induction. Error bars indicate + SD of three independent experiments (*n* = 3). (C) ChIP‐qPCR analysis for *p21* ^*Cip1*^ and *FOXM1* promoters with an antibody against FOXO3 in control and PMLIV OE MDA‐MB‐231 cells. Factor occupancy is expressed as % of input chromatin. Error bars indicate mean + SD of *n* = 3 independent experiments. (D) Western blot analysis of FOXO3 protein levels upon PMLIV forced expression. β‐actin was used as a loading control. (E) Co‐IP of PML and FOXO3 on lysates from transfected HEK293T cells OE PMLIV and FOXO3 (upper panel) and from lysates of MDA‐MB‐231 PMLIV OE cells (lower panel). (F) Venn diagrams depicting the common overexpressed and under‐expressed genes between PMLIV OE, siFOXM1, and constitutively active FOXO3 datasets. The common genes were submitted in g:profiler for functional enrichment analysis. (G) A schematic model illustrating the relationship between PML, FOXO3, and FOXM1 in breast cancer cells. PML acts as a regulator for opposing actions on the FOXO3 and FOXM1 activity balance. PMLIV induction results in activation of FOXO3 and inactivation of FOXM1 signaling. Acting on a subset of both common and unique target genes PML promotes divergent pathways that lead to cell growth arrest as well as to long‐term survival and stress resistance.

This analysis indicates that in addition to FOXM1, PMLIV DEGs overlap also with a large set of FOXO3 targets as revealed by the transcriptomic data and further validated by qPCR (Fig. 5B). FOXO3 targets for validation were selected based on the literature (Karadedou *et al*., 2012; Lam *et al*., 2013) and our overlap analysis. ChIP also confirmed FOXO3 potentiation, as FOXO3 recruitment to *FOXM1* and *p21* ^*Cip1*^ promoters was increased in PMLIV OE cells compared to the controls (Fig. 5C). Corroborating with the above results, immunofluorescent staining showed increased nuclear FOXO3 upon PMLIV induction (Fig. S4B).

To study the mechanism by which PMLIV potentiates FOXO3 activity, we first analyzed FOXO3 protein levels before and after PMLIV OE. Total FOXO3 protein levels did not significantly change, indicating that PML may post‐translationally modulate FOXO3 activity (Fig. 5D). We next asked whether FOXO3 also associates with PMLIV. Indeed, FOXO3 immunoprecipitated with PMLIV when both proteins were ectopically expressed in HEK293 cells (Fig. 5E). Moreover, endogenous FOXO3 interacted with PML in MDA‐MB‐231 cells before and after PMLIV induction (Fig. 5E). These results support that FOXO3 is involved in protein–protein interactions with PMLIV.

Immunofluorescence staining of endogenous FOXO3 or FOXM1 in parallel with PML in MDA‐MB‐231 cells showed that in agreement with the bulk western blot data, cells that expressed high levels of PML, even in the control state, completely or almost completely lack FOXM1, whereas cells with low PML expression had higher FOXM1 expression (Fig. S4C). In contrast, the same or slightly stronger FOXO3 expression corresponded to cells with high PML levels. Thus, PMLIV interferes with the FOXO3‐FOXM1 network not only through direct interaction with FOXM1 but also through potentiation of FOXO3 that in turn represses FOXM1 expression.

Given that FOXO3 antagonizes FOXM1‐dependent transcription (Lam *et al*., 2013) and that PMLIV OE deregulates FOXM1 and FOXO3 targets, we asked whether there is an overlap between PMLIV OE, siFOXM1, and constitutively active FOXO3 targets. Analysis of common genes of all three datasets showed that 23 overexpressed and 28 under‐expressed genes were enriched in IRF3‐mediated induction of type I IFN and cell cycle signatures, respectively (Fig. 5F). Taken into consideration the double (PMLIV OE‐siFOXM1 and PMLIV OE‐constitutively active FOXO3) and the triple overlaps (PMLIV OE‐siFOXM1‐FOXO3), it seems that PML regulates both common and distinct FOXO3‐FOXM1 gene subsets (Fig. 5G).

To further examine the role of PMLIV in MDA‐MB‐231 cells, we knocked down PML using lentiviruses constitutively expressing shRNA targeting all isoforms or specifically the PMLIV isoform only. Transduced cell pools were tested at early passage following puromycin selection. The efficiency of PML and PMLIV KD was assessed by immunofluorescence staining using an antibody that detects all PML isoforms. As expected, PML protein levels were strongly suppressed in total PML KD cells, whereas a slight reduction of the PML expression in the isoform‐specific PML KD, was observed, in agreement with our unpublished RNA‐seq data estimating that PMLIV represents about 25% of total PML RNA (Fig. S5A). To confirm that PMLIV was indeed specifically KD, we used PMLIV‐specific primers for qPCR analysis and showed similar degree of silencing in both total PML and PMLIV KD cells. *FOXM1* mRNA did not change significantly upon PML or PMLIV KD, whereas *FOXO3* mRNA level slightly decreased in both cases. Targets of FOXM1 and FOXO3 such as *TOP2A* and *PCNA* were upregulated, while the self‐renewal and EMT markers, *SOX2* and *ZEB1*, respectively, were downregulated in both total PML and PMLIV KD cells (Fig. S5B). Specific PMLIV KD elicited a more potent decrease of the growth rate and tumorsphere formation capacity relative to total PML KD in MDA‐MB‐231 cells (Fig. S5C). In addition, Annexin V‐FITC plus PI staining showed increased apoptosis in PMLIV KD and to a lesser extent in total PML KD compared to control cells (Fig. S5D). Neither total nor PMLIV KD cells showed changes of senescence‐associated β‐galactosidase staining (data not shown).

## 4 Discussion

The dual role of PML in cancer under cell‐specific contexts is intriguing (Mazza and Pelicci, 2013). The activity of PML is intrinsically linked to its interacting cofactors. Hence, understanding the discerning factors and networks that dictate PML's tumor‐suppressive or promoting role is essential not only for elucidating PML biology but also for providing insights into potential future therapeutics.

In this study, we addressed the role of PML in breast cancer cells. Our results propose that PMLIV overexpression inhibits the proliferation of breast cancer cells by concurrently regulating the oncogenic transcription factor FOXM1 and the tumor suppressor FOXO3 that acts upstream of FOXM1. Forced expression of PMLIV leads to decreased proliferation rate, clonogenicity, and sphere‐forming efficiency of MDA‐MB‐231 cells, as well as to deregulated cell cycle progression. Our data are in line with previous studies that link PML with cell cycle restriction through different mechanisms including regulation of the tumor suppressor pRB activity by promoting its PP1‐dependent dephosphorylation (Mu *et al*., 1997; Le *et al*., 1998; Wang *et al*., 1998; Regad *et al*., 2009), as well as p21 induction in p53‐dependent (Pearson *et al*., 2000) and p53‐independent manner (Cao *et al*., 2011).

Our transcriptomic and biochemical data connect for the first time PMLIV with the critical cell cycle regulator, FOXM1. We demonstrated that FOXM1 mRNA and protein levels as well as its downstream effectors negatively correlate with PMLIV induction. Accordingly, FOXM1 downregulation is consistent with the cell cycle arrest phenotype of MDA‐MB‐231 cells observed upon PMLIV induction. FOXM1 occupancy on its target promoters, for example, *CCNB1* and *TOP2A*, was reduced upon PMLIV induction reflecting its decreased transcriptional activity. Interestingly, PML was recruited to the above promoters implying that it may be directly involved in their suppression. In addition, the reported here physical interaction of PML with FOXM1′s DBD may further prevent FOXM1′s binding to its target promoters. Hence, PML can interfere with both FOXM1 gene expression and protein activity.

Promyelocytic leukemia may also interfere with other components of the FOXM1 network to indirectly regulate its expression. Our transcriptomic analysis shows that FOXO3, an upstream FOXM1 repressor, shares common target genes, including FOXM1, with PMLIV. Indeed, a subset of the FOXO3 transcriptional program is activated following PMLIV OE. This may involve a direct physical interaction, as we show here, in a way that resembles the deacetylation action of PML on the FOXO1 factor (Kitamura *et al*., 2005) but may also be indirect through modulation of various other PML targets that modify FOXO3 activity. Such a candidate is the AKT kinase that inactivates FOXO3 by phosphorylation and nuclear exclusion (Brunet *et al*., 1999). Interestingly, PML promotes inhibitory dephosphorylation of AKT at T308 and S473 by protein phosphatase 2 (PP2A) and PH domain and leucine‐rich repeat PP2A (PHLPP2) phosphatases, respectively (Trotman *et al*., 2006; Chatterjee *et al*., 2013). PMLIV OE cells have low S473 phosphorylation levels but no change of T308p hinting to AKT inhibition by PHLPP2 and thus increased FOXO3 activity (Fig. S4D).

To extend our results, we also examined the luminal type T47D cells, using the same approach. Although PMLIV induction inhibits the proliferation of both cell types, the cancer stem cell‐like activity, as measured by tumorsphere formation, is strongly inhibited in MDA‐MB‐231 but to a much lesser extent in T47D cells. Finally, preliminary transcriptomic data from PMLIV OE T47D cells (data not shown) support that in addition to a core of common, transcriptionally affected genes, many other genes show cell type specificity to ectopic PMLIV expression that may be related to context‐dependent effects of PML in tumor biology.

Other PMLIV OE‐enriched transcription factors, identified here, are E2F and NFY. The PML‐E2F connection has been previously described (Vernier *et al*., 2011). Unpublished data from our laboratory show that NFY‐A interacts with PMLIV and colocalizes in PML‐NBs thereby connecting PML with another cell cycle regulator. Overall, we suggest that the cell cycle arrest caused by PMLIV ectopic expression is mediated by the function of multiple and overlapping transcription factors that include the FOXO3‐FOXM1 axis.

To further explore the role of PMLIV in the above processes, we knocked down all PML or specifically isoform IV in MDA‐MB‐231 cells. RNA expression of *TOP2A, PCNA, SOX2, EZH2, ZEB1* genes associated with cell cycle, cancer cell ‘stemness’, and FOXM1‐FOXO activities was similarly affected in both cases. In spite of that, we found that specific reduction of the PMLIV variant had a stronger effect on cell proliferation, tumorsphere formation, and apoptosis than elimination of all isoforms that point to the possibility that other isoforms may counteract its antigrowth potential.

Other studies have shown that high PML levels correlate with poor prognosis in breast cancer patient sets, and PML KD compromises tumor growth and metastasis (Carracedo *et al*., 2012; Martin‐Martin *et al*., 2016; Ponente *et al*., 2017). Although total PML loss has been extensively studied both in cell and mouse knockout models, little is known about the roles of isoform‐specific loss with the exception of viral infection and immunity (Maroui *et al*., 2011; Ohsaki *et al*., 2016; Chen *et al*., 2018). Our results define PMLIV as the major prosurvival factor at least in this cancer context. A more precise determination of the relative PML isoform abundance in various clinical cancer datasets may help to better interpret the correlation of PML levels with patient survival that so far are based on total PML RNA levels. Further analysis is required to precisely define the PMLIV‐specific transcriptomic or proteomic targets in different cancer genetic backgrounds that mediate its cell survival protective/suppressive role and may be counteracted by other PML isoforms.

## 5 Conclusions

By the concurrent activation of FOXO3 and inactivation of FOXM1 signaling, PMLIV promotes divergent pathways that lead to cell growth arrest and at the same time favor long‐term survival and stress resistance. These contrasting activities may be essential in different cancer contexts that carry or evolve to different genetic and epigenetic background and may provide a mechanistic basis for the seemingly dual role of PML as tumor promoting or suppressing gene. Hence, we provide evidence of a novel and potentially targetable PML‐FOXO3‐FOXM1 axis that may be of benefit in particular settings. Our findings expand our understanding on the transcriptional networks that govern breast cancer and may have important implications for therapeutic interventions.

## Conflict of interest

The authors declare no conflicts of interest.

## Author contributions

NS designed and performed experiments, data analysis, discussion, and writing; PA and TM contributed to the experimental work and discussion; AK and CN performed microarrays and bioinformatic analysis; EL and AK contributed to discussion and writing; JP supervised the study and contributed to writing.

## Supporting information

**Fig. S1.** PMLIV represses the proliferation of breast cancer cells.
**Fig. S2.** Genome wide analysis of control and PMLIV OE MDA‐MB‐231 cells.
**Fig. S3.** FOXM1 specifically interacts with PMLIV and colocalizes in the PMLIV‐NBs.
**Fig. S4.** PMLIV modulates FOXO3 transcriptional program.
**Fig. S5.** Effect of PML KD and specific PMLIV KD in MDA‐MB‐231 cells. Click here for additional data file.

**Table S1.** Primer sets used for qPCR. Click here for additional data file.

**Table S2.** DEGs upon PMLIV induction. Click here for additional data file.

## Data Availability

Microarray datasets have been deposited in GEO under accession number GSE119583.

# Supplementary material for: Promyelocytic leukemia protein (PML) controls breast cancer cell proliferation by modulating Forkhead transcription factors
**Source:** Mol Oncol. 2019 May 16;13(6):1369–87. doi: 10.1002/1878-0261.12486
**Supplement:** Supplementary file 1 — Fig. S1. PMLIV represses the proliferation of breast cancer cells. Fig. S2. Genome wide analysis of control and PMLIV OE MDA‐MB‐231 cells. Fig. S3. FOXM1 specifically interacts with PMLIV and colocalizes in the PMLIV‐NBs. Fig. S4. PMLIV modulates FOXO3 transcriptional program. Fig. S5. Effect of PML KD and specific PMLIV KD in MDA‐MB‐231 cells.

A.

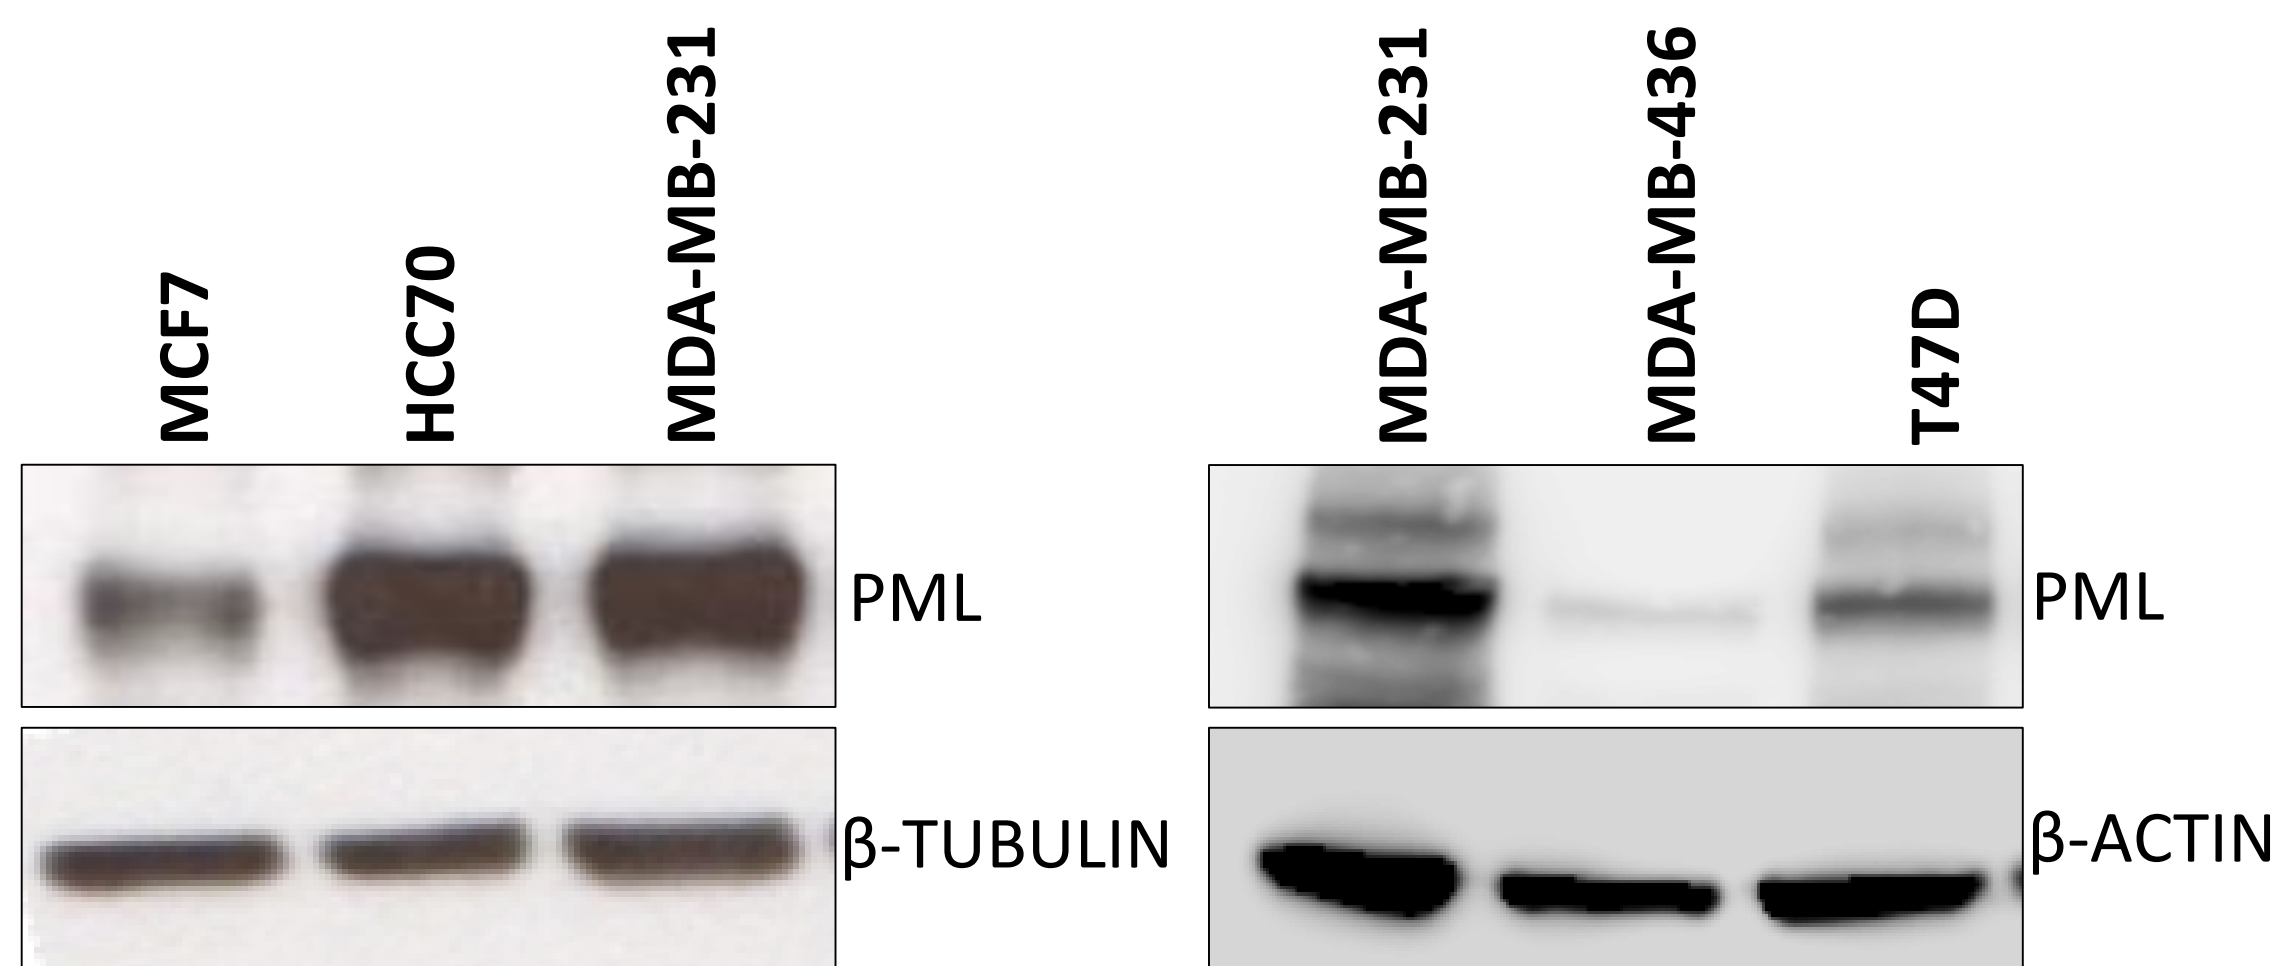

Bi.

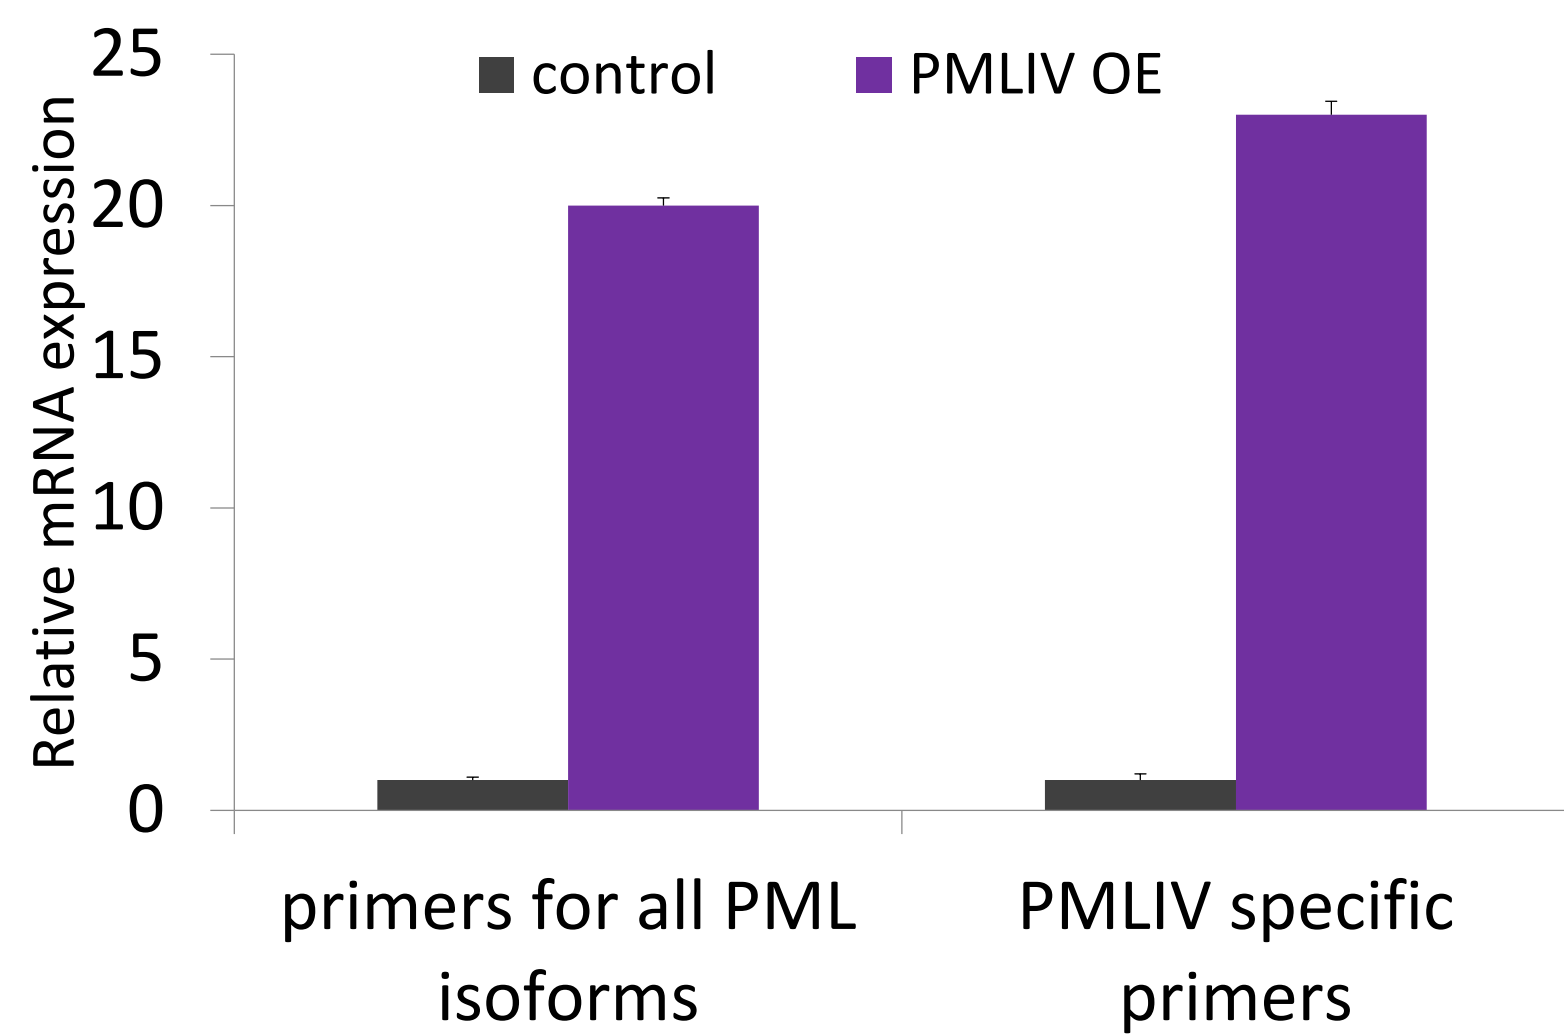

ii.

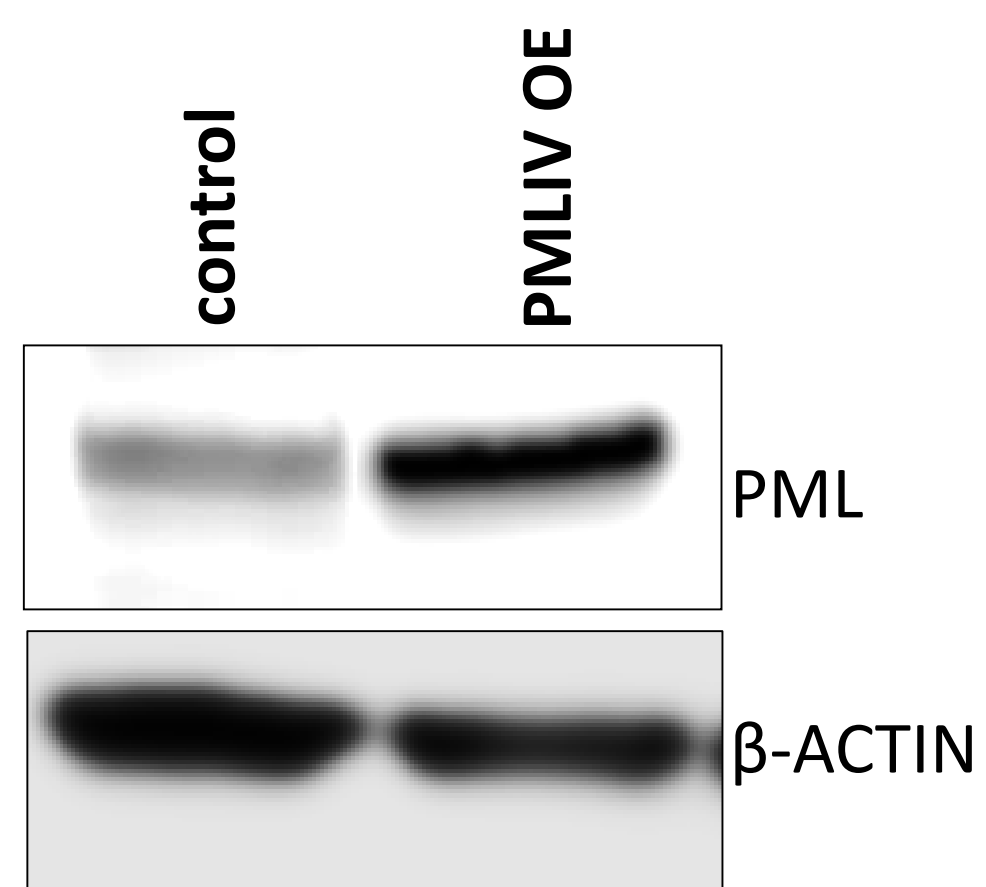

iii.

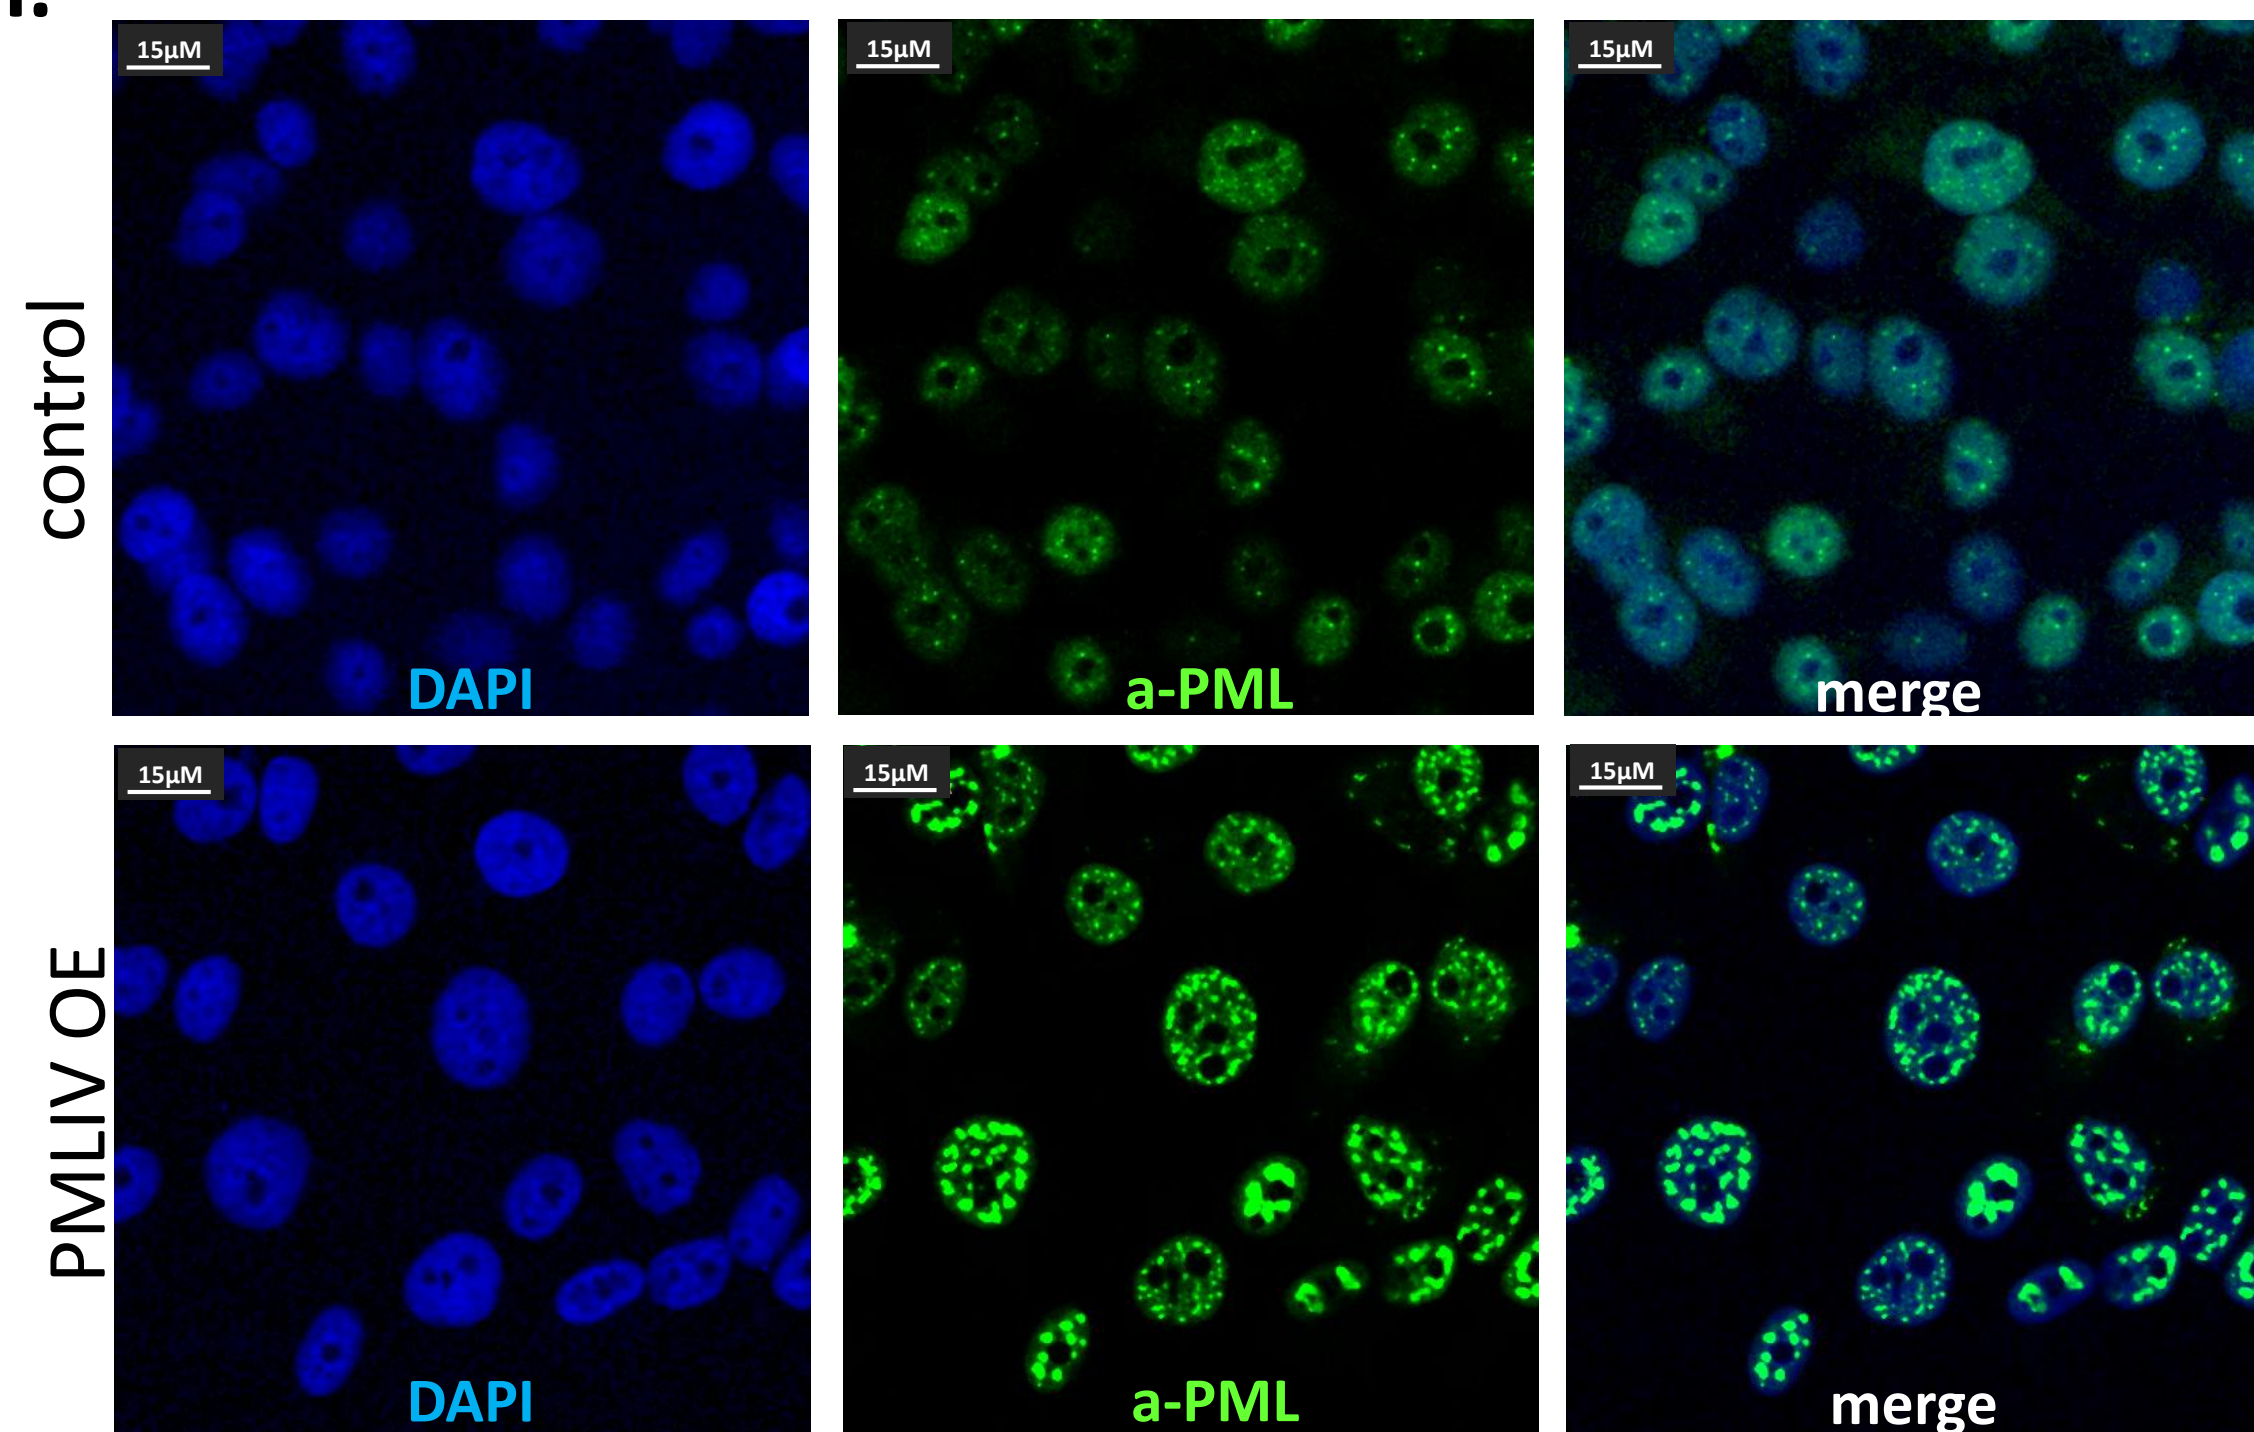

C.

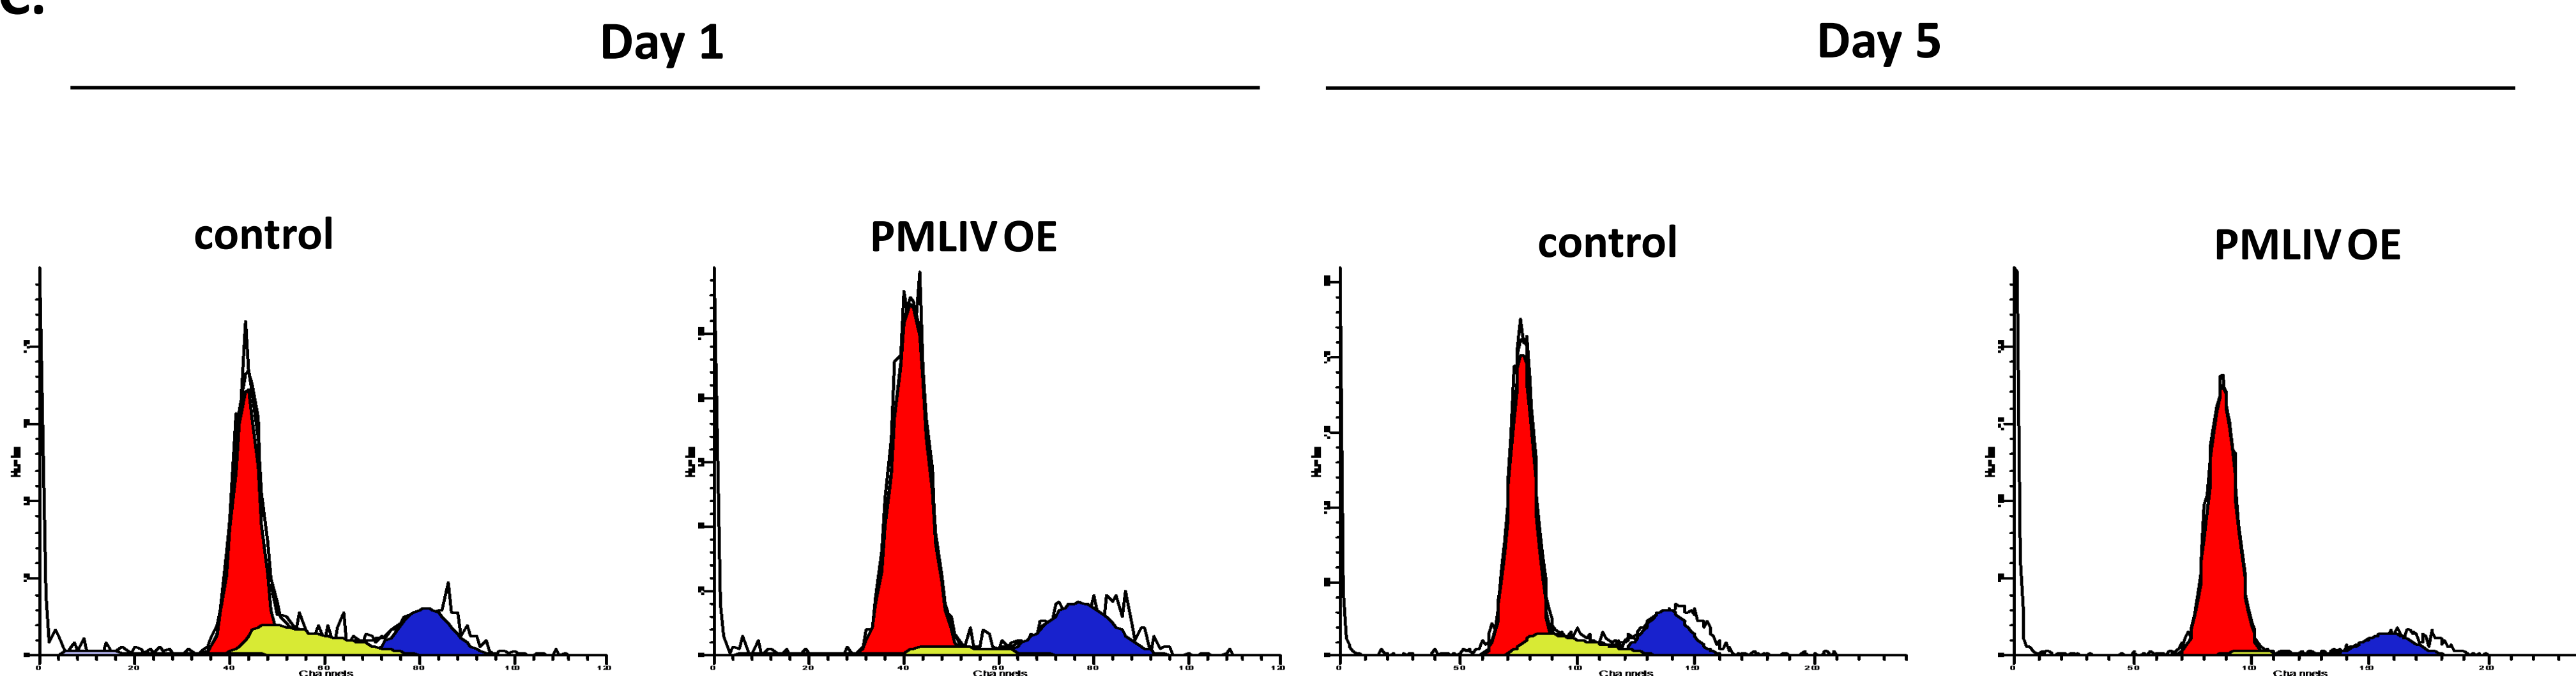

Di.

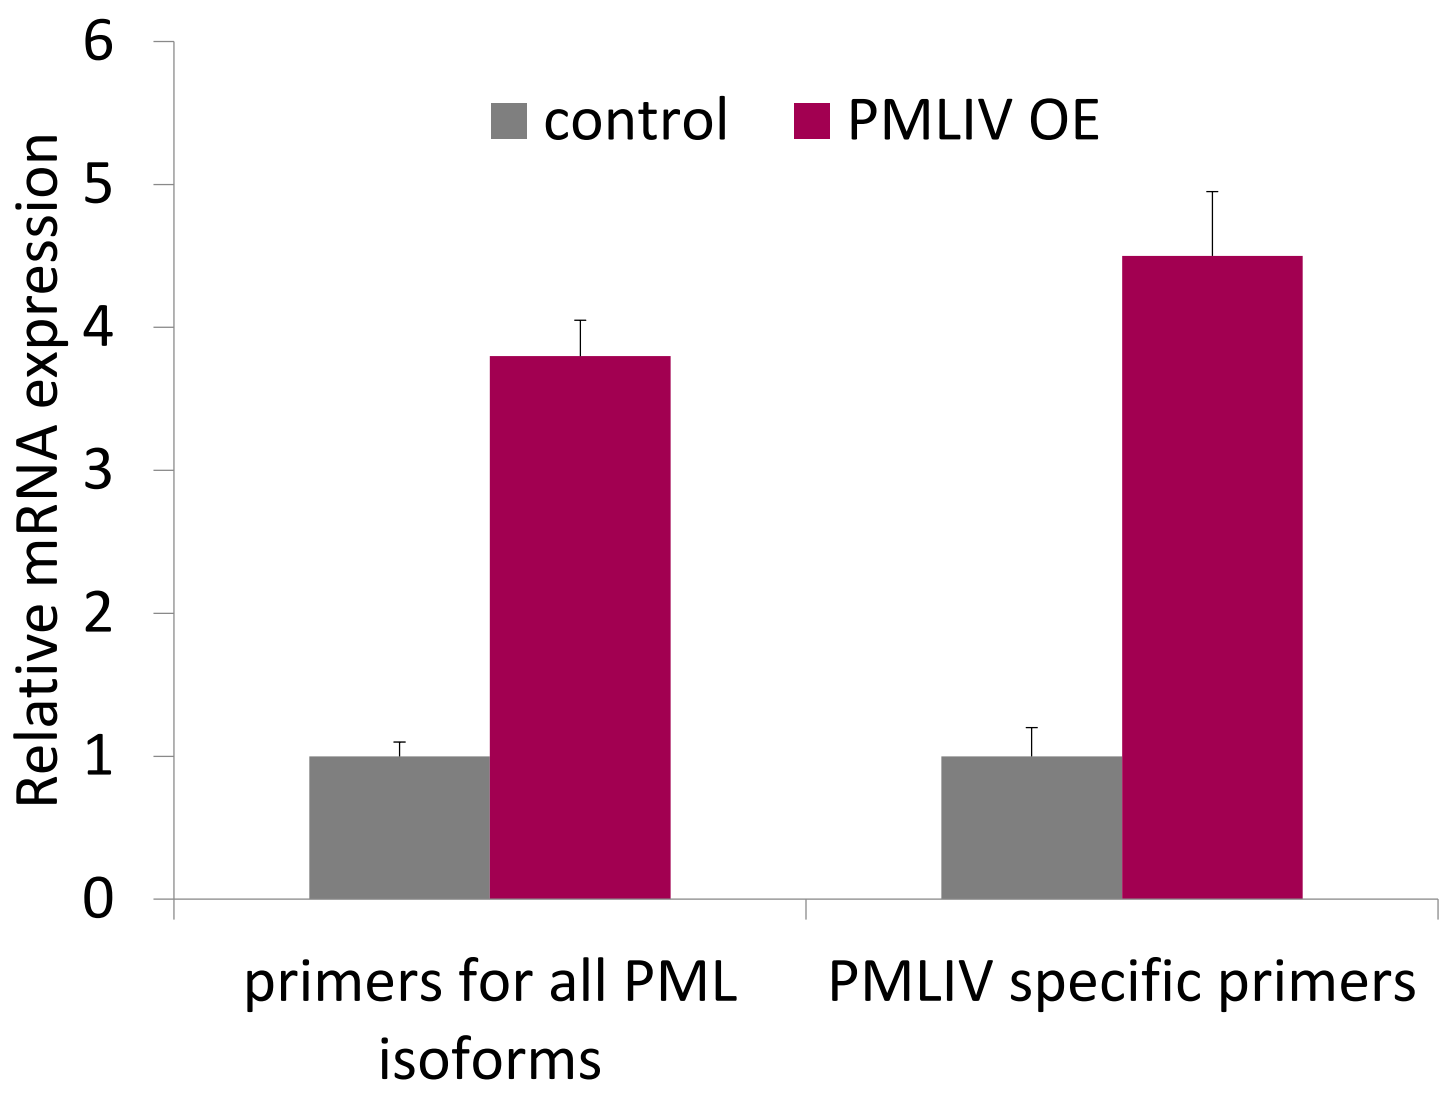

ii.

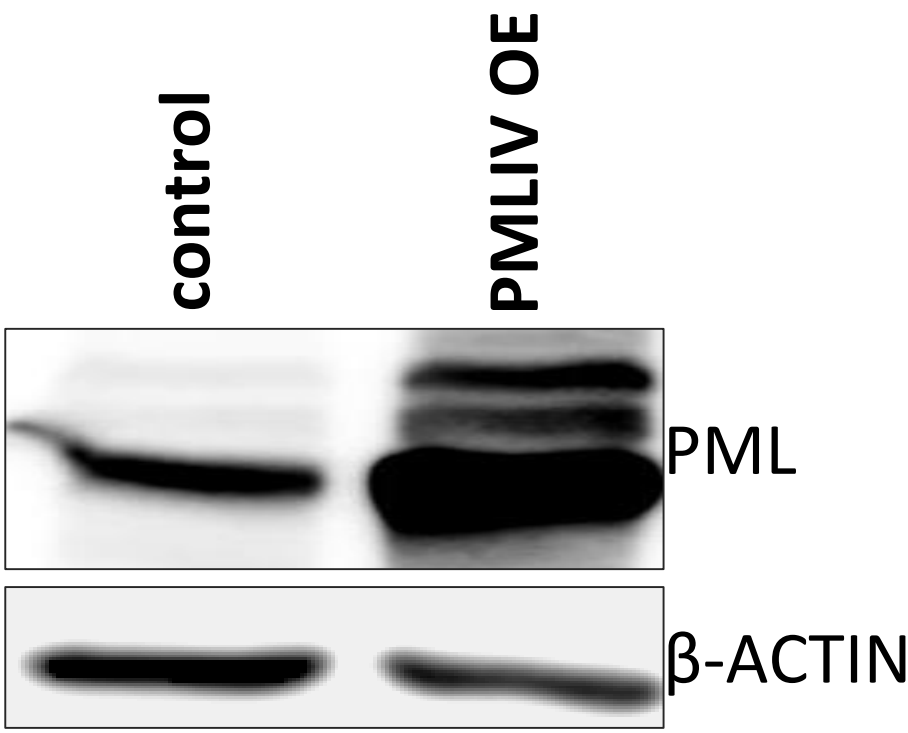

iii.

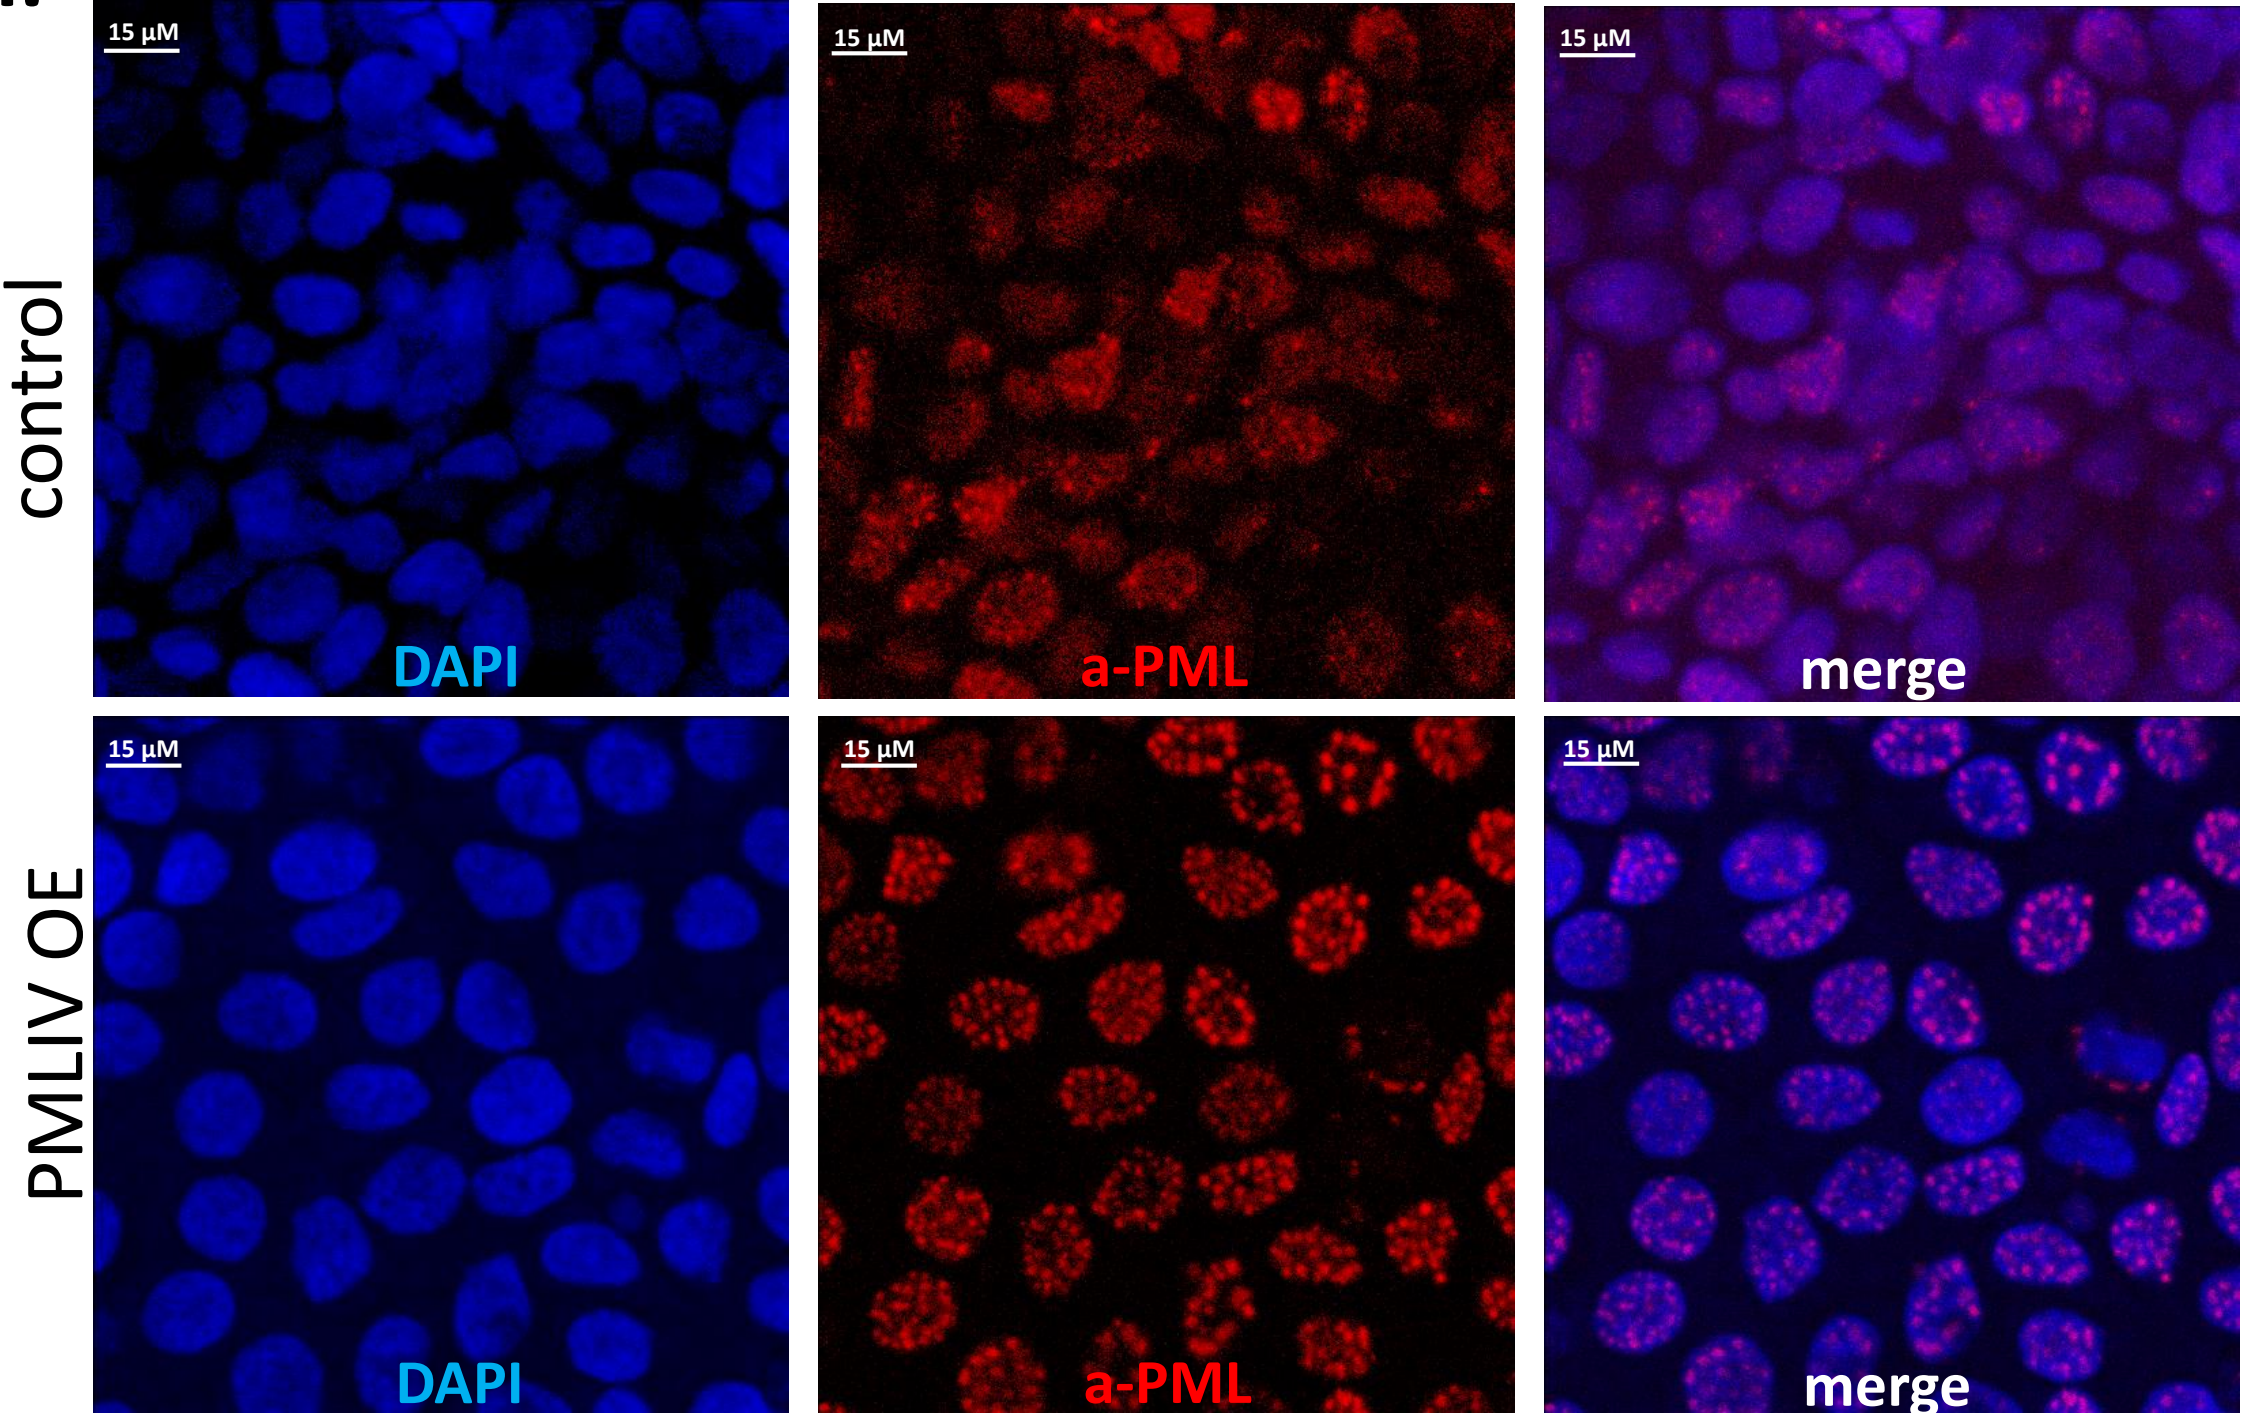

Ei.

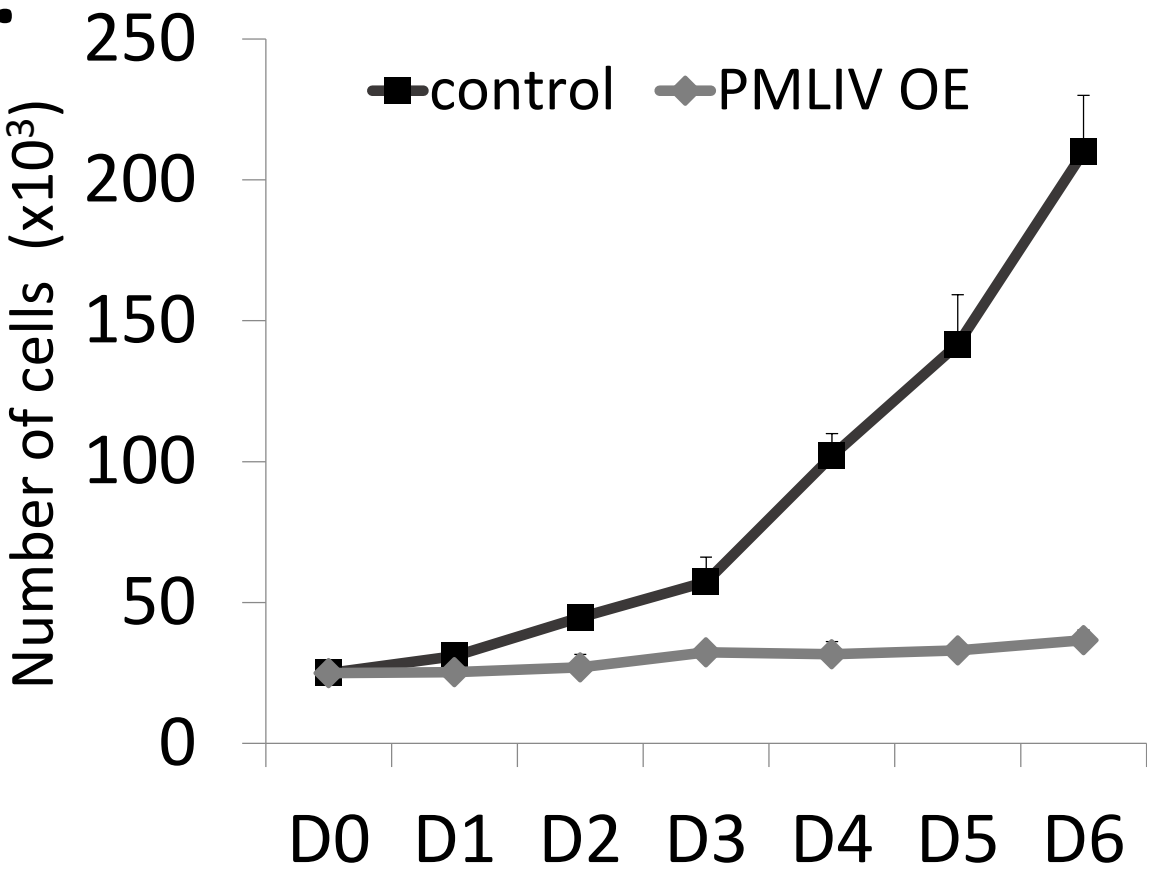

ii.

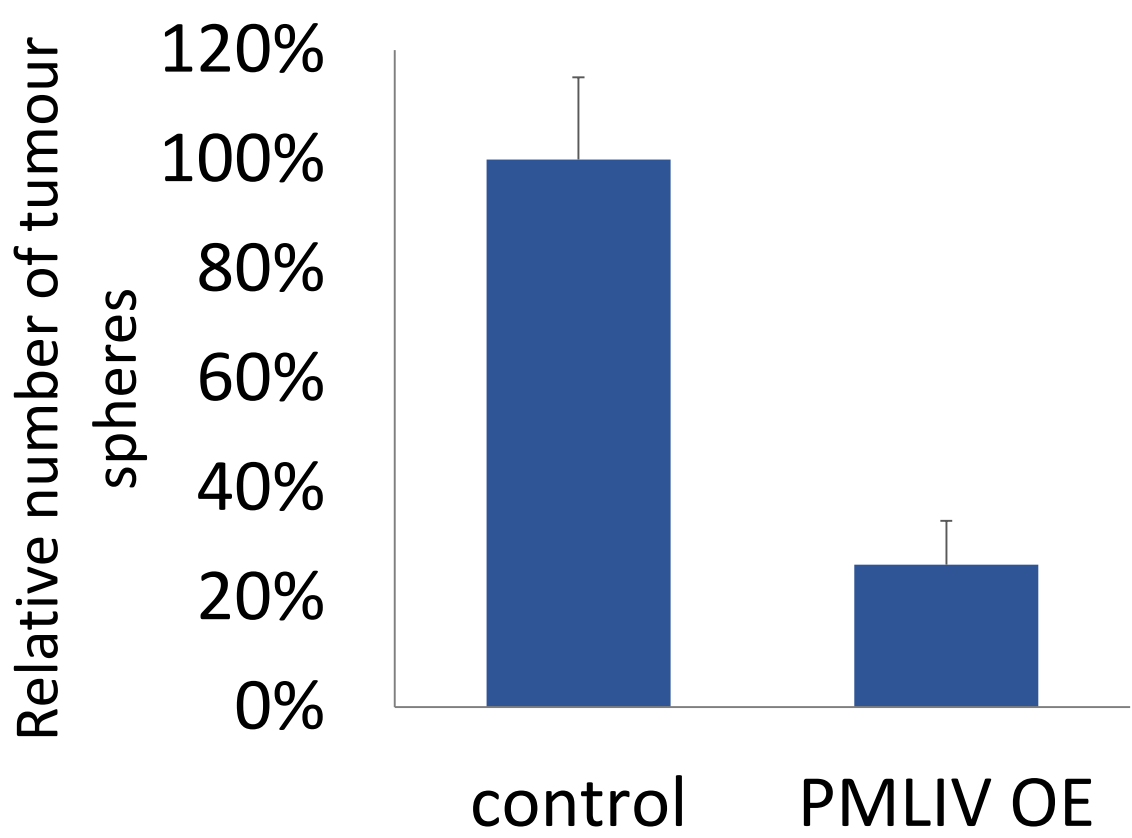

iii.

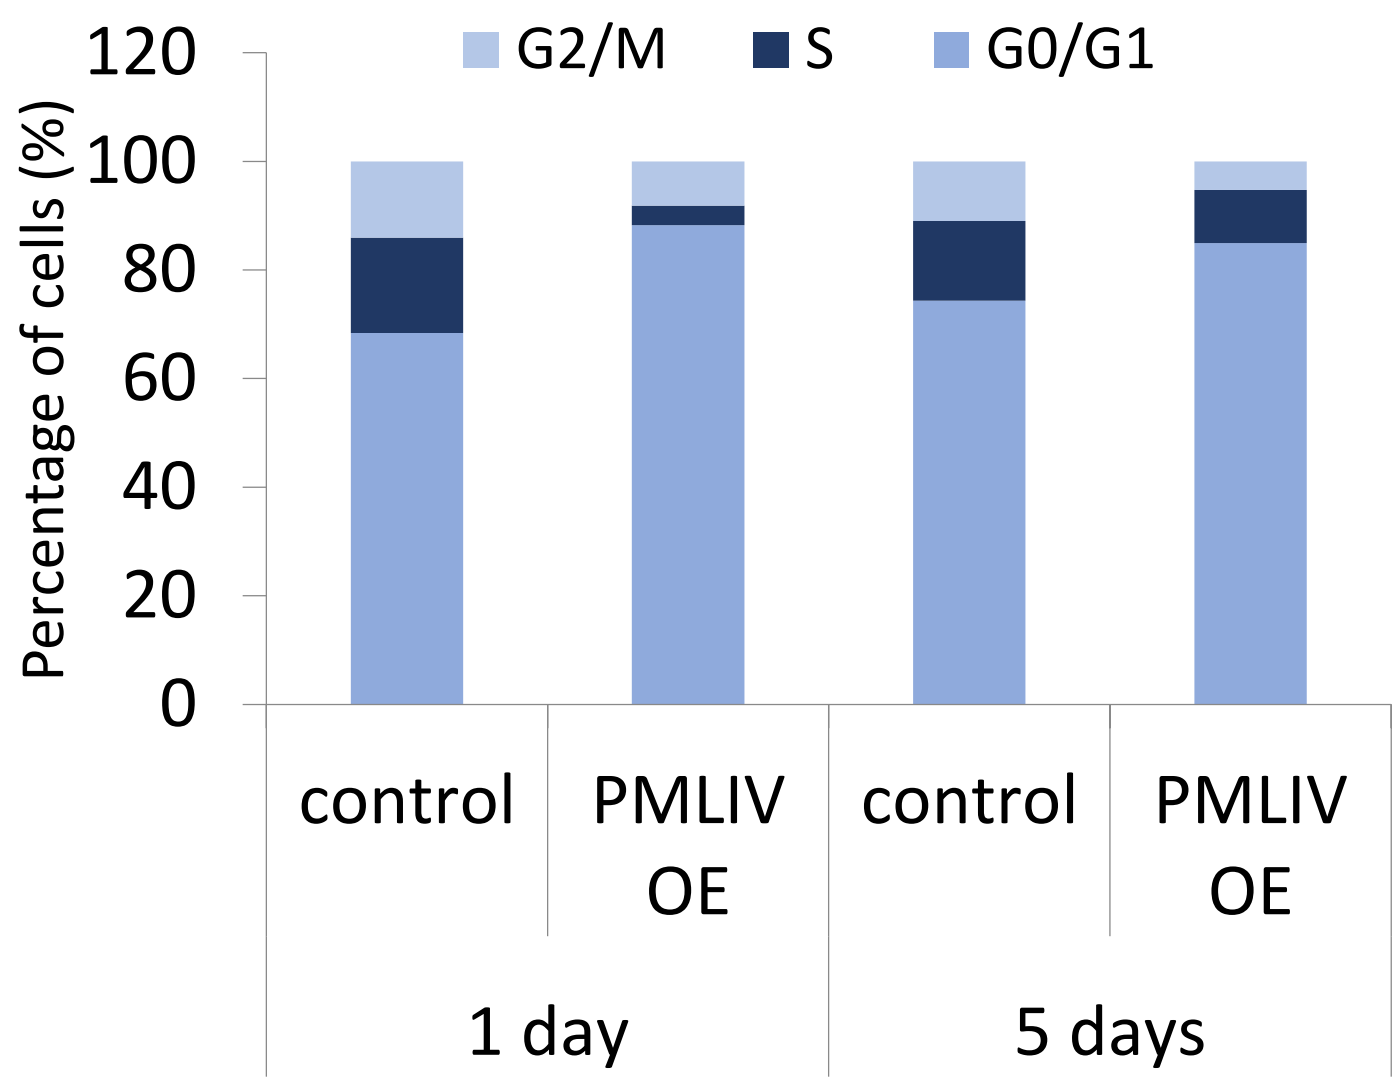

**Figure S1 (related to Figure 1). PMLIV represses the proliferation of breast cancer cells.** A. PML protein levels in a panel of breast cancer cell lines.  $\beta$ -actin and  $\beta$ -tubulin were used as loading controls. B. Assessment of PMLIV overexpression before and after doxycycline treatment in MDA-MB-231 cells. i. Relative mRNA expression levels of PML in control and PMLIV overexpressing (OE) cells. The mRNA level was checked with primers that detect all PML isoforms and with PMLIV specific primers. Error bars indicate +SD in three independent experiments (n=3). ii. PML protein levels of control and PMLIV OE cells.  $\beta$ -actin was used as a loading control. iii. Immunofluorescence staining for PML in control and PMLIV OE MDA-MB-231 cells (Scale bar, 15 $\mu$ M). C. Cell cycle phase distribution of control and PMLIV OE cells after 1 and 5 days of PMLIV induction. D. Assessment of PMLIV overexpression before and after doxycycline treatment in T47D cells. i. Relative mRNA expression levels of PML in control and PMLIV overexpressing (OE) cells. The mRNA level was checked with primers that detect all PML isoforms and with PMLIV specific primers. Error bars indicate +SD in three independent experiments (n=3). ii. PML protein levels of control and PMLIV OE cells.  $\beta$ -actin was used as a loading control. iii. Immunofluorescence staining for PML in control and PMLIV OE T47D cells (Scale bar, 15 $\mu$ M). E. i. Cell growth of control and PMLIV overexpressing (PMLIV OE) T47D cells. Data represent the mean +SD of three independent experiments (n=3). ii. Tumorsphere formation of control and PMLIV OE MDA-MB-231 cells. Results are shown as mean + SD of three independent experiments (n=3). iii. Cell cycle analysis of control and PMLIV OE cells stained with propidium iodide (PI) and analyzed using flow cytometry after 1 and 5 days of PMLIV induction.

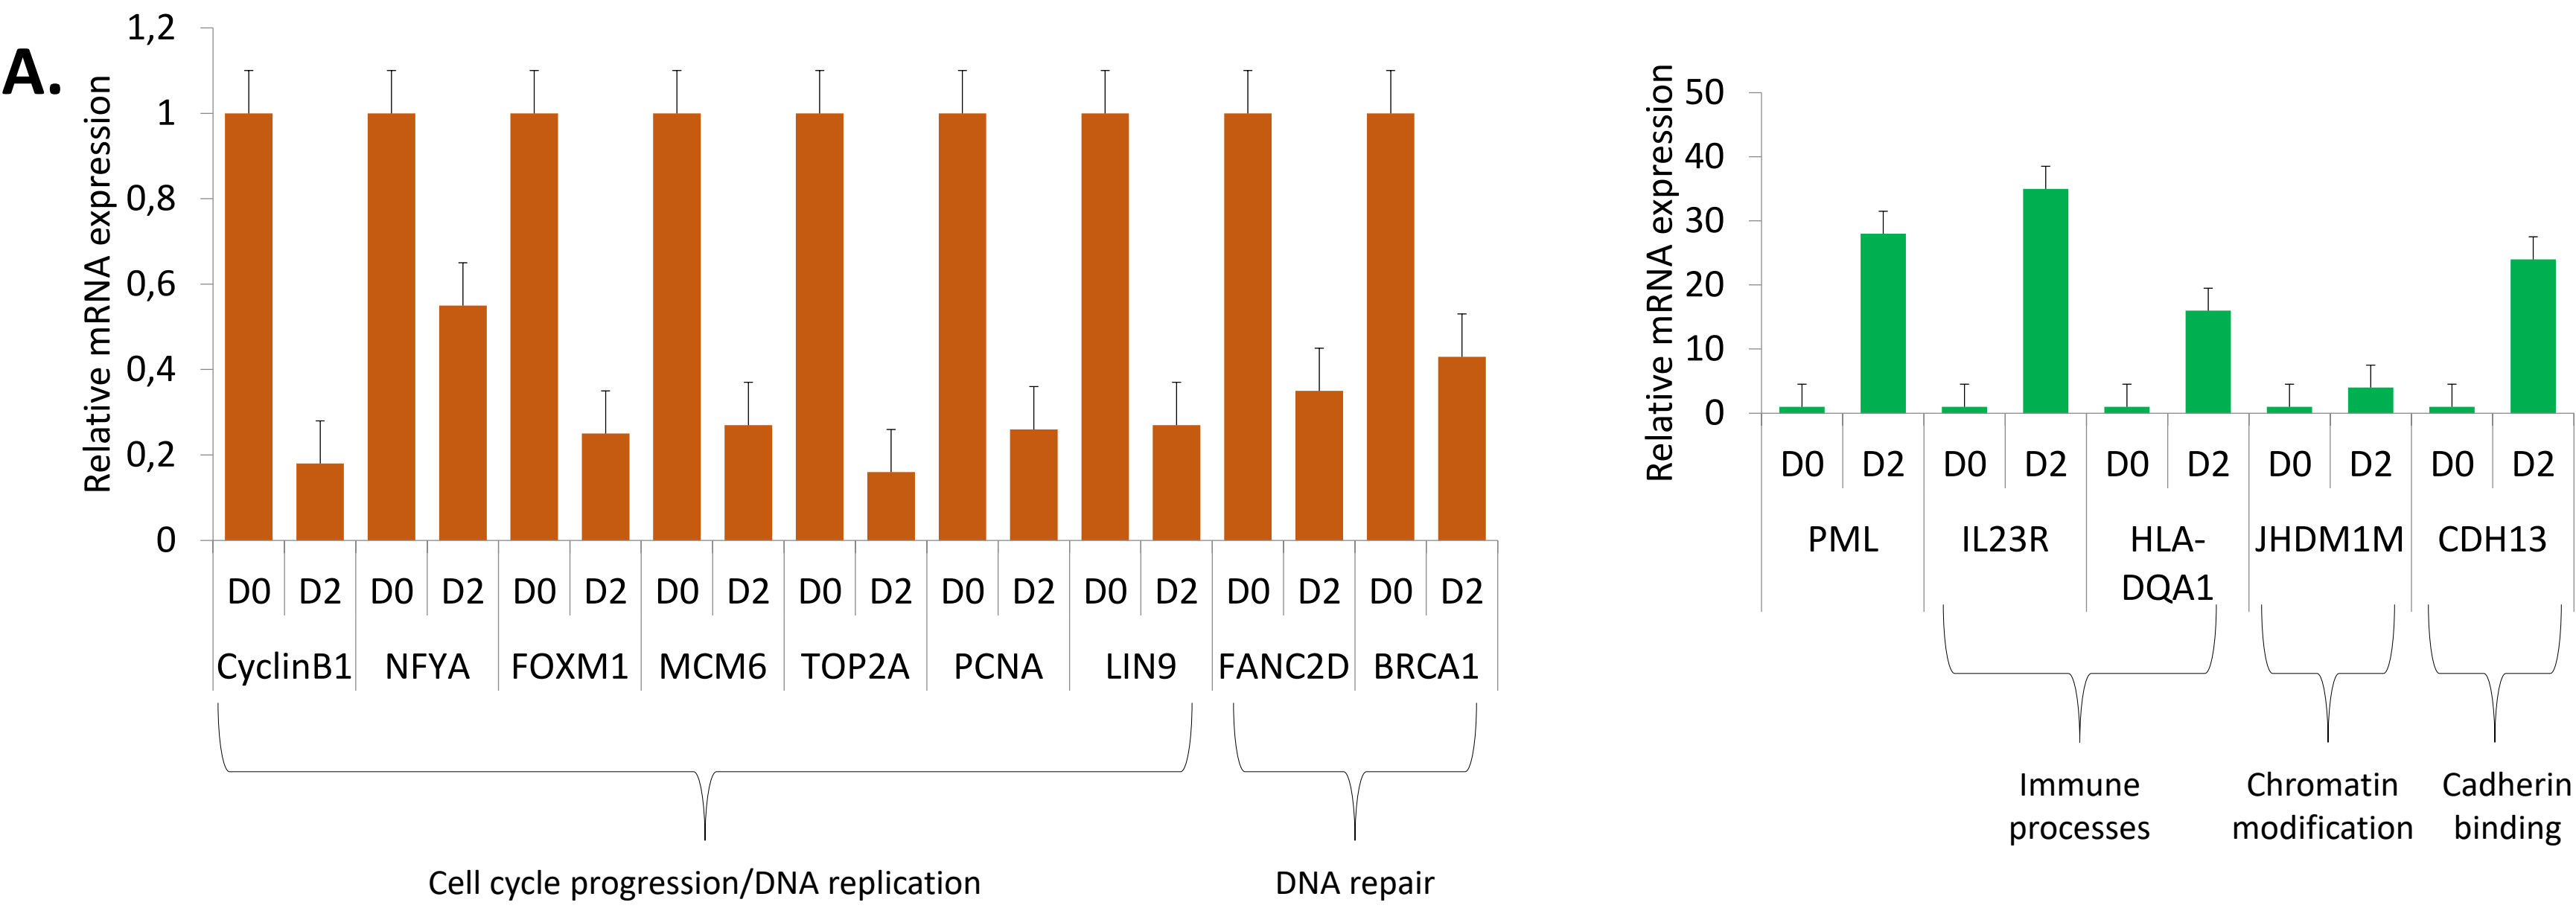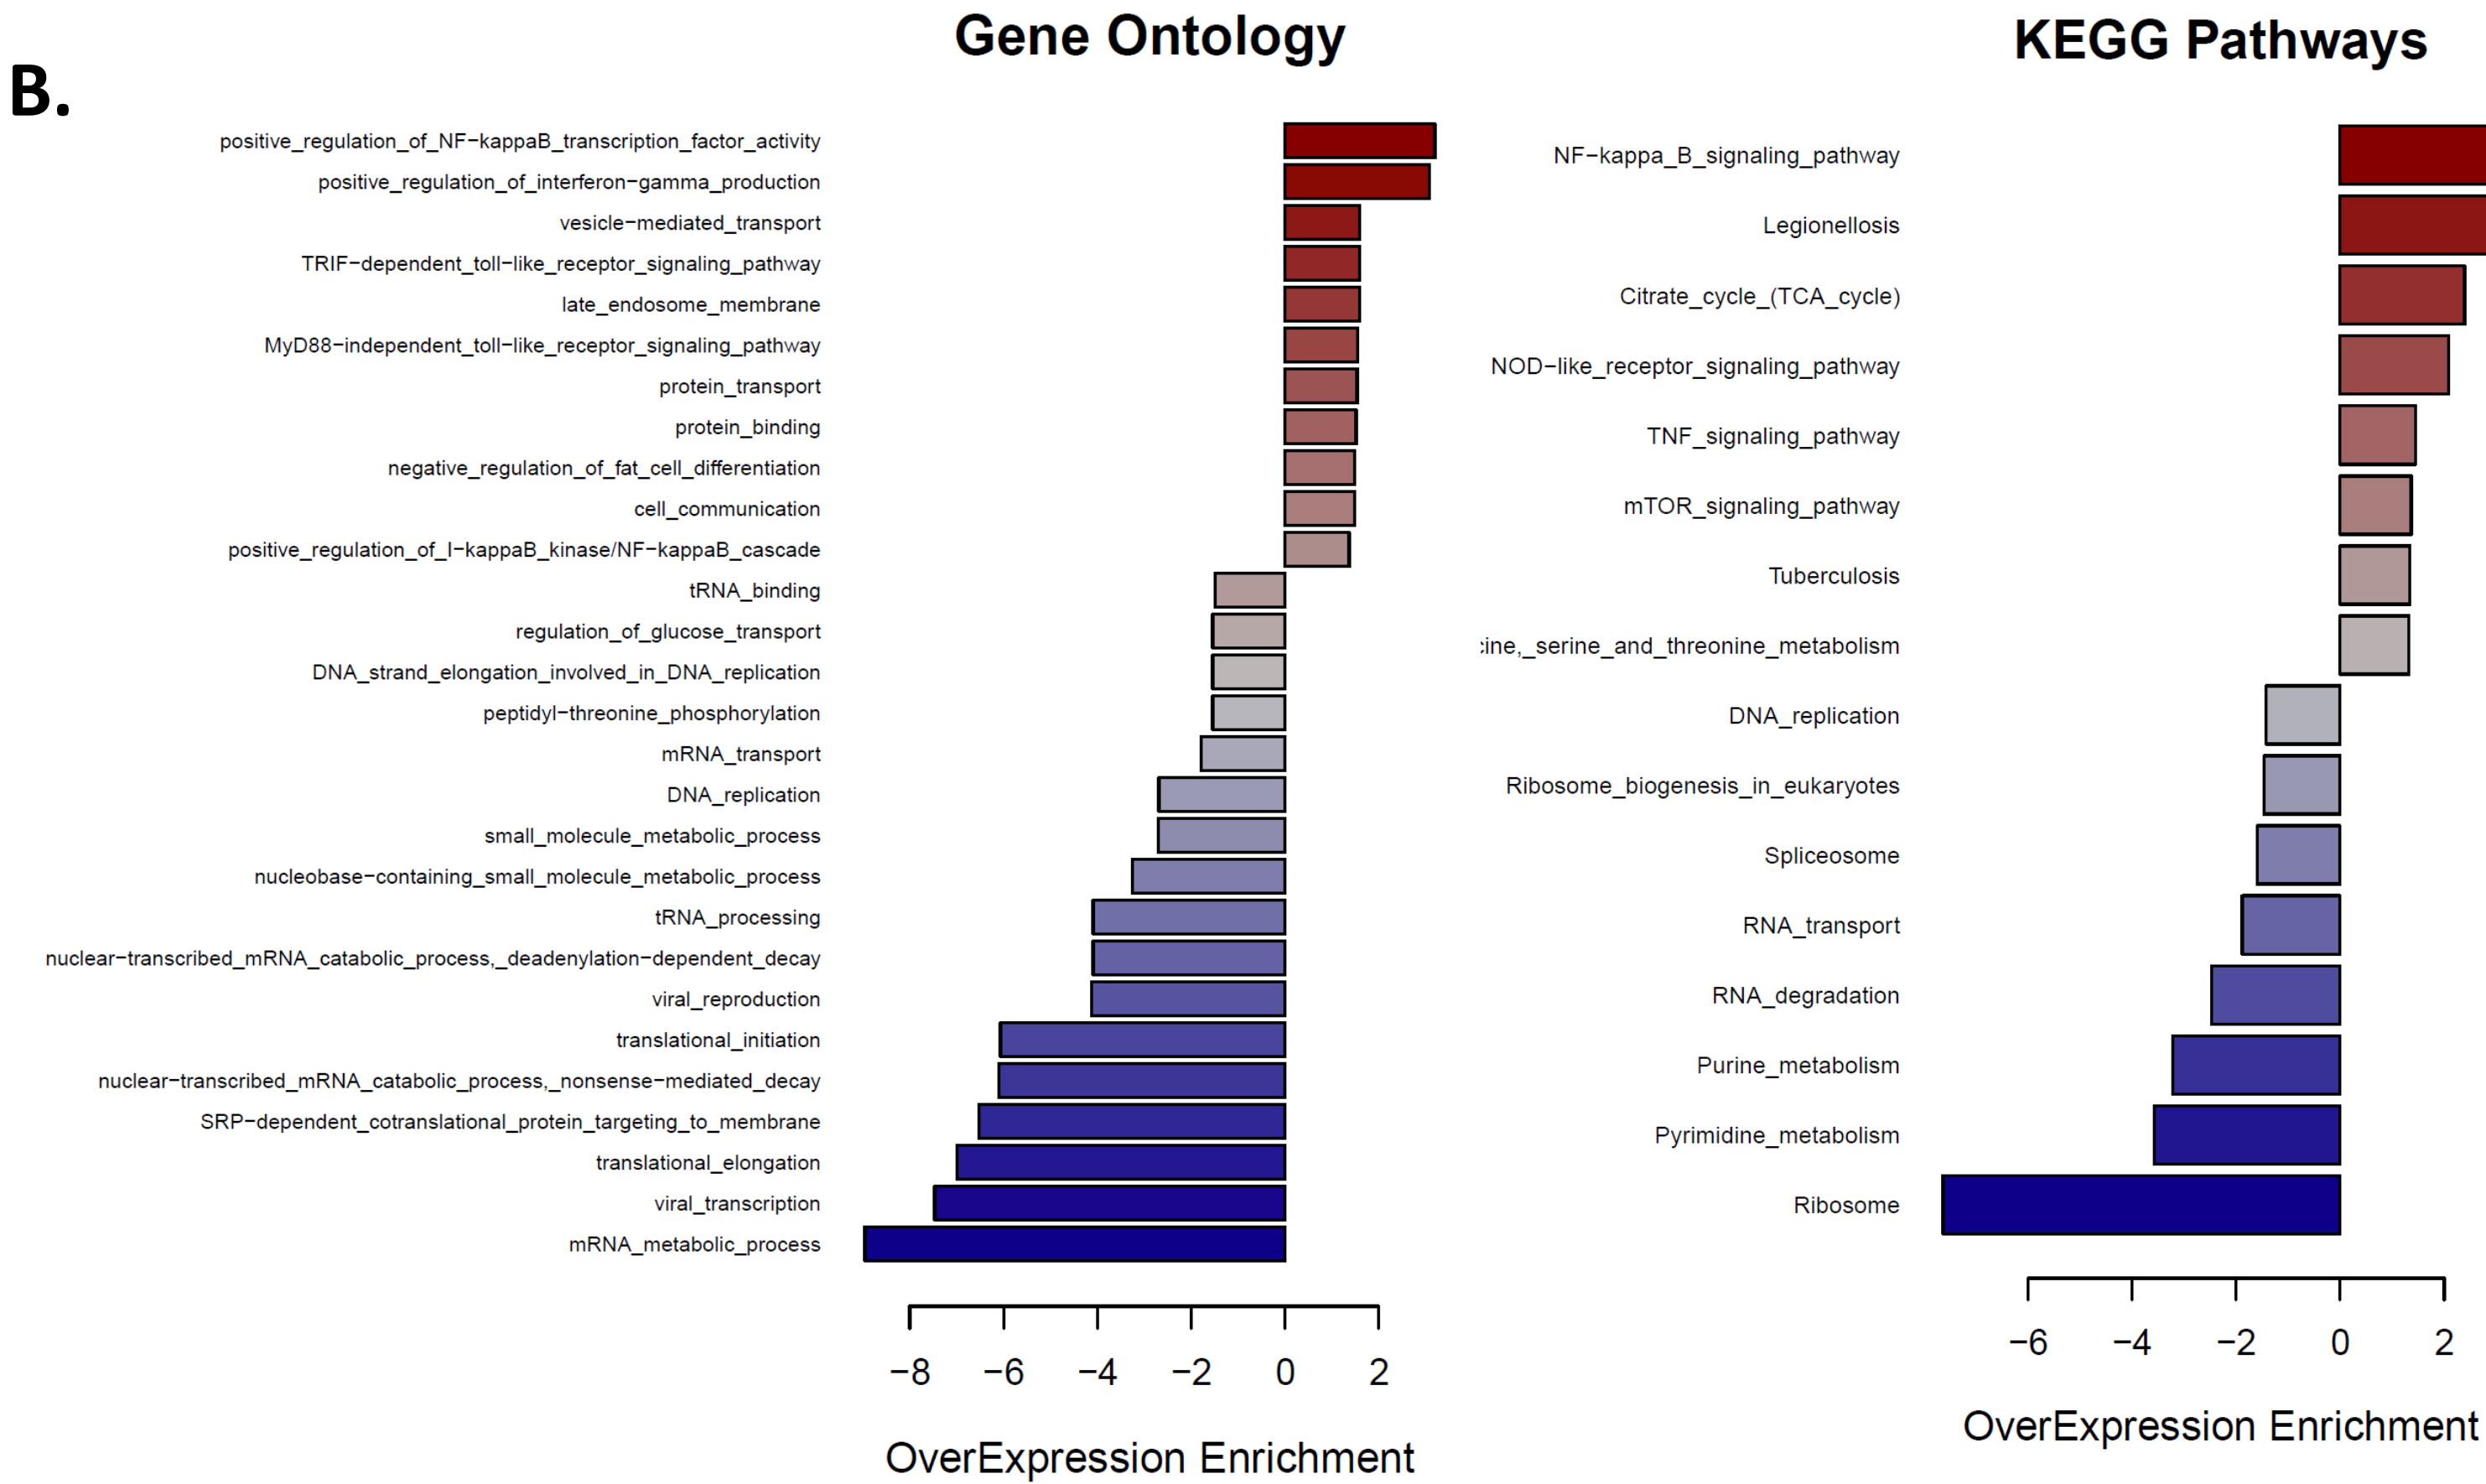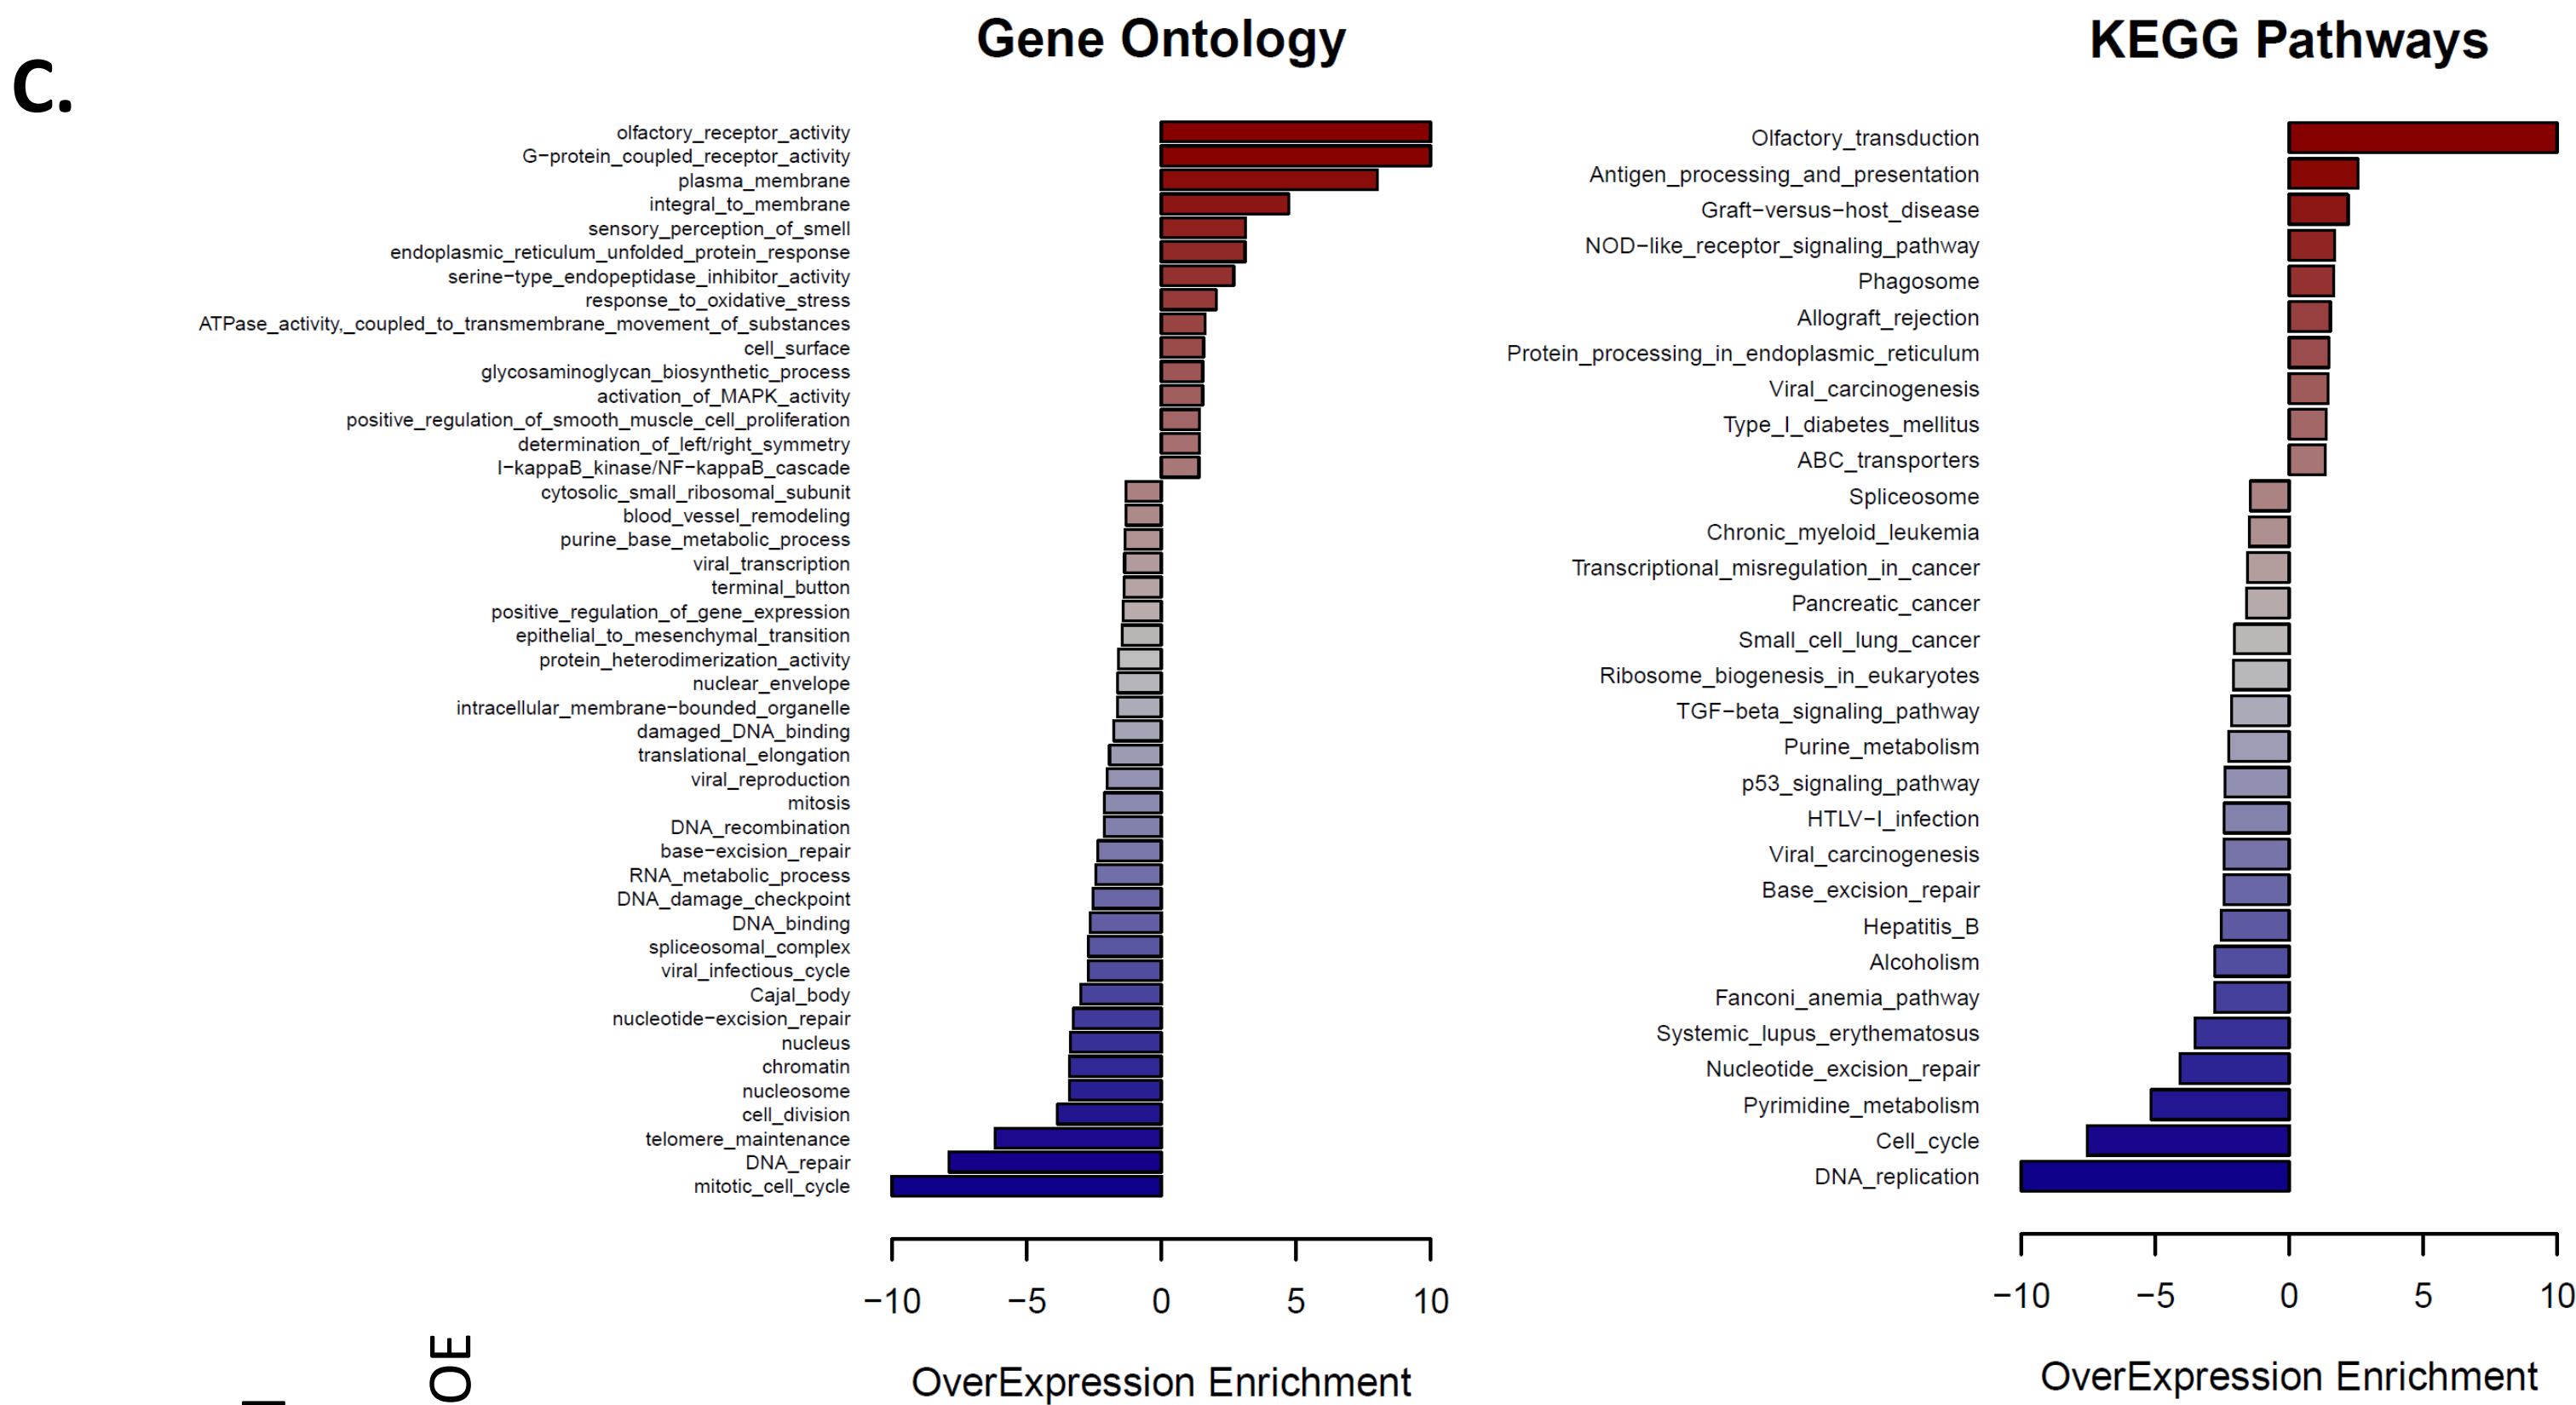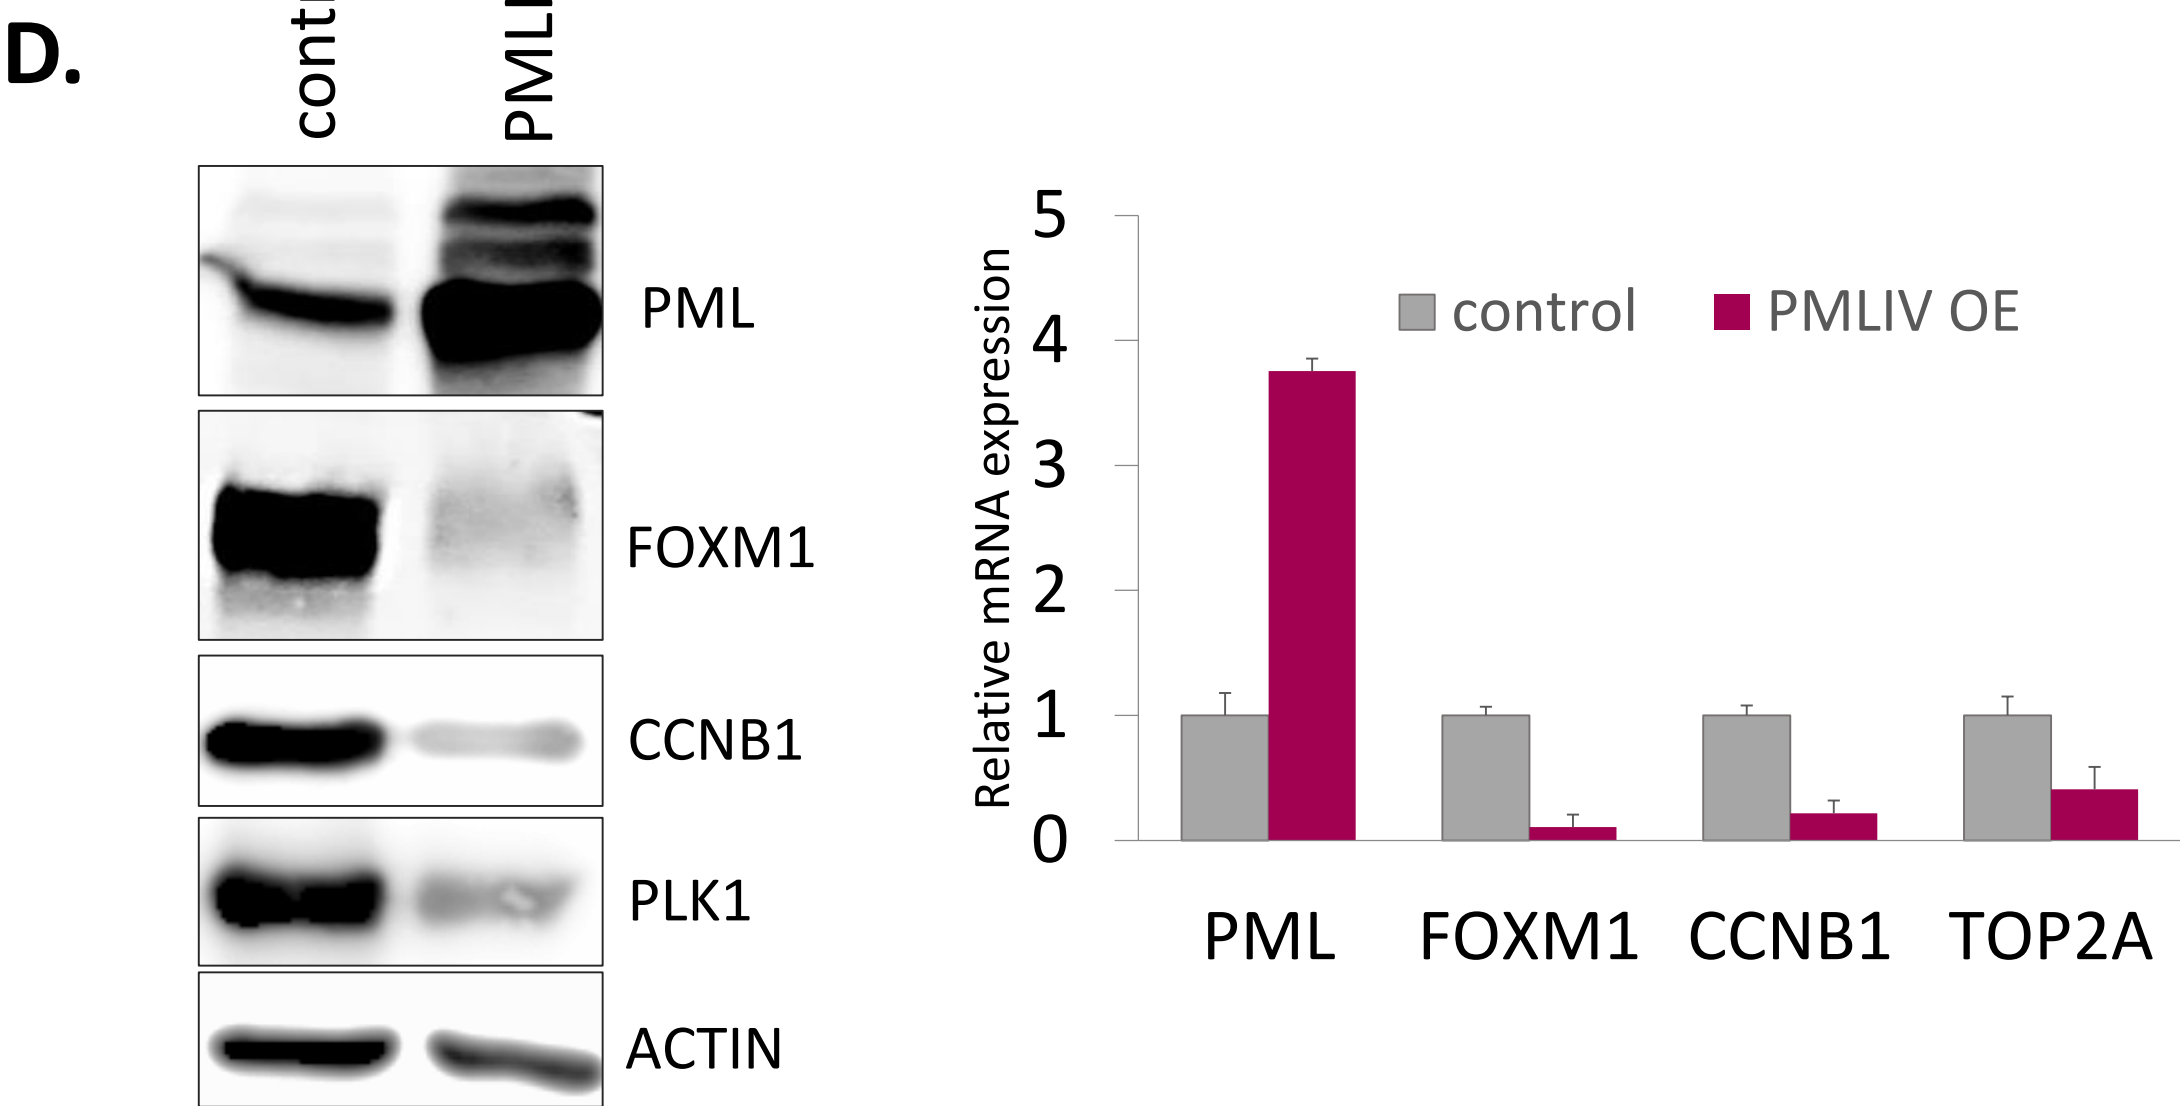

E.

| Comparison            | Target genes<br>PMLIVOE/siFOXM1 | Common genes<br>(intersect) | Unique genes<br>(union) | Jaccard index<br>(intersect) | Mean Jaccard<br>indexes<br>(10.000<br>permutations) | Z-scores | p-value  |
|-----------------------|---------------------------------|-----------------------------|-------------------------|------------------------------|-----------------------------------------------------|----------|----------|
| Overexpressed genes   | 1687/352                        | 61                          | 1979                    | 0.03                         | 0.013                                               | 7.3      | 1.25E-13 |
| Under-expressed genes | 1027/294                        | 53                          | 1269                    | 0.04                         | 0.01                                                | 11.2     | 0        |

| Under-expressed genes |                                       |          | Overexpressed genes |                                                         |          |
|-----------------------|---------------------------------------|----------|---------------------|---------------------------------------------------------|----------|
| GO.ID                 | Description                           | p.Value  | GO.ID               | Description                                             | p.Value  |
| GO:0051301            | cell division                         | 1.87E-15 | GO:0002682          | regulation of immune system process                     | 8.50E-04 |
| GO:0022402            | cell cycle process                    | 7.45E-14 | GO:0051240          | positive regulation of multicellular organismal process | 1.21E-03 |
| GO:1903047            | mitotic cell cycle process            | 1.48E-12 | GO:0002684          | positive regulation of immune system process            | 1.24E-03 |
| GO:0007049            | cell cycle                            | 1.89E-11 | GO:0051239          | regulation of multicellular organismal process          | 3.29E-03 |
| GO:0000278            | mitotic cell cycle                    | 5.45E-11 | GO:0034097          | response to cytokine                                    | 3.44E-03 |
| GO:0000226            | microtubule cytoskeleton organization | 4.20E-08 | GO:0048583          | regulation of response to stimulus                      | 3.61E-03 |
| GO:0007017            | microtubule-based process             | 4.23E-06 | GO:0071345          | cellular response to cytokine stimulus                  | 6.91E-03 |
| GO:0044770            | cell cycle phase transition           | 6.01E-06 | GO:0019221          | cytokine-mediated signaling pathway                     | 9.06E-03 |
| GO:0051726            | regulation of cell cycle              | 9.88E-06 | GO:0001819          | positive regulation of cytokine production              | 0.00924  |
| GO:0098813            | nuclear chromosome segregation        | 1.44E-05 | GO:0001816          | cytokine production                                     | 0.0151   |

**Figure S2 (related to Figure 2). Genome wide analysis of control and PMLIV OE MDA-MB-231 cells.** A. Relative mRNA levels of selected differentially expressed genes upon PMLIV OE. Error bars indicate +SD of three independent experiments (n=3). B. Bar charts depicting GO categories (left panel) and KEGG pathways (right panel) that are significantly enriched in overexpressed and under-expressed genes upon PMLIV forced expression in monolayer MDA-MB-231 cells (RNEA analysis). C. Bar charts depicting GO categories (left panel) and KEGG pathways (right panel) that are significantly enriched in overexpressed and under-expressed genes upon PMLIV forced expression in MDA-MB-231 mammospheres (RNEA analysis). D. Western blot analysis and relative mRNA expression levels of cell cycle regulators in T47D control and PMLIV OE cells. Error bars represent +SD of three independent experiments (n=3). E. Table showing the Jaccard similarity indexes calculated to assess the overlap for both over/under-expressed genes (upper table). The top 10 GO categories (g:Profiler) of under-expressed and overexpressed genes commonly affected by PMLIV OE and FOXM1 KD.

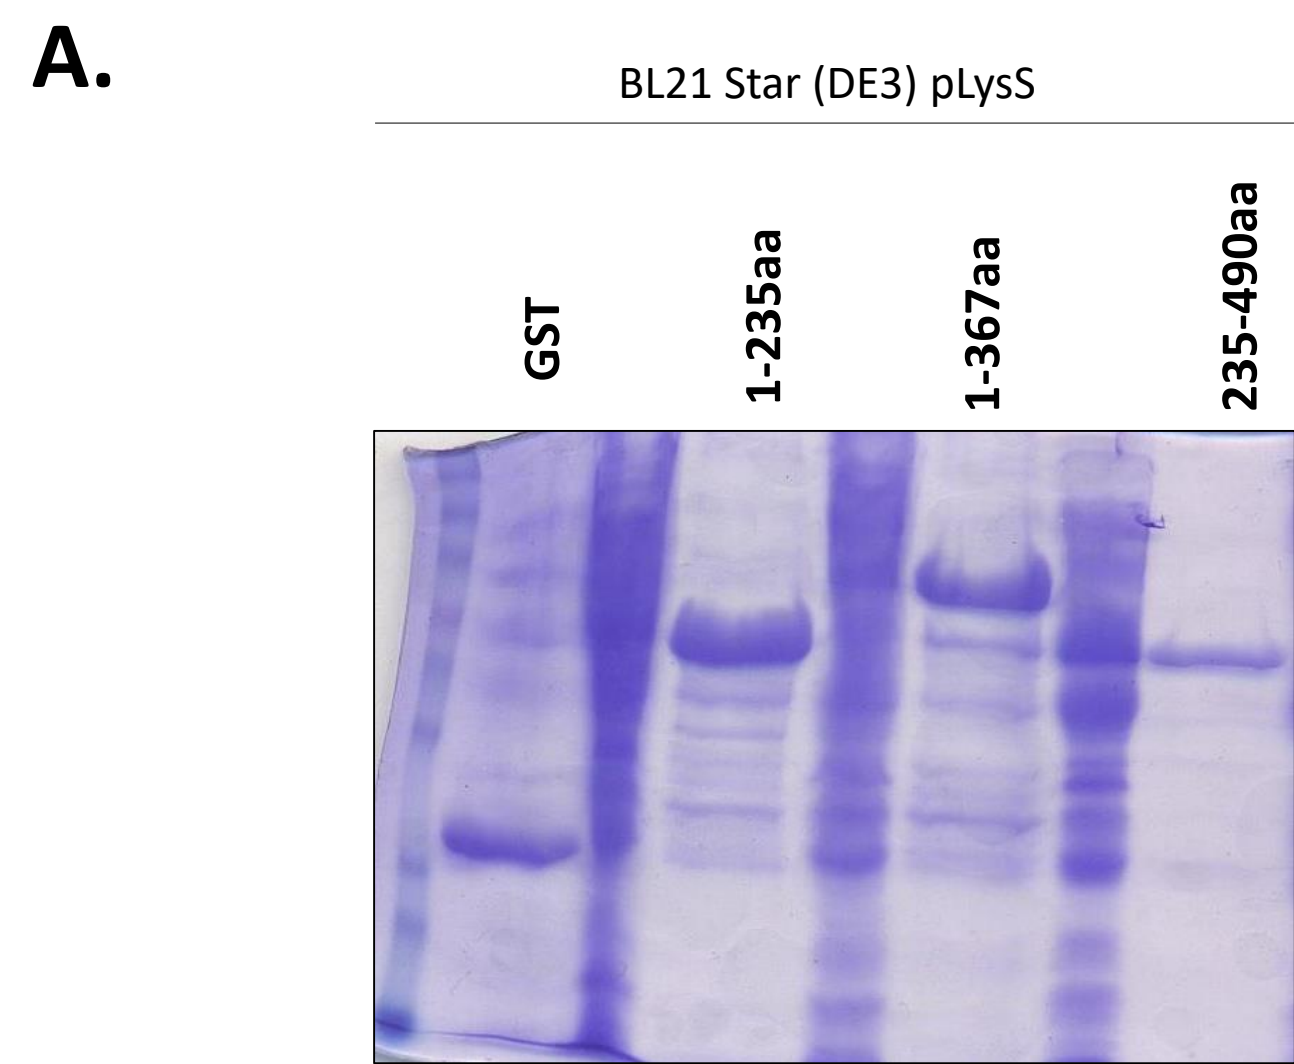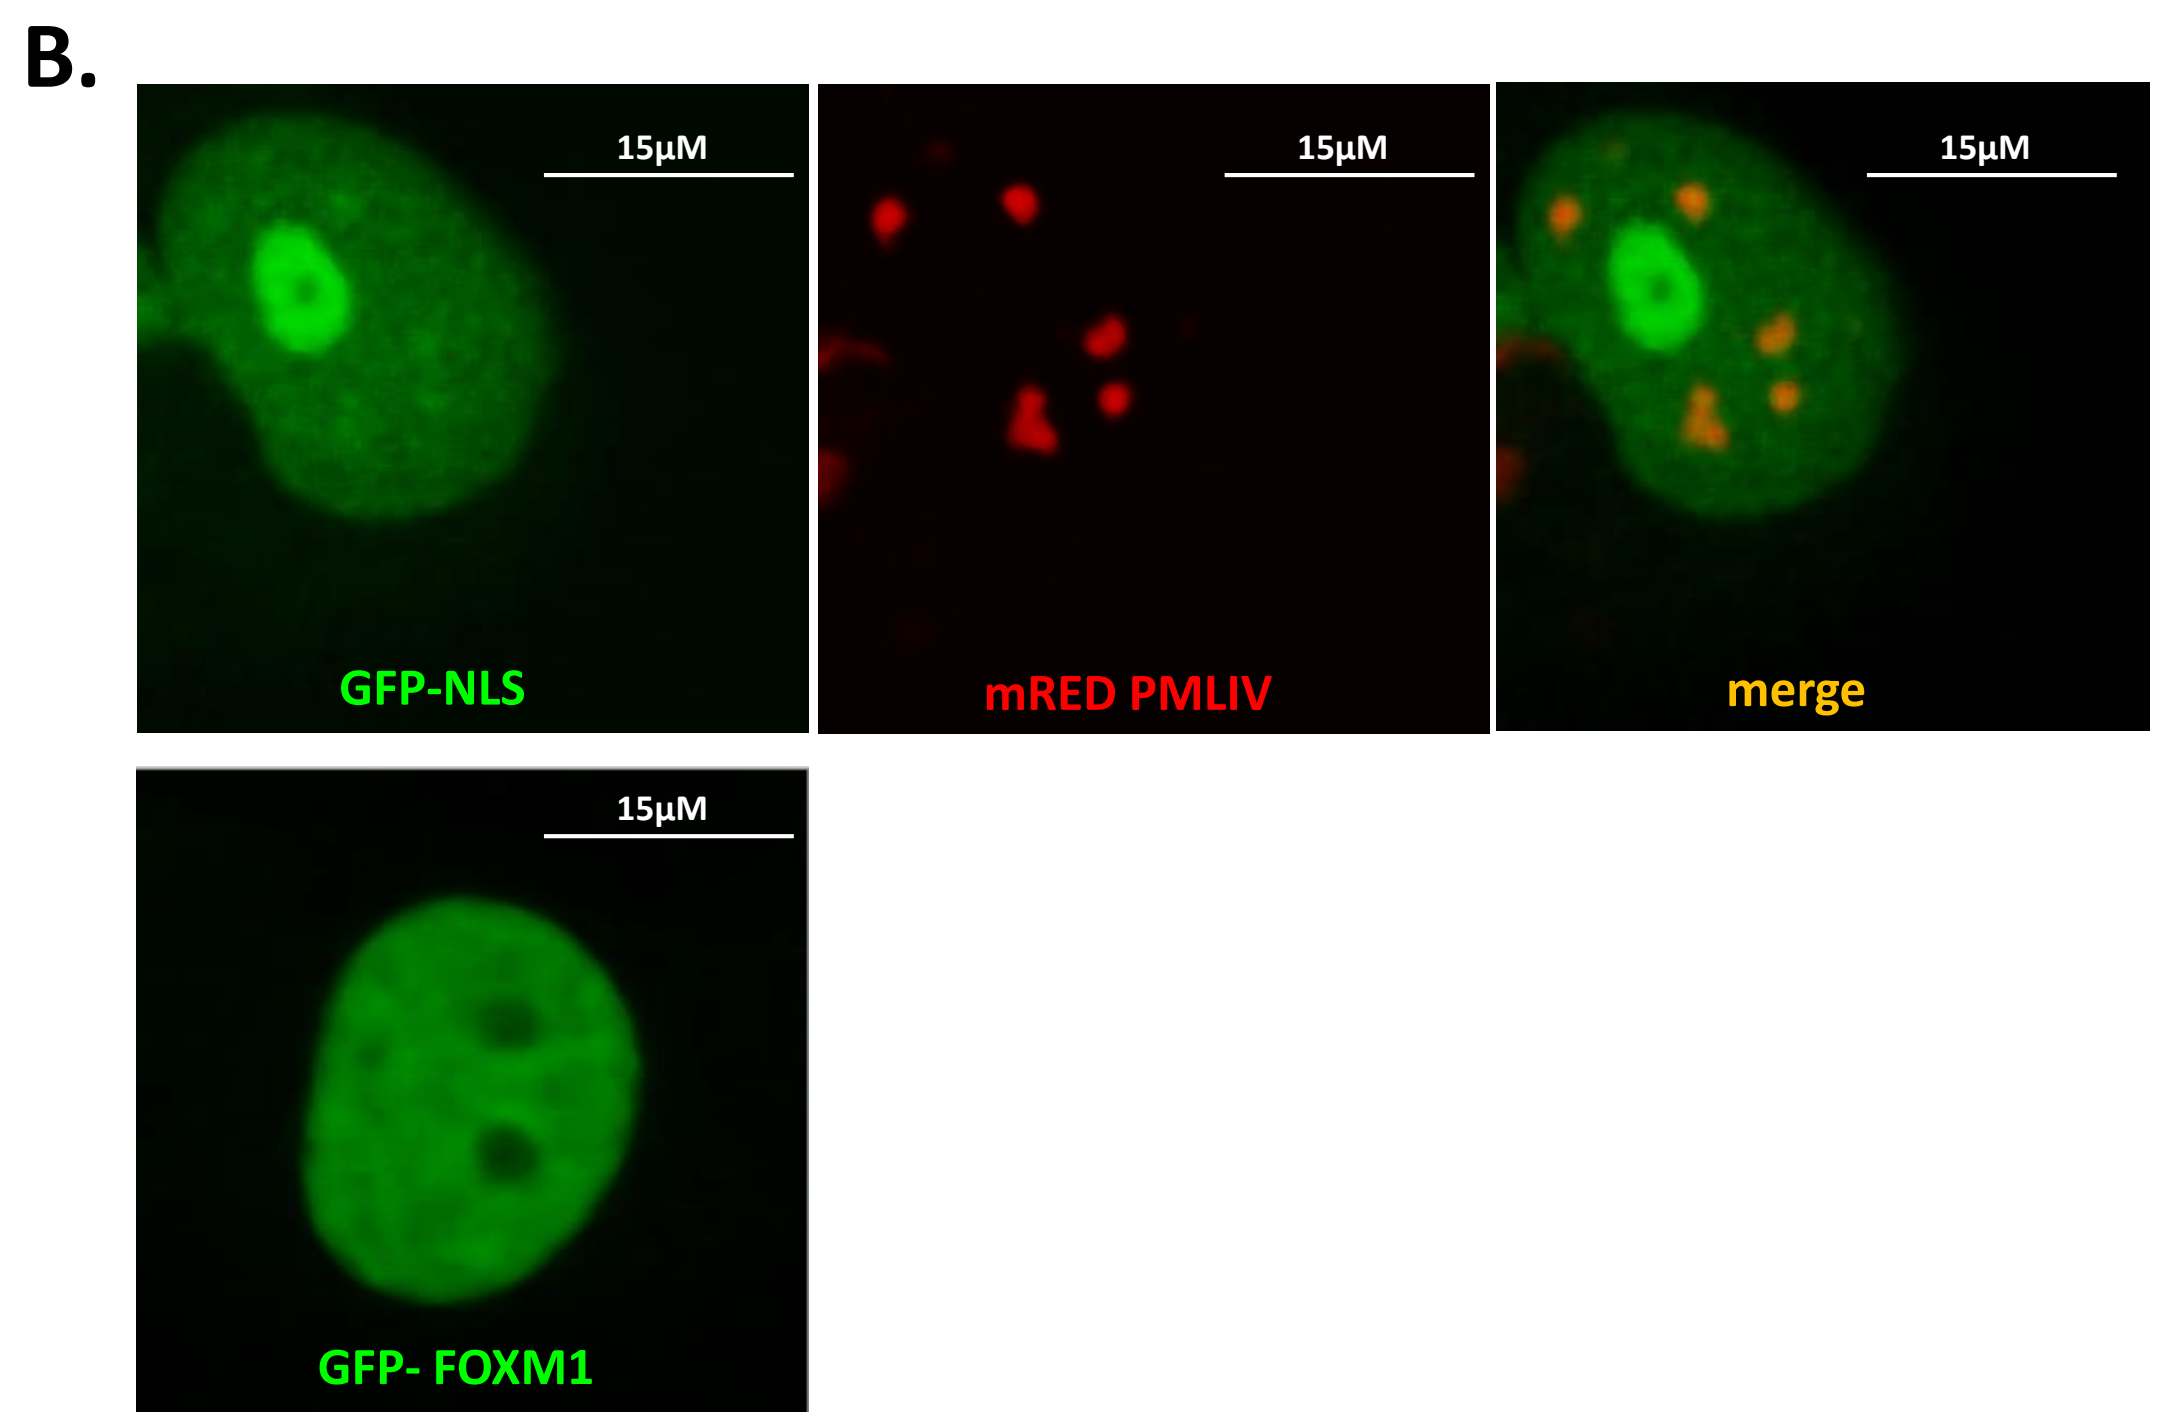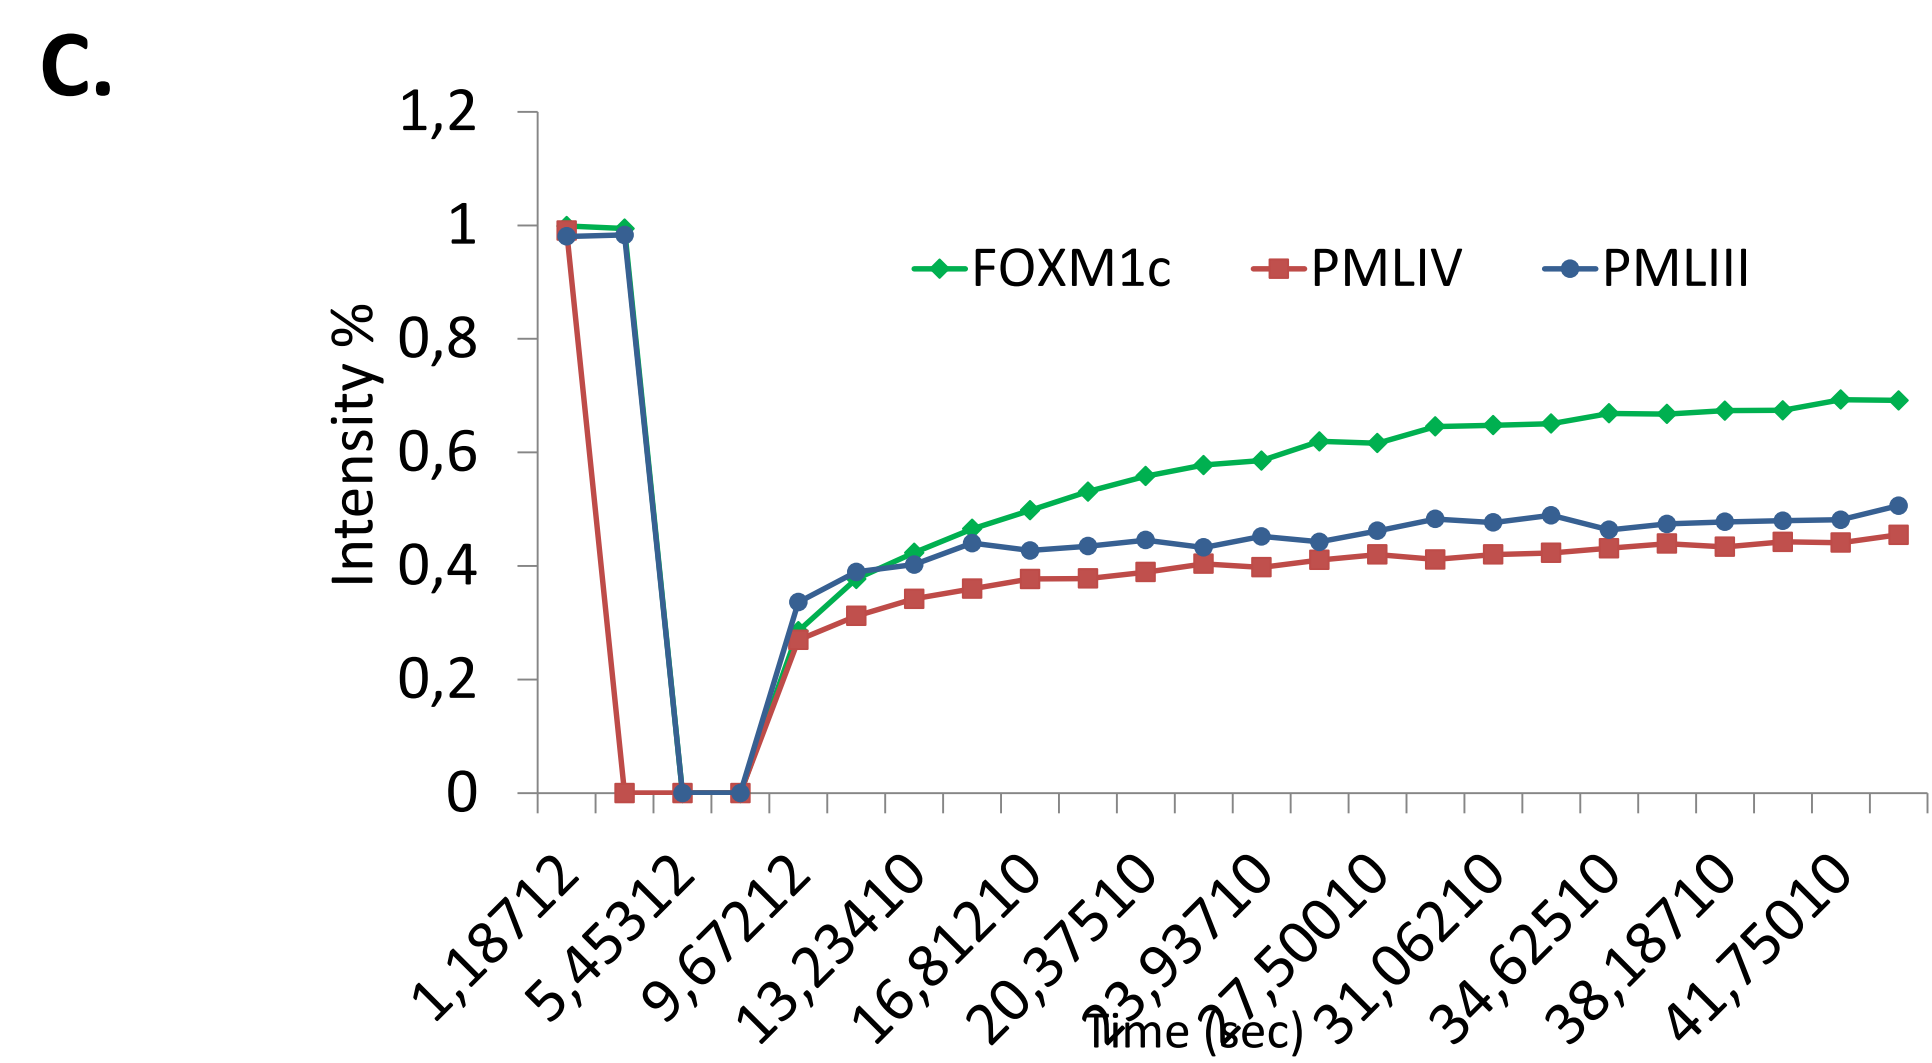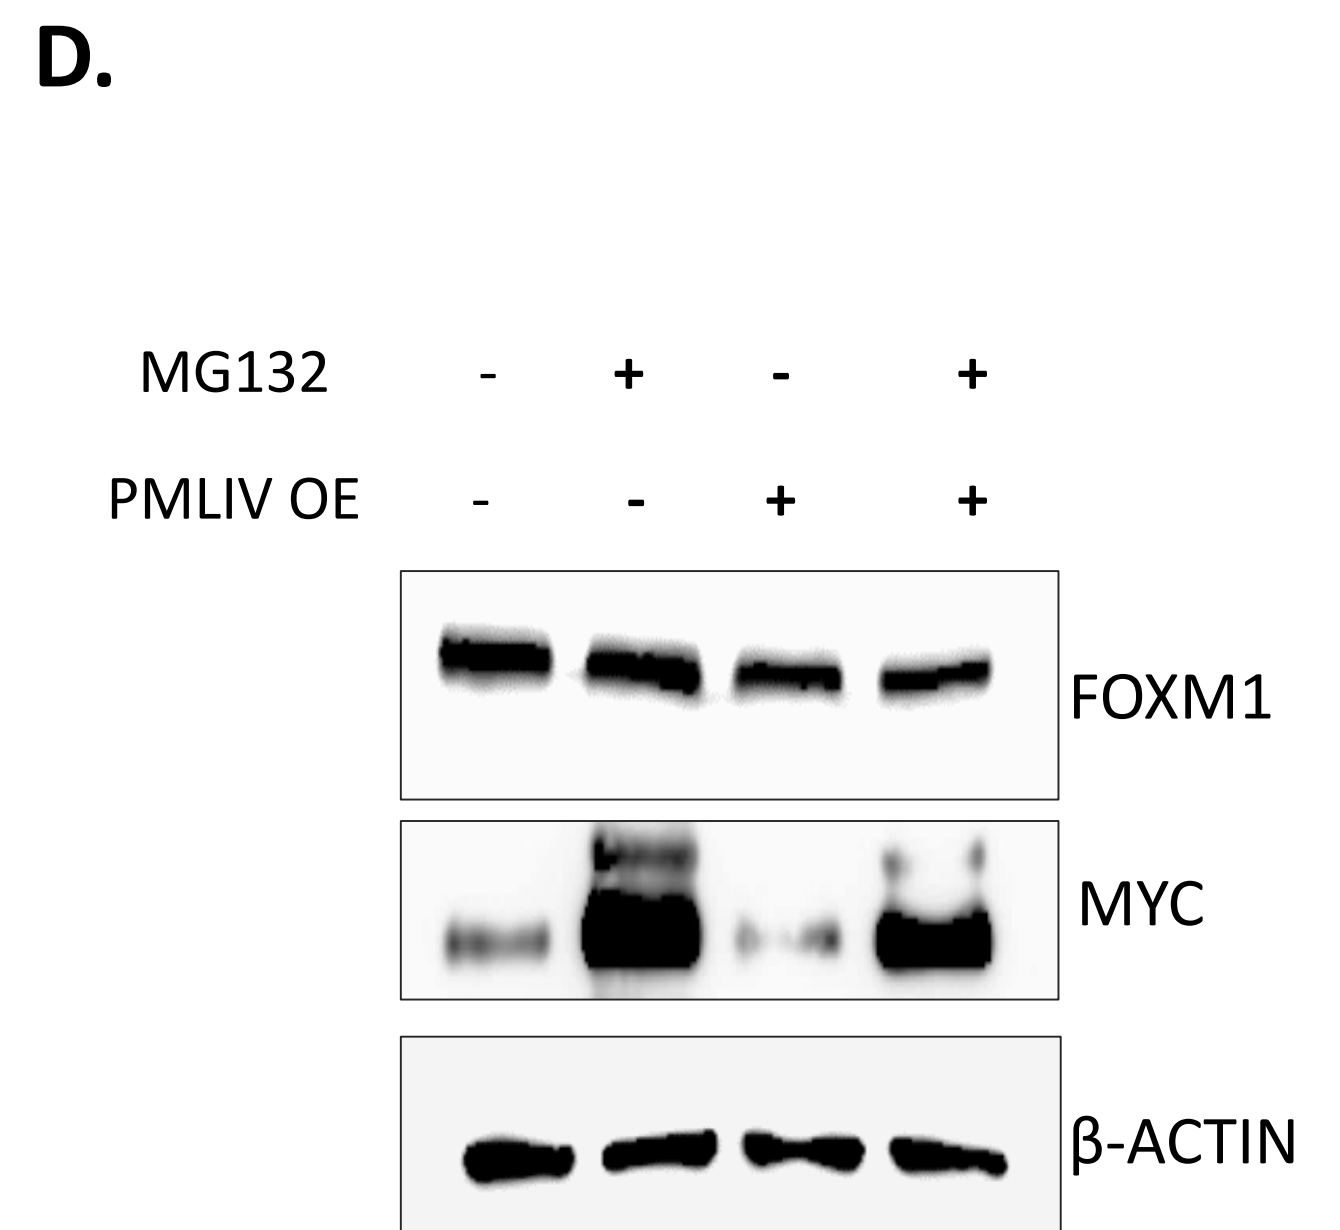

**Figure S3 (related to Figure 3 and 4). FOXM1 specifically interacts with PMLIV and co-localizes in the PMLIV-NBs.** A. Coomassie staining of GST-FOXM1 fusion proteins after their heterologous expression in BL21 Star (DE3) pLysS. B. Subnuclear localization of GFP-FOXM1 and GFP-NLS in Cos-7 cells served as controls (Scale bar, 15µM). C. FRAP experiment with transiently expressed GFP-FOXM1, mRED-PMLIV or mRED-PMLIII. D. Western blot analysis for FOXM1 and MYC in control and MDA-MB-231 PMIV OE treated with the proteasome inhibitor 10µM MG132 (InvivoGen) for 6 h. Myc was used as a positive control for MG132 treatment.

A.

| Comparison            | Target genes<br>PMLIVOE/siFOXM1 | Common genes<br>(intersect) | Unique genes<br>(union) | Jaccard index<br>(intersect) | Mean Jaccard<br>indexes<br>(10.000<br>permutations) | Z-scores | p-value |
|-----------------------|---------------------------------|-----------------------------|-------------------------|------------------------------|-----------------------------------------------------|----------|---------|
| Overexpressed genes   | 1687/1797                       | 367                         | 3118                    | 0.11                         | 0.03                                                | 26.2     | 0       |
| Under-expressed genes | 1027/2591                       | 388                         | 3231                    | 0.12                         | 0.03                                                | 31.5     | 0       |

| Under-expressed genes |                                          |          | Overexpressed genes |                                                      |          |
|-----------------------|------------------------------------------|----------|---------------------|------------------------------------------------------|----------|
| GO.ID                 | Description                              | p.Val    | GO.ID               | Description                                          | p.Value  |
| GO:0007049            | cell cycle                               | 1.55E-63 | GO:0000045          | autophagosome assembly                               | 2.55E-05 |
| GO:0022402            | cell cycle process                       | 3.11E-60 | GO:1905037          | autophagosome organization                           | 3.85E-05 |
| GO:1903047            | mitotic cell cycle process               | 7.22E-52 | GO:0010033          | response to organic substance                        | 1.36E-04 |
| GO:0000278            | mitotic cell cycle                       | 8.36E-48 | GO:0035556          | intracellular signal transduction                    | 3.39E-04 |
| GO:0006260            | DNA replication                          | 6.26E-46 | GO:0071310          | cellular response to organic substance               | 8.44E-04 |
| GO:0006259            | DNA metabolic process                    | 9.01E-46 | GO:0016236          | macroautophagy                                       | 9.86E-04 |
| GO:0006261            | DNA-dependent DNA replication            | 3.45E-40 |                     | protein modification by small protein conjugation or |          |
| GO:0051276            | chromosome organization                  | 7.41E-37 | GO:0070647          | removal                                              | 1.40E-03 |
| GO:0044770            | cell cycle phase transition              | 6.44E-34 | GO:0009968          | negative regulation of signal transduction           | 2.36E-03 |
| GO:0006974            | cellular response to DNA damage stimulus | 1.29E-29 | GO:0036211          | protein modification process                         | 2.41E-03 |
|                       |                                          |          | GO:0006464          | cellular protein modification process                | 2.41E-03 |

B.

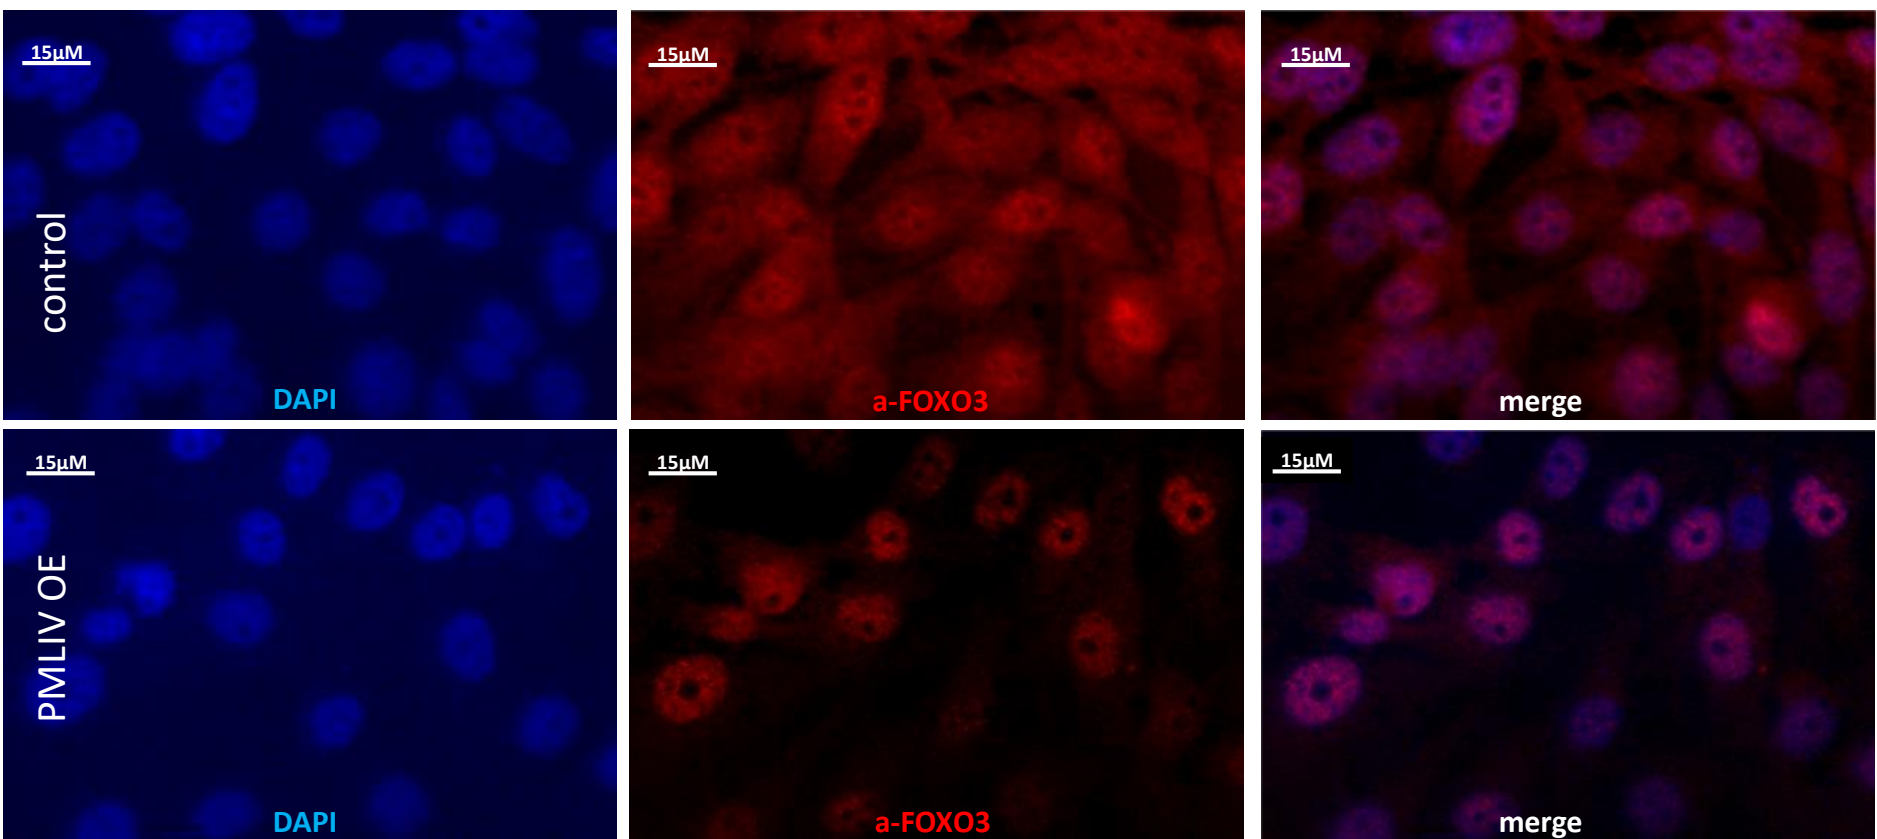

C.

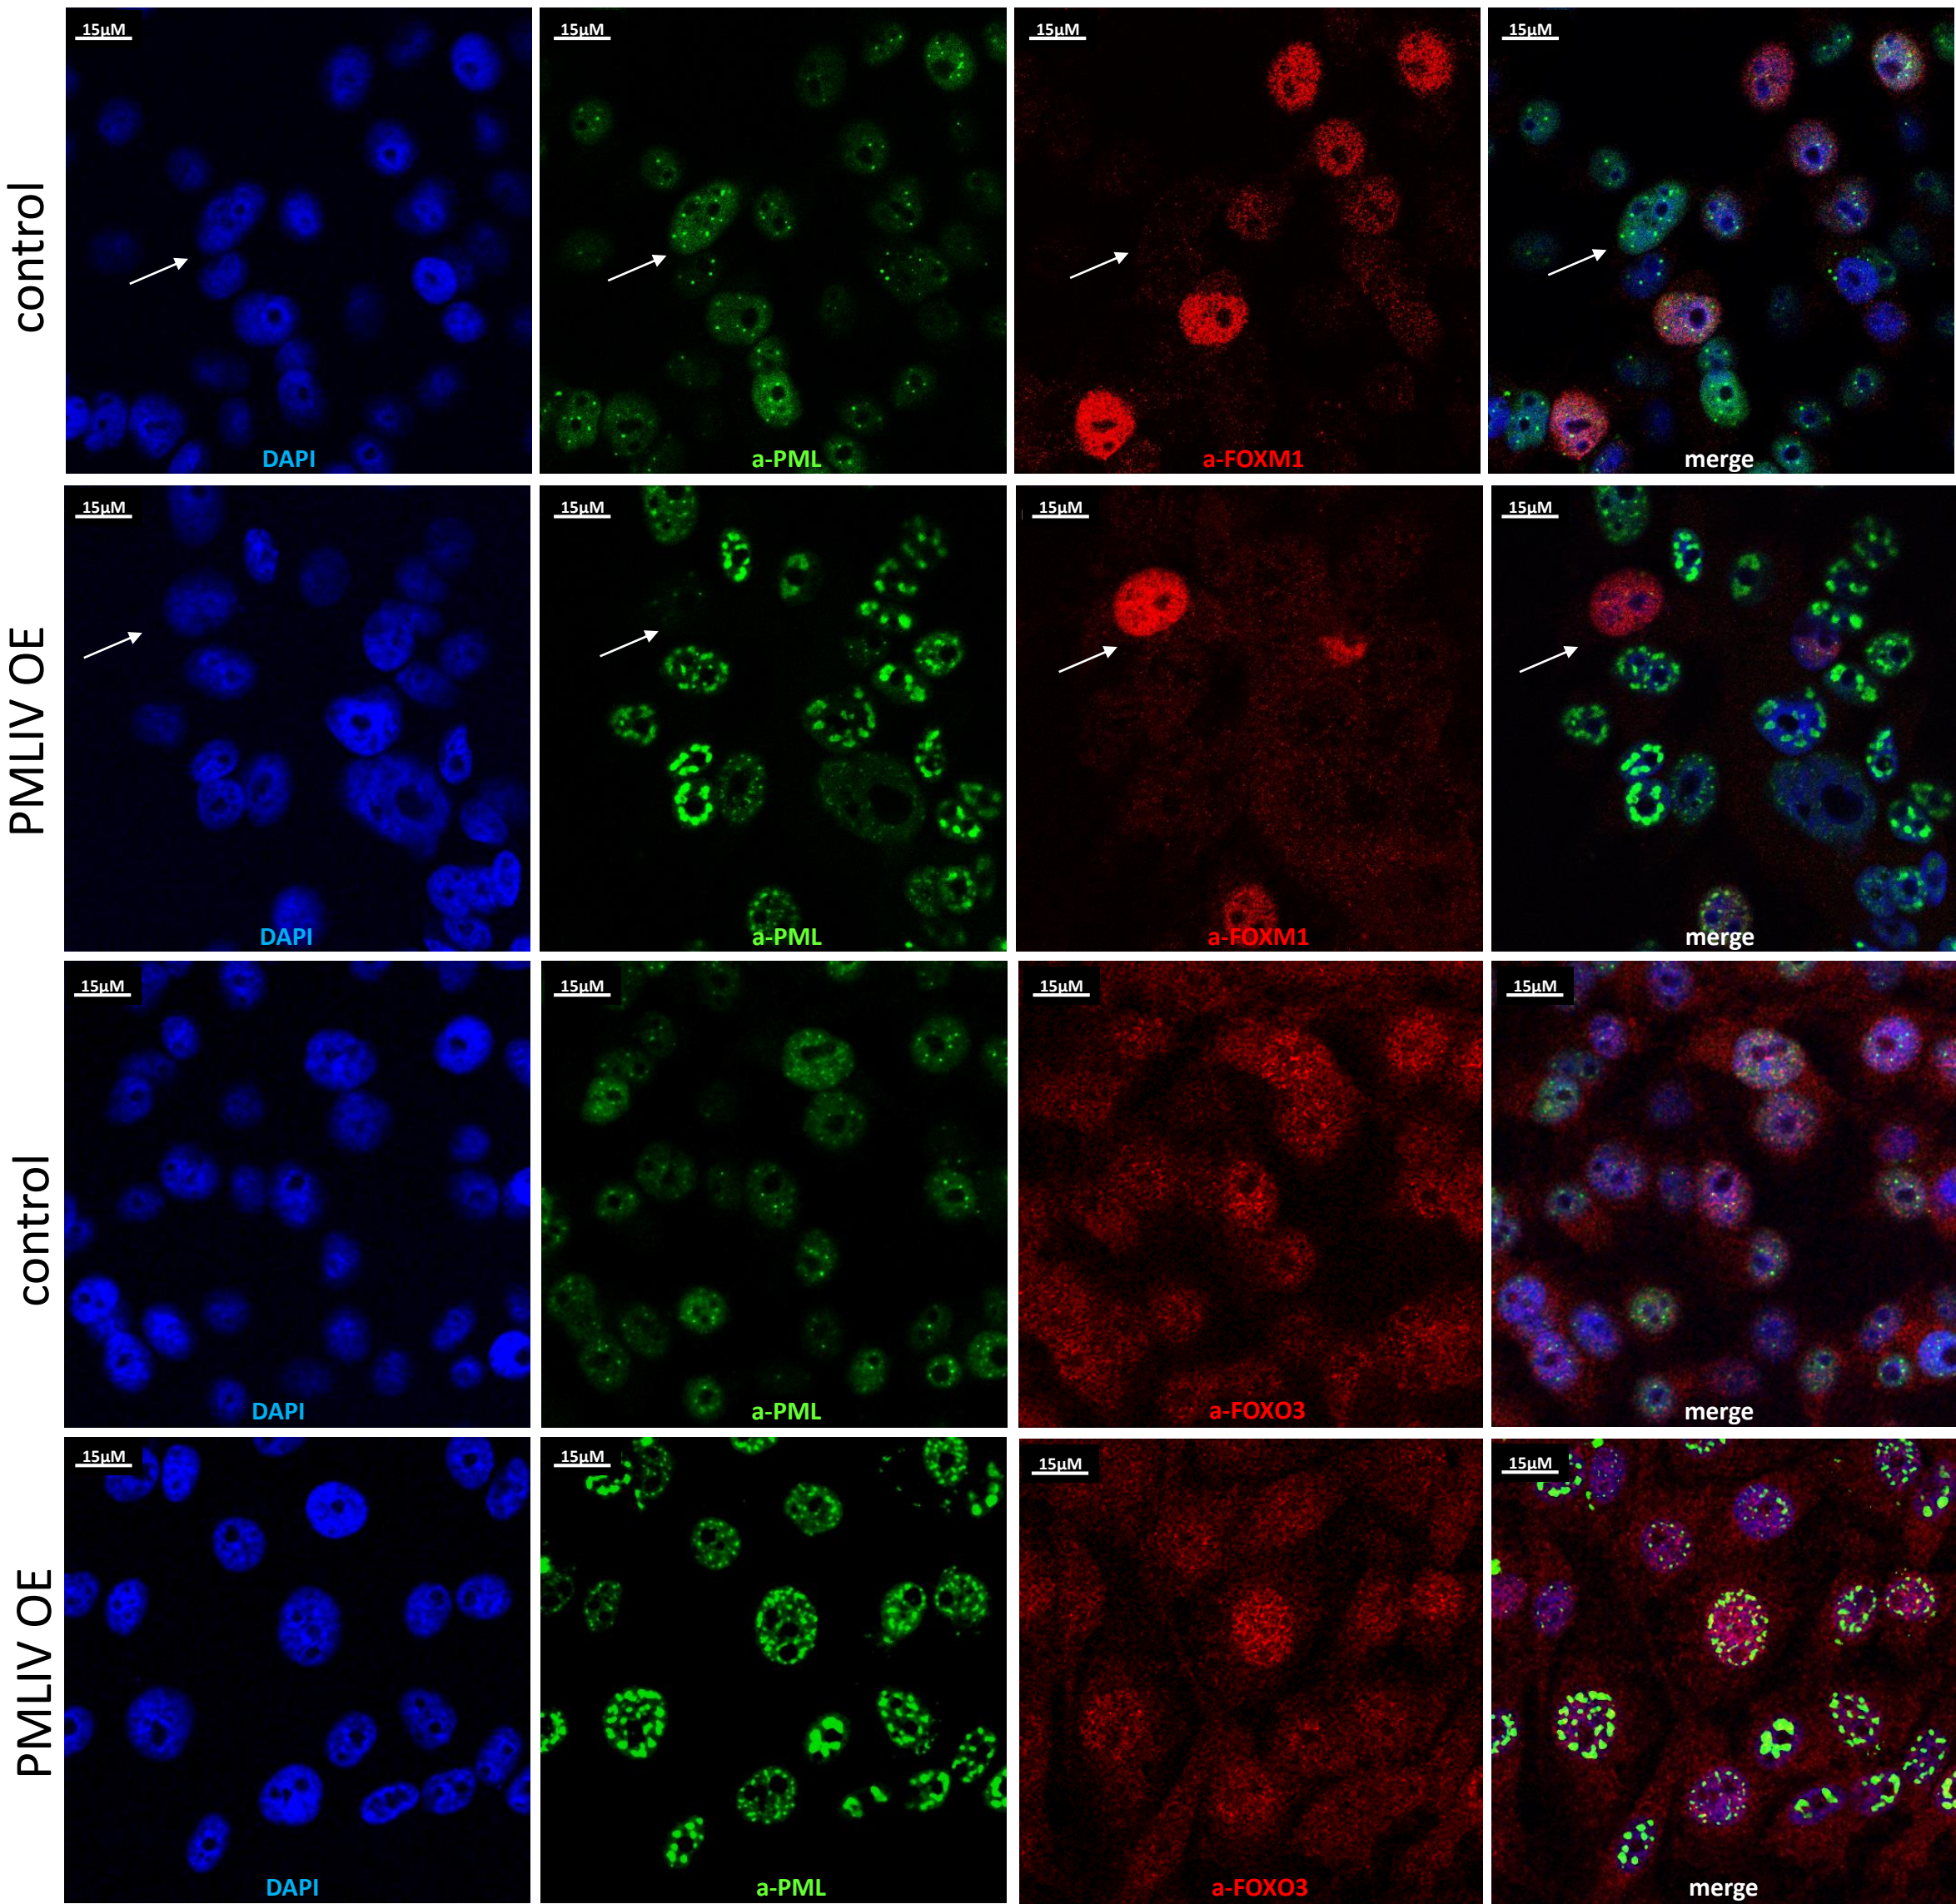

D.

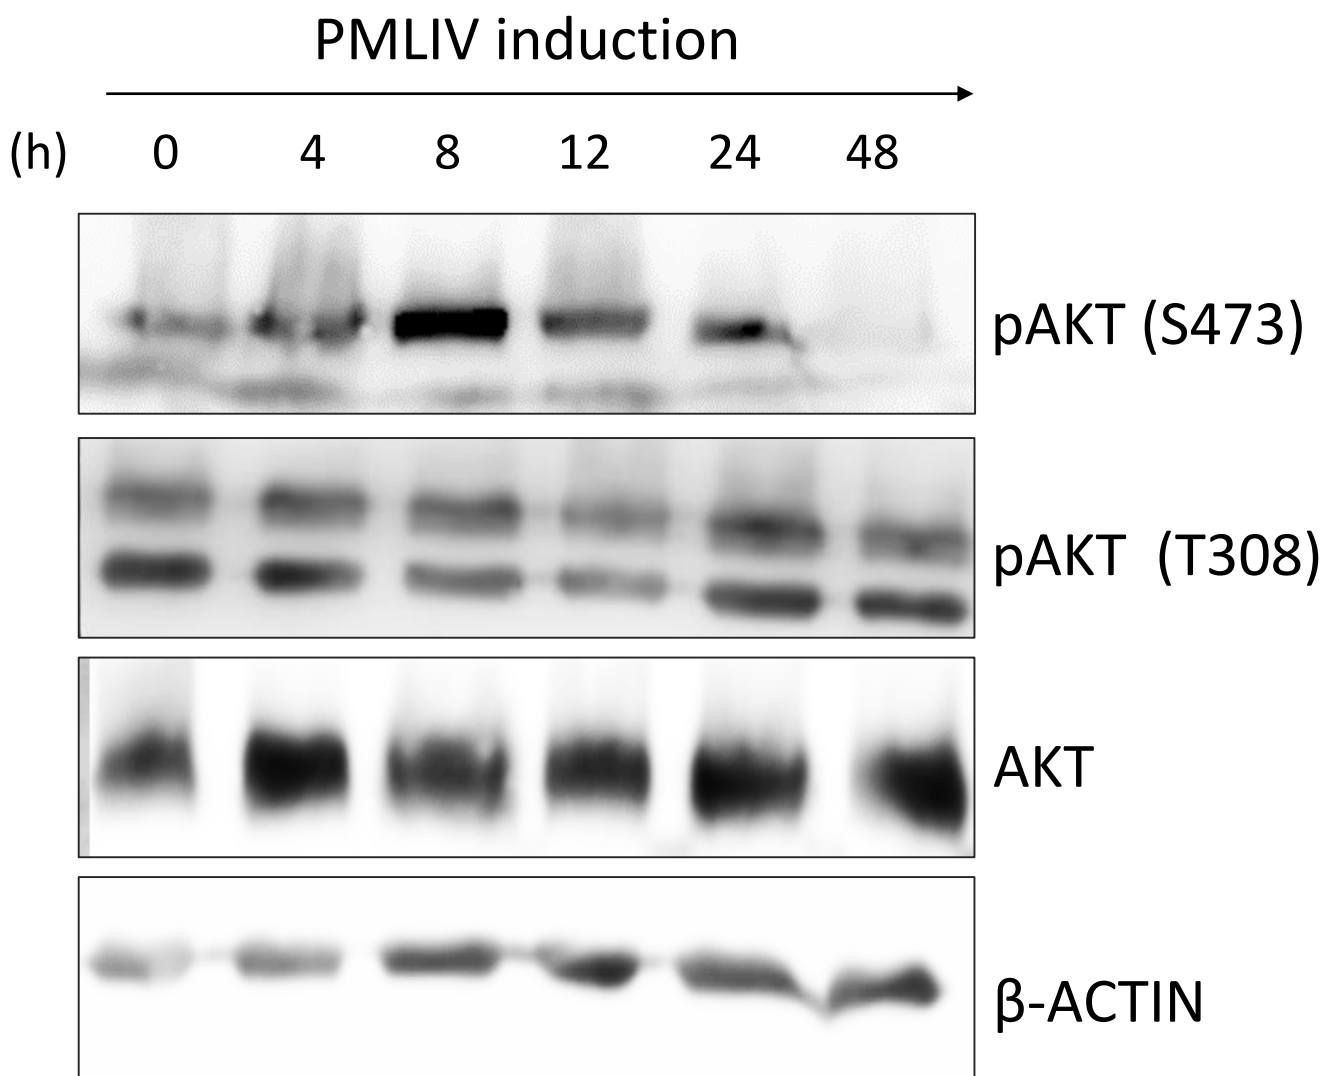

**Figure S4 (related to Figure 5). PMLIV modulates FOXO3 transcriptional program.** A. Table showing the calculated Jaccard similarity indexes computed to assess the degree of overlap for both over/under-expressed genes (upper panel). The top 10 GOs (g:Profiler) for under-expressed and overexpressed genes commonly affected by PMLIV OE and FOXO3 constitutive activation. B. Immunofluorescence staining for FOXO3 before and after PMLIV induction (Scale bar, 15µM). C. Immunofluorescence staining for PML and FOXM1 or FOXO3 in control and PMLIV OE MDA –MB-231 cells. Arrows indicate nuclei with strong or weak PML expression and the corresponding FOXM1 or FOXO3 levels (Scale bar, 15µm). D. Western blot analysis of MDA- MB-231 PMLIV OE cells for pAKT (S473, T308) and AKT over a 48 h time course PMLIV induction. β-actin was used as a loading control.

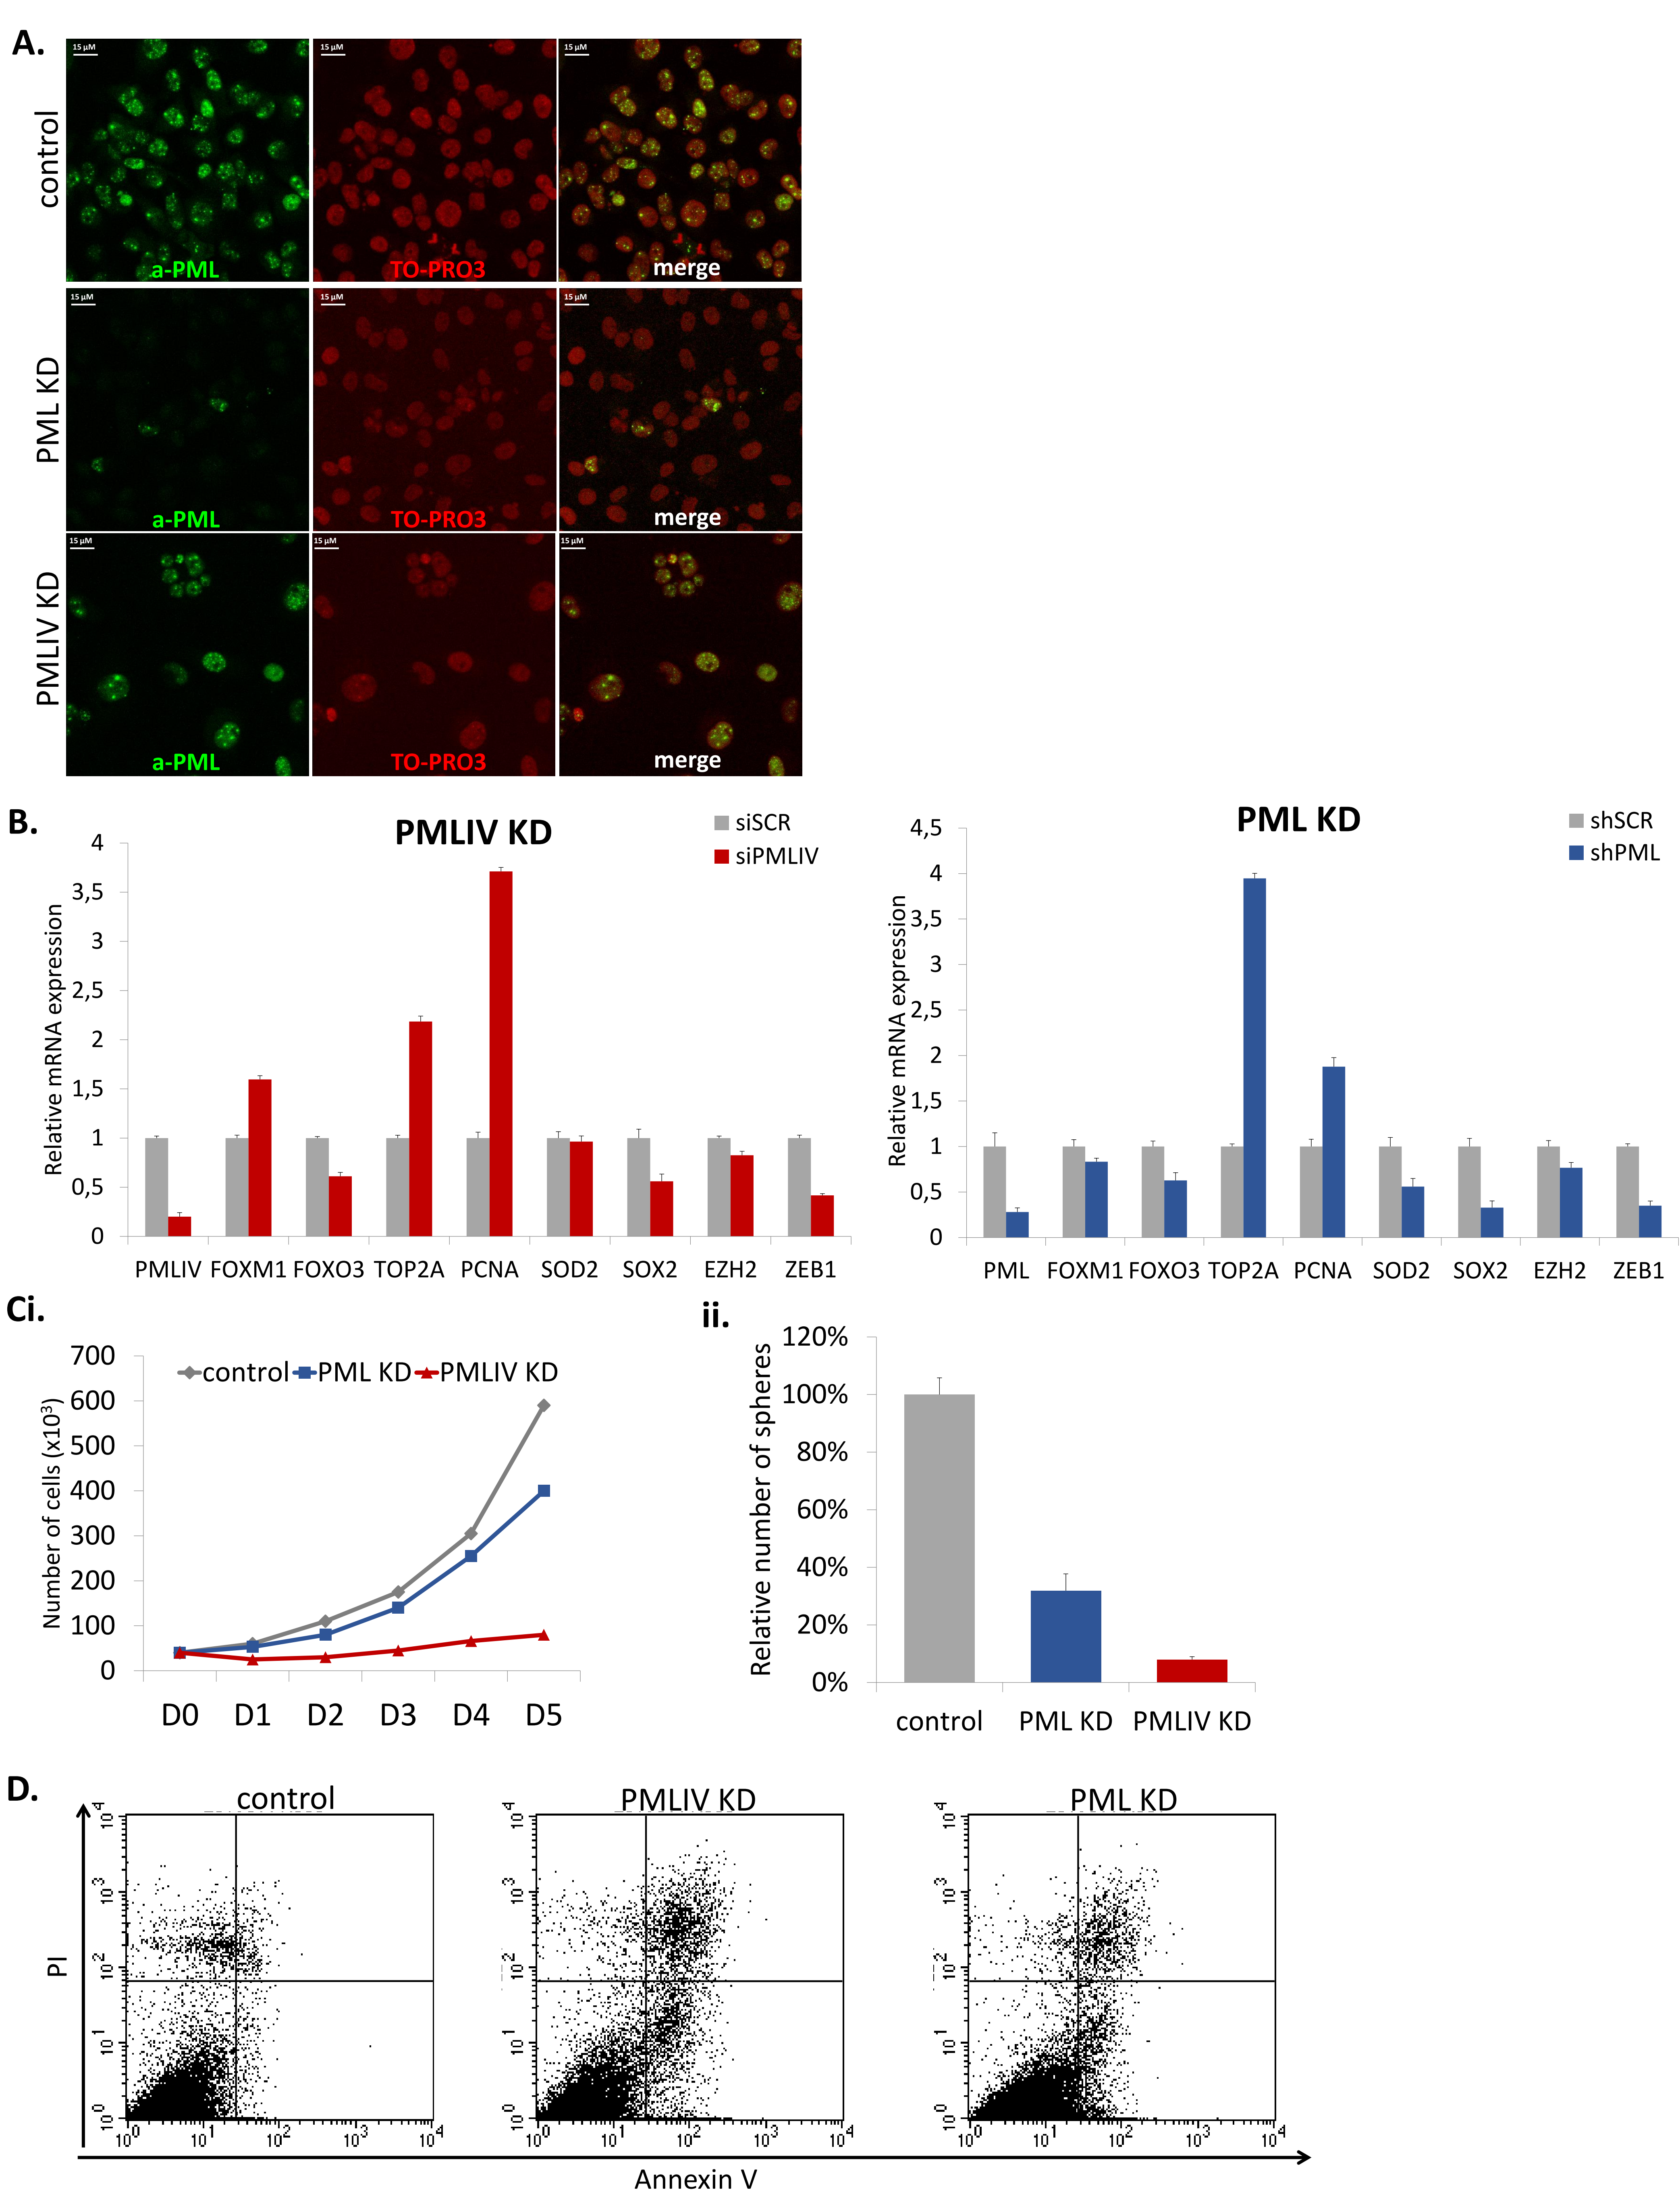

**Figure S5: Effect of PML KD and specific PMLIV KD in MDA-MB-231 cells.** A. Immunofluorescence staining for PML in control and PML or PMLIV KD MDA-MB-231 cells (Scale bar, 15μM). B. Relative mRNA expression of FOXM1, FOXO3, DNA replication and cancer stem cell markers upon control and PML KD or PMLIV KD in MDA-MB-231 cells. Error bars indicate +SD in three independent experiments (n=3). Ci. Cell growth of MDA-MB-231 cells upon PML and PMLIV silencing. ii. Tumorsphere formation in PML KD or PMLIV KD MDA-MB-231 cells. Results are shown as mean + SD of three independent experiments (n=3). D. Apoptotic cells after total PML KD or specific PMLIV KD were analyzed using flow cytometry after Annexin V-PI labeling. The lower right (LR) quadrant corresponds to the early to early-mid apoptotic cells, whereas the upper right (UR) quadrant represents cells at mid to mid-late apoptotic phases.

# Supplementary material for: Promyelocytic leukemia protein (PML) controls breast cancer cell proliferation by modulating Forkhead transcription factors
**Source:** Mol Oncol. 2019 May 16;13(6):1369–87. doi: 10.1002/1878-0261.12486
**Supplement:** Supplementary file 2 — Table S1. Primer sets used for qPCR.

**Table S1: Primer sets used for qPCR.**

| FOXM1 promoter | F: 5'-CGGTCTATTATATCCGAAGG-3' |
| --- | --- |
|  | R: 5'-CTTTTCAAAGCTCGGCTTTA-3' |
| TOP2A promoter | F: 5'-CGCCTCCCTAACCTGATTGG-3' |
|  | R: 5'-CTGACTCGCTCTCACCGTCT-3' |
| p21 promoter | F: 5'-CCAGAAAGGGGGCTCATTCTAA-3' |
|  | R: 5'-CGTTGGTGCGCTGGACACA-3' |
| CCNB1 promoter | 5′-GGAGCAGTGCGGGGTTTA-3′ |
|  | 5′-CGACCAGCCAAGGACCTACA-3′ |

How the deposited data were processed for this re-analysis (not part of the article)

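Gene expression was measured in an MDA-MB-231 clone with a doxycycline-inducible PMLIV, grown in monolayer or as passage 1 spheres. The 8 arrays formed 4 groups of 2: control (0 h of doxycycline) and PMLIV OE (48 h) in each culture. Conditions were taken from the deposited sample labels.

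The log2 values were made by the authors with the Affymetrix Transcriptome Analysis Console before deposition, as the methods state, with 1 signal per transcript cluster and array for 33297 clusters. The methods name neither its version nor the background correction, summary method or test. The statistics section names the XLSTAT software and means with SD for the whole paper, and no test. The paper names the Human Transcriptome Array 1.0, while the deposited probe table is of the Human Gene 1.0 ST type. The arrays share nearly the same medians and quartiles, so the values were used as deposited, with no further normalization. Background correction and scan date could not be varied from these files.

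Of the clusters, 19460 carried 1 gene symbol, 1754 carried several and 12083 none. Only those with 1 symbol were tested. For 769 genes with several probes, the probe with the highest mean over all arrays was taken, which left 18417 genes. By Entrez identifier, 19429 clusters matched the human RefSeq gene table, and 0 symbols had to be renamed.

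Groups were compared in R 4.3.3 with limma 3.58.1 on the log2 values. A single model with the 4 group means was fitted to all 8 arrays, which leaves 4 residual degrees of freedom, followed by moderation of the variances. There was no replicate block, and the labels do not say that arrays with the same number were paired. The comparisons were PMLIV OE against control in monolayer and in spheres, the difference between these effects, and control spheres against control monolayer. P-values were adjusted by the Benjamini-Hochberg method over all genes, and a change was called at an adjusted p under 0.05. Counts were also made at the threshold of the study, a fold change above 1.5 and an unadjusted p of at most 0.05.

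In all, 37 gene lists were tested with camera at a preset correlation of 0.01 between genes, adjusted over the lists of a comparison, and again with an estimated correlation and with fry. Camera compares a list with all other genes, and fry asks whether the genes of a list move one way. The estimated correlation rests on 4 residual degrees of freedom, which limits what that test can detect. The lists, the model, the rule for naming genes and the first set of alternatives were fixed before the data were examined, though the first 1999 rows of Table S2 had been seen. The rule named every gene that the paper names, the 10 largest rises and falls among called genes whose PMLIV OE arrays lie beyond all control arrays of the culture, the 5 largest each way for the other comparisons, and up to 4 called members of a described list. It was applied by the labels and again with the control arrays exchanged. Of 39 genes that the paper names, 35 had a probe with 1 symbol.

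This first set was a fit of the 4 arrays compared, a replicate block, quantile normalization, centring of each array, an offset of 50, only probes above the median, limma with trend and robust options, an unmoderated test, other choices of probes per gene, and each array left out in turn. After the data were seen, the exchange of the control arrays labelled replicate 2, their omission, a crossed pairing of replicates and a nuclear body list without PML were added.

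The procedure was tested on simulated data of the same size with 200 changed genes. It recovered 46 percent of the genes changed by a log2 value of 1 and 94 percent of those changed by 2, with 3 false calls. These shares describe the simulated data and not the power for a given gene of the deposited arrays. TOP2A had a log2 fold change of −2.50 in monolayer by the labels (standard error 0.92) and was not called. The number of arrays limits the precision of each value.

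The paper's enrichment of ontology terms, pathways and transcription factors was not repeated, since its inputs and settings were not at hand. The published FOXM1 knockdown and FOXO3 data, and the RT-qPCR, protein, chromatin immunoprecipitation and T47D experiments, were not analysed here. No overlap or enrichment was computed on Table S2, whose available copy is cut short. Figures were drawn with matplotlib 3.10.9.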

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

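The tests of exchanged labels, growth state, normalization and doxycycline, and every value with the control arrays exchanged or with PML left out of its list, were chosen only after the result was seen, while the 2 tests of the olfactory receptor probes were set beforehand.

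Of the 40 genes called in PMLIV OE monolayers by the deposited labels, the 10 largest rises and the 3 falls were all in genes that the paper does not discuss. The log2 fold changes were 2.50 for STX11, 2.43 for HCP5, 2.37 for FAM171B, 2.31 for NR1D1, 2.27 for the GABA-A receptor subunit GABRG1 and 2.25 for ANKFN1. They were 2.08 for SERPIND1, 2.00 for CHAC1, 1.90 for LRRC49 and 1.86 for LRRC39. ITGB8, DSN1 and EPHB4 had −1.42, −1.33 and −1.16. Of these 13 genes, 12 changed in the same direction with the control arrays exchanged, and ITGB8 did not pass.

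Some gene lists that the paper's text does not name among its enriched categories differed from the other genes by camera in PMLIV OE monolayers. The paper discusses PML nuclear bodies and p53 in other experiments. Median log2 fold changes were 0.76 for ATF4 and the amino acid response, 0.39 for p53 target genes, 0.35 for PML nuclear body components (0.29 without PML itself), −0.43 for replication-dependent histones and −1.14 for metallothioneins. With an estimated correlation none of these 5 lists passed, with adjusted p = 0.353 for the amino acid response and 0.545 to 0.646 for the others. Of 22 p53 target genes 14 were higher, 0 were called by limma over all genes, 4 rose when adjusted over the list alone and 6 were over-expressed at the threshold of the study (adjusted p = 0.00227 from camera, and 0.555 with an estimated correlation). GDF15, a secreted stress cytokine, was the called p53 target with the largest rise after the exchange of control arrays (log2 fold change 1.68, adjusted p = 0.00879).

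The PMLIV OE effect in spheres minus that in monolayer differed for 10 lists by camera. The median differences were −0.43 for G1/S genes of E2F, −0.19 for autophagy, −0.12 for cytosolic ribosomal proteins, −0.25 for mRNA splicing factors, −0.23 for p53 target genes and −0.71 for ATF4 and the amino acid response. They were 0.93 for MHC class II presentation, 0.93 for olfactory receptors, 1.05 for metallothioneins and 0.51 for erythroid and liver markers. With an estimated correlation none of the 37 lists passed for this difference (adjusted p = 0.830 at the lowest). After the exchange the autophagy, p53, amino acid response, olfactory receptor, metallothionein and erythroid and liver lists passed with the same direction, splicing factors and G1/S genes passed with the opposite direction, and ribosomal proteins and MHC class II did not pass. In all, camera placed 15 lists higher and 9 lower for this difference after the exchange. Medians were then 1.31 for spindle and mitotic kinesins and 0.97 for the centromere list. By the labels they were −0.41 and −0.29, and neither list passed. With an estimated correlation none of the 37 lists passed after the exchange either (adjusted p = 0.212 at the lowest).

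The paper does not compare control spheres with control monolayers. By the deposited labels 8 lists differed by camera, with medians of 0.13 for DNA replication, 0.29 for cytosolic ribosomal proteins, 0.24 for ribosome biogenesis, 0.0703 for mRNA splicing factors, −0.80 for MHC class II presentation, 0.15 for ATF4 and the amino acid response, −0.13 for olfactory receptors and 0.41 for hypoxia and glycolysis. With an estimated correlation none passed (adjusted p = 0.927 at the lowest). Cytosolic ribosomal proteins also passed camera after the exchange (median 0.17, adjusted p = 0.0045; adjusted p = 0.667 with an estimated correlation). Ribosome biogenesis, the amino acid response, and hypoxia and glycolysis did not (medians −0.09, −0.08 and 0.02; adjusted p = 0.0935, 0.332 and 0.593 from camera). After the exchange the DNA replication, splicing, MHC class II and olfactory receptor lists passed with the opposite direction (adjusted p = 0.222 to 0.599 with an estimated correlation), and spindle and mitotic kinesin genes were lower in control spheres (median −1.76, adjusted p = 1.19e-32 from camera; adjusted p = 0.15 with an estimated correlation).

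The array labelled control monolayer replicate 2 lies closer to control spheres replicate 1 (root mean square log2 difference 0.373) than to its own control (0.420), and control spheres replicate 2 lies closer to control monolayer replicate 1 (0.298) than to its own (0.459). A remaining shift in overall signal between arrays is argued against, since the arrays shared nearly the same medians and quartiles. Quantile normalization could for that reason change little. After it the labelled monolayer controls still differed 1.44 times as much as control monolayer replicate 1 and control spheres replicate 2. The normalization made before deposition was not tested. Exchanged labels remain a candidate explanation: that pair matches the control average of the first 1999 rows of Table S2 with a standard deviation of 0.131, and 92 of 100 genes that separate the cultures place the arrays that way. For the growth state of the cultures, the same ratio outside the cell cycle lists was 1.35, but density can move other genes too. The 100 genes lie outside those lists and were chosen on PMLIV OE arrays. Of them, 92 placed control monolayer replicate 2 nearer to the spheres than control spheres replicate 2. Likewise 93 placed control spheres replicate 1 nearer to the spheres than control monolayer replicate 1. For these genes the values argue against growth state alone. Growth alone would also need the labels to be right and the grouping behind Table S2, where the labelled pair had 0.436, to be the one exchanged. A part played by growth beside an exchange was not tested. No array was relabelled by its values, and PML separates PMLIV OE from control under both readings.

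Olfactory receptor probes were brighter in PMLIV OE spheres, by a median log2 fold change of 0.66 over 341 genes, 331 of them above 0. No member was called by limma over all genes, 162 rose when adjusted over the list alone and 176 were over-expressed at the threshold of the study. Dim probes in general are argued against, since matched random lists had medians between 0.02 and 0.10, and a single array is argued against, since without PMLIV OE spheres replicate 2 the median was 0.41. Camera placed the list above the other genes (adjusted p = 2.56e-40; adjusted p = 0.422 with an estimated correlation), and the median was 0.46 with the control arrays exchanged. RNA quality, hybridization or a biological response to PMLIV may each play a part, none of which was tested.

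The amino acid response genes were higher with PMLIV OE in monolayer, among them ASNS, an asparagine synthetase, with a log2 fold change of 2.31 (adjusted p = 0.0521 from limma), and DDIT3, with 2.56 (adjusted p = 0.0687). The effect in spheres was lower than that in monolayer by a median of −0.71, and of −0.31 with the control arrays exchanged, although both cultures received doxycycline. Doxycycline itself and PMLIV cannot be told apart, since every PMLIV OE array and no control array received the drug, and its action could differ between cultures. A response to PMLIV stays open in the same way.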

How the results depend on the processing

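The exchange of the control arrays, the omission of both control arrays labelled replicate 2, the crossed pairing and the nuclear body list without PML were chosen only after the result was seen, and the other alternatives were set beforehand. Except where the construction of an alternative is named, the cause was not tested.

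By the deposited labels 40 genes were called in monolayer. Quantile normalization, centring, trend and robust options and other choices of probes gave 35 to 53. The count was 24 with an offset of 50, 22 with a replicate block, 9 among probes above the median, where fewer genes are tested, and 0 both in a fit of the 4 arrays alone and with the unmoderated test, which have fewer degrees of freedom (3293 and 1964 genes at an unadjusted p under 0.05). With 1 spheres array left out the count was 54 without either control spheres array and 15 without either PMLIV OE spheres array. Without 1 of the 4 monolayer arrays, or without both control arrays labelled replicate 2, a compared group holds 1 array. The count of calls cannot be judged there. It was 1046 with the control arrays exchanged and 284 with the crossed pairing. In spheres 0 genes were called, and 2 with the control arrays exchanged. Control spheres against control monolayer gave 0 genes (793 at an unadjusted p under 0.05), 0 with any 1 PMLIV OE array left out, 273 after the exchange and 45 with the crossed pairing. The difference between cultures gave 0 genes by limma in each setting tried (1635 at an unadjusted p under 0.05).

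At the threshold of the study, 1964 genes in monolayer became 689 with the unmoderated test and 3246 after the exchange with every probe of the array counted, named or not. In spheres 1739 became 1092 among probes above the median, 459 with the unmoderated test, 912 without PMLIV OE spheres replicate 2 and 2727 without PMLIV OE spheres replicate 1.

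Of the gene lists, 22 were called in monolayer and 23 in spheres by camera. An estimated correlation left 0 in each culture, by the labels and after the exchange. That estimate rests on 4 residual degrees of freedom, so a list that does not pass it is not shown to be unchanged. Fry asks whether a list moves one way and not how it differs from other genes. It called 2 in each culture by the labels, autophagy in both, ATF4 in monolayer and the unfolded protein response in spheres. With 1 array left out the monolayer count ran from 14, without control monolayer replicate 1, to 26. Pearson's r between the effects in both cultures ran from 0.157, without control monolayer replicate 1, to 0.640, without control monolayer replicate 2, and was 0.657 after the exchange and 0.596 without both control arrays.

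Lists whose effect passed in spheres by the labels and whose median changed sign were MHC class II presentation and the secreted factors of senescence after the exchange (−0.03 for the latter), hypoxia and glycolysis without PMLIV OE spheres replicate 2, and olfactory receptors among probes above the median (−0.07), which hold 2 of them. In the other comparisons some lists passed by camera in opposite directions by the labels and after the exchange, and with an estimated correlation none passed in either setting (adjusted p = 0.15 at the lowest). For the difference between cultures, the median went from −0.43 to 0.45 for G1/S genes and from −0.25 to 0.18 for splicing factors. For control spheres against control monolayer, it went from 0.13 to −0.56 for DNA replication, from 0.0703 to −0.26 for splicing factors, from −0.80 to 0.50 for MHC class II presentation and from −0.13 to 0.25 for olfactory receptors. After the exchange the median was −0.12 for FOXO targets in spheres and −0.0498 for MHC class II presentation in spheres, whichever correlation was used, and the log2 fold change in monolayer was 0.14 for CDKN1A, 0.84 for SOD2 and 0.14 for NFYA. Without both control arrays labelled replicate 2 it was −0.18 for FOXO targets, 0.00841 for CDKN1A, 0.44 for SOD2 and 0.0235 for NFYA. With 1 array left out, medians in monolayer ran from −0.182 to −0.0570 for E2F, NFY, CREB and Forkhead factors, where camera changed its direction, and from −0.280 to 0.0554 for epigenetic regulators. In spheres they ran from −0.18 to 0.27 for FOXO targets and from −0.783 to 0.0821 for hypoxia and glycolysis. Genes in monolayer ran from −2.27 to 0.19 for CENPE, −0.49 to 0.32 for EZH2, −0.265 to 0.0613 for CDKN1A, −1.25 to 0.44 for SOD2, −0.55 to 0.16 for CCND1 and −0.375 to 0.0235 for NFYA.

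Of the gene values, the exchange left 39 on the same side of the threshold, brought 44 past it, took 1 back and reversed 3. Signal over background could not be judged from these values, and the brightness of a probe limits what dim genes can show.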

Differences from the paper's values

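Values after the exchange of the control arrays were chosen only after the result was seen, and the other alternatives named here were set before the data were examined.

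At the paper's threshold, the paper reports 1027 under-expressed genes in monolayer and the deposited labels gave 557. The latter counts 1 probe for each of 18417 genes by limma, while the paper's test is not named, so the counts are not strictly comparable. Of the alternatives set before the data were examined that keep every monolayer array, none brought the count within 1.5 times the paper's. Leaving out a monolayer array leaves a compared group with 1 array, so the count cannot be judged there. With the control arrays exchanged it was 823, a setting chosen after seeing the values that drops 128 of the 1999 genes called in the available part of Table S2, where the labels drop 761. The paper's 1687 over-expressed genes stood beside 1407 by the labels, within the same limit. With every probe of the array counted, named or not, the exchange gave 1284 under- and 1962 over-expressed, both above the paper's counts. The choice of probes therefore moves these counts as well.

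For PML the paper's averages in Table S2 give a log2 fold change of 0.91, and the labels gave 0.64. Leaving out control monolayer replicate 2 or PMLIV OE monolayer replicate 1 brought the values within the error, taken as the larger SD between replicates of a group, and the other alternatives set then did not. For MCM6 the paper's averages give −1.65 against −1.10 by the labels, and for LIN9 −1.09 against −0.39. Both came within the error without control monolayer replicate 2 or without PMLIV OE monolayer replicate 2, and under no other alternative set then. For KDM7A the paper's averages give 2.11 against 1.82, a gap above that SD (0.21) and below the standard error of the labels' log2 fold change (0.34), and the values came within the error without control monolayer replicate 2 and under no other alternative set then. After the exchange of the control arrays, chosen after seeing the values, the 4 log2 fold changes were 1.01, −1.65, −1.04 and 2.06, all within the error of the paper's. That setting drops 128 of the 1999 genes that the available rows of Table S2 call.

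The paper states that HLA genes were higher on PMLIV induction. Of 42 transcript clusters that name an HLA gene 9 were higher by the labels, with a median log2 fold change of −0.39 and a highest value of 0.63, and 0 were over-expressed at the paper's threshold. After the exchange, chosen after seeing the values and dropping 128 of the paper's called genes, 40 of the 42 were higher, with a median of 0.54, and 8 were over-expressed. IL23R and TNFRSF9, which the paper names beside them, were higher in both settings.

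The paper states that mitotic genes, FOXM1 and PML changed in monolayer. By the labels their signs were those of the paper. Of CDK1, CCNB1, CCNB2, PLK1, AURKA, AURKB, SPAG5, ASPM, TOP2A, BRCA1, CENPE and CENPF, all 12 were lower, but only AURKB, TOP2A and BRCA1 reached the paper's threshold. FOXM1 did not reach it (unadjusted p = 0.122 from limma), and PML did (unadjusted p = 0.0224). After the exchange, chosen after seeing the values and dropping 128 of the paper's called genes, limma called all of these genes at an adjusted p under 0.05.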

Other observations

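Values with the control arrays exchanged were chosen only after the result was seen.

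In PMLIV OE monolayers the secreted factors of senescence, the epithelial-mesenchymal markers and the markers of breast cancer stem cells did not differ from the other genes. Their median log2 fold changes were 0.14 (20 genes, adjusted p = 0.296 from camera), −0.19 (18 genes, adjusted p = 0.892) and −0.17 (13 genes, adjusted p = 0.892). SOX2 and ZEB1, factors of stem cells and of mesenchymal cells, had 0.21 and 0.20, and neither passed the test by limma. In spheres the senescence factors lay above the other genes (14 of 20 higher, median 0.37, adjusted p = 0.0229; adjusted p = 0.481 with an estimated correlation), with 0 called by limma over all genes, 2 when adjusted over the list alone and 4 over-expressed at the threshold of the study. After the exchange they passed in monolayer (median 0.31, adjusted p = 0.0115; adjusted p = 0.382 with an estimated correlation), where 3 rose, and not in spheres.

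Genes of extracellular matrix, hypoxia and sterol synthesis had monolayer medians of −0.10, −0.18 and −0.10, and none of these lists passed (adjusted p = 0.874, 0.335 and 0.667 from camera). In spheres, hypoxia and glycolysis genes lay below the others (21 of 24 lower, median −0.38, adjusted p = 0.0150; adjusted p = 0.709 with an estimated correlation), with 0 called by limma and 0 at the threshold of the study. This median depended on single arrays. It was 0.08 without PMLIV OE spheres replicate 2 and −0.004 without control spheres replicate 1, but −0.78 without PMLIV OE spheres replicate 1 and −0.65 without control spheres replicate 2. After the exchange the hypoxia and glycolysis genes passed in monolayer (median −0.34, adjusted p = 0.0324; adjusted p = 0.682 with an estimated correlation) and not in spheres (adjusted p = 0.179), and sterol synthesis passed in spheres (median −0.42, adjusted p = 0.000547; adjusted p = 0.398 with an estimated correlation). Luminal markers of T47D cells were lower in spheres (13 of 16, median −0.22, adjusted p = 0.00684; adjusted p = 0.422 with an estimated correlation), where 0 were called by limma and 3 fell when adjusted over the list alone, SPDEF among the named genes with a log2 fold change of −2.10 (adjusted p = 0.158). In monolayer their median was −0.18 (adjusted p = 0.0902). After the exchange the list passed in monolayer, where 3 fell (adjusted p = 0.00335; adjusted p = 0.13 with an estimated correlation), and not in spheres (adjusted p = 0.0785).

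Lists of other cell types served as a check for foreign RNA. In monolayer, leukocyte markers had a median of −0.20 (adjusted p = 0.120), markers of endothelium, fibroblasts and adipocytes −0.33 (adjusted p = 0.521), and erythroid and liver markers −0.35 (7 of 7 lower, adjusted p = 0.0301; adjusted p = 0.555 with an estimated correlation), which did not pass after the exchange (median −0.18, adjusted p = 0.123). In spheres their medians were −0.03, 0.07 and 0.22, and none passed. MHC class II genes did not pass in monolayer (10 of 10 lower, median −0.37, adjusted p = 0.101) and lay above the other genes in spheres by the labels (median 0.62, adjusted p = 0.00684; adjusted p = 0.539 with an estimated correlation), but not after the exchange (adjusted p = 0.693). With 1 array left out their median in spheres ran from 0.31, without PMLIV OE spheres replicate 2, to 0.81, without PMLIV OE spheres replicate 1. Olfactory receptors in monolayer had a median of −0.28 (adjusted p = 4.39e-07; adjusted p = 0.649 with an estimated correlation), and of −0.10 after the exchange (adjusted p = 0.0324; adjusted p = 0.748 with an estimated correlation). Random lists of matched signal had monolayer medians between −0.18 and −0.12 by the labels, so dim probes in general shared part of this shift.

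FAM111B, a protease linked to DNA replication, had a log2 fold change of −2.98 in spheres (adjusted p = 0.169 from limma). IL2RG, a receptor subunit shared by interleukins, rose in monolayer only with the control arrays exchanged (2.65, adjusted p = 0.00728). The differences between replicates 1 and 2 did not go together in every pair of groups. Across genes, r was −0.145 between control and PMLIV OE monolayers and −0.576 between both control groups, and between 0.15 and 0.304 in the other pairs of groups. A fit with a replicate block called 22 genes in monolayer.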
